# Transcriptomic analysis of the spatiotemporal axis of oogenesis and fertilization in *C. elegans*

**DOI:** 10.3389/fcell.2024.1436975

**Published:** 2024-08-19

**Authors:** Yangqi Su, Jonathan Shea, Darla Destephanis, Zhengchang Su

**Keywords:** *C. elegans*, oocyte, oogenesis, transcriptome, single cell, ScRNA-seq

## Abstract

*Caenorhabditis elegans* hermaphrodite presents a unique model to study the formation of oocytes. However, the size of the model animal and difficulties in retrieval of specific stages of the germline have obviated closer systematic studies of this process throughout the years. Here, we present a transcriptomic level analysis into the oogenesis of *C. elegans* hermaphrodites. We dissected a hermaphrodite gonad into seven sections corresponding to the mitotic distal region, the pachytene region, the diplotene region, the early diakinesis region and the 3 most proximal oocytes, and deeply sequenced the transcriptome of each of them along with that of the fertilized egg using a single-cell RNA-seq (scRNA-seq) protocol. We identified specific gene expression events as well as gene splicing events in finer detail along the gonad and provided novel insights into underlying mechanisms of the oogenesis process. Furthermore, through careful review of relevant research literature coupled with patterns observed in our analysis, we delineate transcripts that may serve functions in the interactions between the germline and cells of the somatic gonad. These results expand our knowledge of the transcriptomic space of the *C. elegans* germline and lay a foundation on which future studies of the germline can be based upon.

## Introduction

With a transparent body of less than 1,000 somatic cells, a fully sequenced genome harboring 19,985 protein-coding genes (based on the WS291 annotation) and about 14 h of embryogenesis time and 2 weeks of life span, the *C. elegans* hermaphrodite provides an extraordinary model to understand cell differentiation and organogenesis (Sulston and Horvitz, 1977; Sulston et al., 1983; Wood and Edgar, 1994; Consortium, 1998; Rose and Kemphues, 1998; Labouesse and Mango, 1999; Hillier et al., 2005; Kim et al., 2013a; Chu and Shakes, 2013; Marcello et al., 2013; Robertson and Lin, 2013). Particularly, *C. elegans* gonad provides an excellent model to understand meiosis (Pazdernik and Schedl, 2013), gamete formation (Kim et al., 2013a; Chu and Shakes, 2013) and fertilization (Marcello et al., 2013).

In the *C. elegans* hermaphrodite germline, oogenesis occurs independently in two sets of U-shaped gonads connected to a single shared uterus (Pazdernik and Schedl, 2013). Oocyte formation begins at the distal end of each gonad with mitotically proliferating germline stem cells near the single somatic distal tip cell (DTC) (Kimble and White, 1981). Proliferating germ cells moving away from the DTC and begin to enter meiosis prophase I through a transition zone, after which germ cells move along the gonad while going through the pachytene, diplotene and diakinesis stages, and ending in the most proximal (-1) oocytes that awaits fertilization in the spermathecae for progression into metaphase I and the subsequent formation of the zygote (Kim et al., 2013b). Apart from the proximal oocytes in diakinesis, most of the germline nuclei do not have fully enclosed membranes and form a syncytium, sharing a nucleus free cytoplasmic region called the rachis, which facilitates the transport of RNAs and proteins to growing oocytes (Figure 1A) (Wolke et al., 2007; Nadarajan et al., 2009). Throughout this process, the germline also is enveloped by five pairs of gonadal sheath cells (Sh1-Sh5 from distal to proximal), each pair serving distinct functions through communication with the germline and promoting the oogenesis program (Hall et al., 1999; Killian and Hubbard, 2005).

**FIGURE 1:**
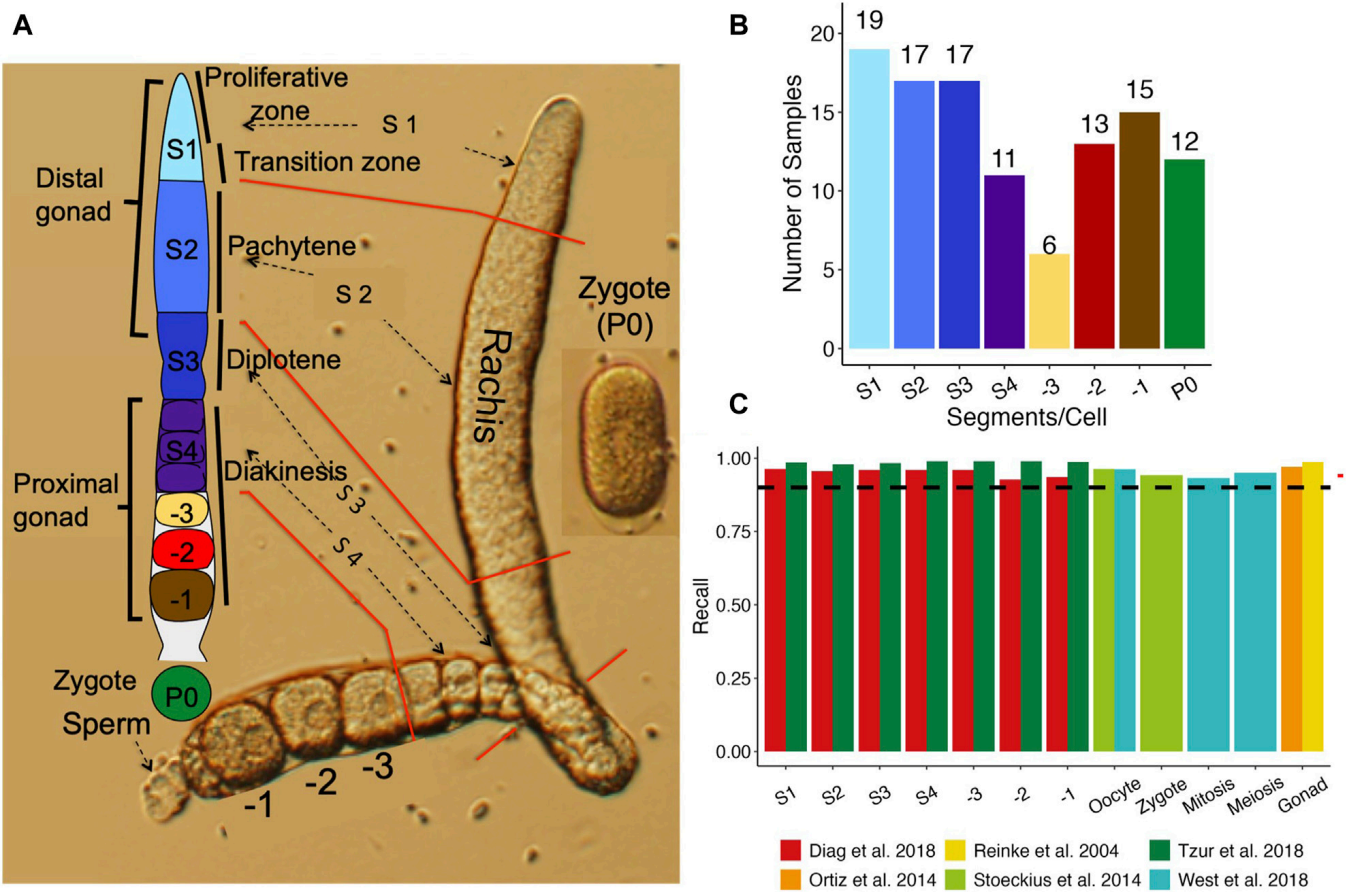
Comparison of our datasets with existing ones. **(A)** A diagram of an isolated one side gonad together with a cartoon of one side gonad showing the dissection positions for the segments along the one side gonad. **(B)** Number of samples from each stage of segments, oocytes and zygotes. **(C)** Percentage of genes found expressed in each stage in previous studies that we found expressed in our study.

However, for a long time this system is limited by its miniscule size, preventing a detailed dissection of the biochemistry in each part of the oocyte assembly line using techniques such as transcriptome profiling using microarray (Reinke, 2002; Walhout et al., 2002; Baugh et al., 2003) or bulk-RNA sequencing (RNA-seq) (Gerstein et al., 2010; Spencer et al., 2011; Li et al., 2014), and proteome profiling using mass spectrometry (Yuet et al., 2015), as all of these techniques require a descent quantity of RNA/protein from at least hundreds of thousand cells.

Recent studies have performed micro-dissections of the *C. elegans* gonad and profiled transcriptomes of dissected segments using single-cell RNA-seq (scRNA-seq) techniques (Diag et al., 2018). However, these analyses mainly focused on the post-transcriptional/translational regulation of germline transcripts via binding of 3′UTRs to RBPs and miRNAs. Although these studies provided expression estimates for genes from each segment as well, they did not focus on other aspects of the transcriptome between the segments that might also account for the progress of oogenesis. Consequently, the research community still lacks a good understanding of the machinery of the assembly line, such as key regulators and gene expression patterns along the temporal and spatial axis of the gonad.

To fill these gaps, we combined microdissection with scRNA-seq technique (Tang et al., 2010a; Tang et al., 2010b; Ramskold et al., 2012; Picelli et al., 2013), and profiled the transcriptomes in the proliferative zone, pachytene zone, diplotene zone, early diakinesis zone (before -3 oocyte stage), later diakinesis zone (-3, -2, -1 oocytes), and the zygote. Our results revealed a highly dynamic picture of gene transcriptional regulation at each transitional time point throughout the oocyte assembly line. These results should provide a foundation to further investigate the molecular mechanisms of the oogenesis and fertilization processes.

## Materials and methods

### Experimental model

The AZ212 *C. elegans* strain (pie-1::H2B::GFP) was obtained from the *C. elegans* Genetics Center (University of Minnesota), and was maintained in *E. coli* OP50 lawn on an agar plate according to the standard protocol (Stiernagle, 2006).

## Method details

### Dissection of the gonad and harvest of samples

After a well-fed gravid hermaphrodite was immobilized in the egg salt solution (ESS) containing 118 mM NaCl and 48 mM KCl (Edgar and Goldstein, 2012) with 10% tetramisole (Sigma, St. Louis), a cut was made across the vulva using a 26G subcutaneous needle controlled by a micromanipulator (ROE-200, Sutter) under an inverted microscope (Olympus 1X71). This would release fertilized eggs and early-stage embryos from the uterus as well as sperm and at least portions of the two sides of the gonad. Each end of the gonad wrapped around by five pairs of sheath cells was completely isolated by pushing its distal end as shown in Figure 1A. The -1, -2 and -3 oocytes as well as the diakinesis zone (S4), the loop corresponding to the diplotene zone (S3), the pachytene zone (S2), and the distal proliferative zone (S1) were sequentially isolated by a cut at the positions as shown in Figure 1A, and similarly harvested. The zygote (fertilized oocyte) also known as P0 was similarly harvested when the two pronuclei were fused at its center (Figure 1A). Once a sample was harvested, it was immediately transferred to a 200 μL PCA tube containing 4 μL cell lysis buffer (0.45 μL 10X PCR buffer II, 3 mM MgCl_2_, 0.45% NP40, 4.5 mM DTT, 0.18U/μL SUPERase-In, 0.36U/μL RNase inhibitor, and 2 mM dNTP. All the reagents in the buffer were from Life Technologies except NP40 (Roche). The PCR tube containing the sample was incubated in a thermocycler at 70°C for 90 s and then transferred on ice before being stored at −80 until use. Due to the difficulty for their isolation, sheath cells wrapped around the gonad segments and oocytes were also harvested in the samples. Moreover, despite meticulous care taken during sample collection, some samples may contain sperm released during gonad dissection. In total, we harvested 136 samples, including 24 S1 segments, 24 S2 segments, 20 S3 segments, 16 S4 segments, 7 -3 oocytes, 15 -2 oocytes, 19 -1 oocytes, and 11 zygotes (P0).

### Preparation of RNA-seq libraries

In the early stages of the project, we prepare a sequencing library for each harvested sample for Illumina platforms using a modified scRNA-seq method based on Tang et al. as previously described (Tang et al., 2010a; Tang et al., 2010b; Su et al., 2023). Samples prepared during this time were either sequenced by 100 bp single end reads on an Illumina HiSeq2000 with an average of 37, 508, 654 reads/sample or were sequenced by 100 bp paired-end reads on an HiSeq2500 machine with an average of 17, 468, 703 reads/sample). Later on, we prepared samples using the Smart-seq2 protocol (Picelli et al., 2013) later on. Samples produced during this stage constitute most of our samples, which were sequenced by 125 bp pair-end reads on an Illumina HiSeq2500 machine with an average 3,575,998 reads/sample.

### Transcriptome mapping and quantification

The *C. elegans* genome assembly (GCA_000002985.3) was obtained from NCBI Refseq, while the annotations were based on Wormbase version: WS291. Prior to mapping, raw reads were trimmed with Trim Galore (Krueger, 2015), with parameters (quality ≥10, length >35 bp). We quantified the expression levels of genes in two ways for different subsequent analysis. For differential gene expression analysis, trimmed reads were mapped to the genome using HISAT2 (Kim et al., 2019) with default settings, read counts were obtained by using HTSeq (Anders et al., 2015) with default settings based on the mapping results. The trimmed reads were also mapped to the genome using Salmon (Patro et al., 2017) with default settings to obtain transcript per million (TPM) estimates for both genes and transcripts.

### Quality control

Sequenced libraries were then assessed for quality with custom scripts and quality metrics evaluated via the QoRTs package (Hartley and Mullikin, 2015). First, we designated certain genes as mitochondrial, ribosomal, sperm associated, intestine associated, or stress associated based previous publications. Specifically, ribosomal genes and mitochondrial genes were selected based on gene annotations (Davis et al., 2022). Selection of sperm, intestine and stress associated genes were based on manual curation of genes from earlier studies along with a correlation analysis of gene expression. Briefly, sperm associated genes are a combination of curated sperm genes from previous studies (Reinke et al., 2004; Ortiz et al., 2014) and genes whose expression levels were highly correlated with those of major sperm protein genes (Supplementary Figure S1; Supplementary Table S1). Similarly, intestine associated genes were a combination of curated intestine genes in a previous study (Mcghee, 2007) and in WormBase (Davis et al., 2022) and genes whose expression levels were highly correlated with those of the curated intestine genes (see specifics in Supplementary Figure S1; Supplementary Table S1). Finally, stress related genes are a commination curated stress genes in a previous study (Brunquell et al., 2016) and genes whose expression levels are highly correlated with the curated stress genes (Supplementary Figure S1; Supplementary Table S1). A sample was filtered out if it met any of the following criteria: i) over 5% reads (in terms of TPM) were from the mitochondrial genome; ii) over 5% reads (in terms of TPM) were from rRNA genes; iii) over 5% reads (in terms of TPM) were from sperm specific genes); iv) over 5% reads (in terms of TPM) were from intestine specific genes; v) HISAT unique reads mapping rate <70%; vi) less than 50% of HISAT uniquely mapped reads were mapped to coding DNA sequences. These criteria were set to remove samples that were of poor libraries quality or were heavily contaminated by sperm, intestinal tissue and/or exhibited reduced quality during sample collection. To further increase the robustness of subsequent analysis, samples were visualized using Uniform Manifold Approximation and Projection (UMAP), and those that largely deviated from clustered groups of the same sample type were removed. We also included the 6 P0 (1-cell) samples of Tintori et al. (2016) in our analysis, and the samples were processed through the same pipeline as our own samples. We note that with exception of comparisons with previously published datasets, all our subsequent analyses were performed with genes excluding all mitochondrial, ribosomal, stress, sperm and intestine associated genes.

### Comparison with previous datasets

Gene expression data from six previous studies were collected from the following sources and compared with our data. For all comparisons, we used filtered samples with all genes (genes were not filtered). Details of the datasets and comparisons are as follows:

1) Reinke et al. (2004) provided the first microarray-based list of oogenic genes. The list was retrieved from via their Supplementary Material.
2) Ortiz et al. (2014) performed RNA-seq analysis on the gonad to distill a list of genes termed oogenic. These genes were acquired via their Supplementary Material, and genes marked oogenic were used for our subsequent comparisons.
3) Stoeckius et al. (2014) performed RNA-seq on proximal oocytes and 1 cell zygotes. Expression profiles were acquired via the instructions in their paper and genes with expression >0.5 RPKM were deemed expressed.
4) West et al. (2018) dissected the gonad into mitotic and meiotic sections, and oocytes. RNA-seq data of each sample was acquired via the Supplementary Material of the paper, and genes with a reads count >0 were deemed expressed.
5) Tzur et al. (2018) utilized the Cel-seq protocol to sequence 10 segments of the *C. elegans* gonad, with 2 replicates per segment. Alignment of these 10 segments to our segments was based on diagrams presented in their study and rough estimates of where their dissection occurred. The exact alignments between their segments and ours are given in Supplementary Table S2. Count matrices were acquired per the authors’ instructions. Pearson correlation was performed with log transformed count values using all shared genes.
6) Diag et al. (2018) performed cryo-dissection of the 3 posterior and 3 anterior gonads into 13–15 segments per gonad. This resulted in 85 slices sequenced via Cel-seq. Expression profiles for these samples were retrieved from GEO with accession number GSE115884. Samples with <10^4^ reads were discarded from correlation analysis with our samples. The authors (Diag et al., 2018) provided approximate slice label, slice size as well estimates size of each gonad region. Thus, we were able to derive a coarse conversion from their slices to our segments, as shown in Supplementary Table S2. Pearson correlation was performed with log transformed count values using all shared genes.

### Differential gene expression analysis

We performed differential gene expression analysis between each two dissected neighboring stages along the developmental axis of the gonads as above-described and zygotes using Monocle2 (Qiu et al., 2017). Experimental batch and gene detection rate in each sample were included as covariates along with segment/cell-type to model normalized gene expression using the negbinomial. size model of Monocle2. Because Monocle2 does not produce Log_2_FoldChange (Log_2_FC) values, we applied Bayesian shrinkage of gene model coefficients using the apeglm (Zhu et al., 2019) package to account for large foldchange values of genes with low expression and obtain shrunken Log_2_FC values for each gene. A model of gene expression as a function of segment/cell-type was also fit to assess genes that were differentially expressed across all stages prior to fertilization (excluding P0). Genes with an Benjamini-Hochberg adjusted *p*-value (BH p-adj) <0.05 and a fold change increase/decrease of 1.5 were considered differentially expressed. ClusterProfiler (Yu et al., 2012) was used to perform Gene Set Enrichment Analysis (GSEA) with pre-ranked shrunken Log2FC values and gene sets from KEGG (Kanehisa et al., 2022), GO (Gene, 2021) Biological Pathways, Reactome (Milacic et al., 2024) and Wikipathways (Martens et al., 2021). Enrichment of each type of gene sets was performed separately, and the results were aggregated. Only gene sets containing more than 10 and less than 250 genes were considered, and those with a q value <0.05 were considered significantly enriched.

### Clustering Co-expressed genes

The union of DEGs identified in all pairwise comparisons were used for gene co-expression analysis. After the read count values of genes were variance stabilizing transformed using the vstExprs function of Monocle2 package, Pearson correlation coefficient between expression levels of the genes in the samples were calculated, and genes were hierarchically clustered using the “ward.D2” method of the hclust function in R. Upon visual inspection of the resulting clustering heatmaps, the clusters were set at a hierarchical level. Each cluster was then subject to enrichment analysis for GO biological process (BP) terms using ClusterProfiler (Yu et al., 2012) to identify significantly enriched terms for the cluster. Gene expression as well as the respective clusters were visualized with the ComplexHeatmap package (Gu, 2022), and the top three most significantly (q value < 0.05 or *p*-value < 0.001) enriched GO terms were shown alongside the heatmap.

### Validation of expression patterns of DEGs using *in situ* hybridization (ISH) images in the NEXTDB database

For an identified DEG cluster, we focused only on genes that have *in situ* images in NEXTDB database (Shin-i and Kohara, 1999). We then selected genes that had an average normalized expression level >500 across all gonadal segments (S1 to -1, we did not include zygote expression due to inconsistent staining of zygotes in the NEXTDB database) to ensure visible imaging signals in at least one segment for most genes. We denote the maximum Fold Change (FC) for a gene as the maximum absolute FC of the gene across all its FCs between adjacent gonad segments (S1 vs. S2, S2 vs. S3, etc.). We then select at most 10 genes with highest maximum FC values. If the cluster had less than 5 genes selected, we then considered all genes with an average expression level >100 in at least one of the segments and selected at most 5 genes with highest maximum FC values. For each selected gene, we manually examined the ISH images of its transcripts in NEXTDB.

### Differential alternative polyadenylation analysis

3′UTR regions were extracted from the WS291 annotation via custom scripts to only include 3′UTR regions that did not overlap coding exons and other UTR regions. The Samtools (Li et al., 2009) depth function was used to obtain pair-read aware coverage of the genome for each samples with HISAT2 (Kim et al., 2019) aligned bam files. Coverage for each sample was normalized with DESeq2 (Love et al., 2014) size factors before estimation of polyadenylation site and long/short 3′UTR coverage, and Percentage of Distal poly-A site Usage Index (PDUI) was computed performed using DaPars2 (Feng et al., 2018; Li et al., 2021). Modification to the DaPars2 program was made to begin polyadenylation site search starting from 25 bp downstream of 3’UTR’s 5′ end. For each neighboring stages comparison, only 3′UTRs that belonged to a gene with a mean count >10 across all compared samples and had PDUI values in at least three samples in both stages were tested for differential alternative polyadenylation. Fisher’s exact test was performed with the average long/short 3′UTR coverage in compared stages, and the resulting *p*-values were corrected for false discovery rate (FDR) via the Benjamini Hochberg method. Genes that had FDR <0.05 and |PDUI difference| >0.05 were called for significantly differential alternative polyadenylation. ClusterProfiler (Yu et al., 2012) was used to perform GO BP (Ashburner et al., 2000) term enrichment analysis, and significant terms with FDR <0.05 were called significantly enriched. Visualization was made with the trackViewer (Ou and Zhu, 2019) R package.

### Differential splicing analysis

Differential splicing analysis was performed using rMATS (Shen et al., 2014) that calculated splicing Psi values and evaluated their statistical significance. rMATS classifies splicing events into five categories: alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), retained intron (RI), mixed exon usage (MXE), skipped exon usage (SE). A splicing event with a Psi value change >0.1 and an adjusted *p*-value <0.05 was significant.

## Results

### Expression levels of detected genes correlate well with those from previous studies

We cut each isolated gonad into seven segments roughly corresponding to the stages of oocyte development (Figure 1A) (Materials and Methods), and the number of samples collected for each segment, oocyte and the zygote are shown in Figure 1B. 

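Single gonad segments, oocytes and zygotes of C. elegans hermaphrodites were each made into an RNA-seq library, and the authors deposited for every library the number of reads counted on each gene, the TPM of each gene and measures of library quality. They trimmed the reads with Trim Galore, aligned them to the WBcel235 genome with HISAT2 and counted them on the genes of WormBase WS291 with HTSeq at its default settings, without normalization. TPM came from Salmon, summed over the transcripts of a gene. The counts cover 46927 genes in 146 libraries. Those of the 8 stages are 24 S1, 24 S2, 20 S3, 16 S4, 6 -3 oocyte, 15 -2 oocyte, 19 -1 oocyte and 11 P0 libraries. The quality measures mark 104 of them as used for analysis, 19 from S1, 17 from S2, 17 from S3, 11 from S4, 6 from -3 oocytes, 13 from -2 oocytes, 15 from -1 oocytes and 6 from P0, and place 82 of the used libraries in batch A and 22 in batch B. Batch B held 2 to 5 used libraries per stage, so comparisons of neighboring stages within batch B alone rest on few libraries and are given only as alternatives. The used P0 libraries of batch B, the zygotes of worms unknownA and unknownB, have the stage label Unknown in the quality measures. They were kept as P0 because their sample labels name them zygotes. The reads counted on genes per used library had a median of 2771315 (1482315 to 27928890) in S1, 3154509 (1347639 to 20126674) in S2, 3125562 (1723404 to 26839552) in S3, 2959554 (2095436 to 5104679) in S4, 3441156.5 (2576266 to 6221818) in -3 oocytes, 2910497 (2212804 to 21069264) in -2 oocytes, 3343687 (1273040 to 31071637) in -1 oocytes and 5745780 (2790035 to 73449925) in P0. Batch B was sequenced more deeply, with stage medians from 4962462.5 in S4 to 23024423 in S3, against 2556764 in S1 to 3410824.5 in P0 of batch A. Values are given over the used libraries and then over all mapped libraries of the stages. The mapped libraries include nearly empty ones, with as few as 196 reads counted on genes in S2, 15494 in -1 oocytes and 21350 in P0. Normalized counts are counts divided by median-of-ratios size factors, given as mean ± SD with n libraries. Over all mapped libraries the factors were computed anew, in a form that admits genes not counted in every library. Those levels are on another scale, so stages compare within a set of libraries, not between the sets.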

To assess the quality of the RNA-seq libraries, we evaluated the similarity between the detected genes and their expression values and those from six previous studies (Reinke et al., 2004; Ortiz et al., 2014; Stoeckius et al., 2014; Diag et al., 2018; Tzur et al., 2018; West et al., 2018) (Materials and Methods). Four (Reinke et al., 2004; Ortiz et al., 2014; Stoeckius et al., 2014; West et al., 2018) of these studies largely quantified expression levels in entire gonads or large sections of the gonad, thus we aggregated gene expression in corresponding samples to allow reasonable comparisons. Our aggregated expression profiles recall over 90% of expressed genes in all the four datasets (99% for Reinke et al., 2004; 93% for Ortiz et al., 2014; 95% for Stoeckius et al., 2014; 96% for West et al., 2018) (Figure 1C), indicating that our data are consistent with these earlier results.

Furthermore, two of these studies (Diag et al., 2018; Tzur et al., 2018) dissected the *C. elegans* gonad into multiple segments and profiled the transcriptome of each segment using a variety of techniques including RNA-seq. As both studies cut the gonad in more segments than we did, we thus aggregated data from the segments of (Diag et al., 2018) and (Tzur et al., 2018) according to the alignments of the segments (Materials and Methods; Supplementary Table S2), so that data from largely the same segments as ours were compared. Our detected genes in each segment/oocyte recall most of detected genes in the corresponding aggregated segments by (Tzur et al., 2018) and (Diag et al., 2018) (Figure 1C). Moreover, the expression levels of genes in our segments are largely correlated with those in the corresponding aggregated segments in the two prior studies (Supplementary Figuers S2A, B). These results suggest that we have largely correctly align the segments in both studies to ours. However, notably, our detected genes have higher recall rates (Figure 1C) for and higher correlation coefficients (Supplementary Figuers S2A, B) with those of (Tzur et al., 2018) than for and with those of (Diag et al., 2018). This might be due to the higher similarity in gonad dissection between our segments and those of (Tzur et al., 2018) than between our segments and those of (Diag et al., 2018). These results further suggest that our detected genes are largely consistent with those detected by previous studies.

### Differential gene expression mostly occurs in early stages of oogenesis and -1 proximal oocytes

Dissection of the *C. elegans* hermaphrodite gonad is a delicate procedure that is prone to contamination from neighboring tissues, particularly, intestine cells and released sperm. To mitigate the effects of such contaminations, we filtered sperm-, intestine- and stress-related genes in the samples and discarded heavily contaminated samples following a procedure (Materials and Methods; Supplementary Figuers S1; Supplementary Table S1).

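The deposited quality measures give each library's mapping rates and shares of contaminating genes. Applied to all 146 libraries, the paper's numeric limits on mapping (at least 70% of reads mapped uniquely and at least 50% on coding sequence) and on the shares of mitochondrial, rRNA, sperm and intestine genes (at most 5% each) were failed by 31 libraries, of which 23 belong to the 8 stages. A further 8 stage libraries passed these limits and are marked as not used: S2 segment of worm 2 (2857305 reads counted), S4 segment of worm 3 (2369604 reads counted), S3 segment of worm 12 (2836033 reads counted), S4 segment of worm 12 (3356626 reads counted), -1 oocyte of worm 18 (3565050 reads counted), -2 oocyte of worm 23 (1995485 reads counted), S1 segment of worm 34 (1750965 reads counted) and S2 segment of worm 28 (2784437 reads counted). The paper states that samples that deviated from their group in the UMAP display were also discarded. The 23 failing stage libraries and the 8 others enter the values over all mapped samples, and the failing libraries outside the 8 stages do not. As in the paper, genes that track the major sperm protein genes were left out before testing. With a correlation above 0.99 to any of 31 msp genes, 700 genes were removed, together with 34 genes of the mitochondrial genome and 22 rRNA genes. The paper's lists of intestine and stress genes were not used here.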

We inspected the relationships among our samples via UMAP visualizations. 

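Principal components stood in for UMAP, whose coordinates depend on a random start. They were taken from the log2 normalized counts of the 2000 most variable genes in the 104 used samples. The first component held 62.4% of the variance, and stage accounted for a share of 0.89 of its values (two-sided permutation p = 0.0001, the smallest the 10000 permutations can give). Batch accounted for a share of 0.0168 of the first component (permutation of batch within stages, p = 0.0955). That share takes no account of stage, over which batch B is spread unevenly. The second component held 5.23% of the variance, with a batch share of 0.57 (p = 0.0001) beside a stage share of 0.26. Across all mapped samples the batch share was highest on the third component, at 0.795 (p = 0.0001), and stage took 0.66 of the first. All mapped samples also moved the batch share of the second component most, to 0.000936 (p = 0.728), while all 7319 genes with a mean normalized count of at least 10 gave 0.885.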

As shown in (Figure 2A), the samples form into two distinct clusters, indicating strong batch effects in our datasets possibly due to the two different scRNA-seq library preparation protocols used at different stages of the project (Materials and Methods). 

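Positions along the first component were compared with the order of the stages from S1 to P0 within each batch. In batch A, Pearson's r was 0.83 and Spearman's rho 0.87 over 82 samples (two-sided permutation p = 1e-05 and 1e-05, the smallest the permutations can give). In batch B, r was 0.85 and rho 0.75 over 22 samples (permutation p = 2e-05 and 9e-05). Without the 2 samples farthest from the median of the stage order, r was 0.823 and rho 0.868 in batch A, and r 0.808 and rho 0.675 in batch B. Adjusted over the 8 relations of 4 components and both batches, p was 8e-05 in batch A and 0.00036 in batch B for rho. With all mapped samples, rho was 0.65 in batch A (n = 110) and 0.76 in batch B (n = 25). The 110 include the zygote of worm unknown1, to which the quality measures give no batch. The batch A means of the first component ran from -139 in S1 (n = 15) over -116 in S2 (n = 15) and 53.3 in S3 (n = 15) to 111 in -1 oocytes (n = 10), and the P0 mean was 67.6 (n = 4). Batch B lay lower than batch A on this component in each stage, with means of -142 in S1 (n = 4), -124 in S2 (n = 2), -40.7 in S3 (n = 2), -16.4 in S4 (n = 2), 50.0 in -3 oocytes (n = 2), 9.90 in -2 oocytes (n = 3), 42.0 in -1 oocytes (n = 5) and 17.3 in P0 (n = 2), where batch A had 93.6 in S4 (n = 9), 90.7 in -3 oocytes (n = 4) and 99.8 in -2 oocytes (n = 10) besides the means above.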

Nonetheless, a trajectory from S1 samples to -1 oocytes and zygote samples is formed in both batches, which is in line with the developmental path of the germline. Thus, we account for batch effects in subsequent analysis when possible. 

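A gene was counted as detected in a sample at a TPM of at least 1. The mean number of detected genes was 5626 ± 629 in S1 (SD, n = 19), 5865 ± 491 in S2 (n = 17), 7667 ± 909 in S3 (n = 17), 7605 ± 1311 in S4 (n = 11), 7219.5 ± 823 in -3 oocytes (n = 6), 7487 ± 997 in -2 oocytes (n = 13), 7718 ± 1049 in -1 oocytes (n = 15) and 6992 ± 879 in P0 (n = 6). Differences between neighboring stages were tested by permuting stage within batch, two-sided, exactly where a stage had fewer than 10 samples, with adjustment over the 7 comparisons. These permutations do not take the worm into account, and no paired test of detected genes was run. From S2 to S3 the mean rose by 1803 genes (p = 1e-05, the smallest 100000 permutations can give, adjusted p = 7e-05). From -1 oocytes to P0 it fell by 726 (exact permutation p = 0.0161, adjusted p = 0.0563). The other changes were 239 in S1 vs. S2 (p = 0.167), -62.0 in S3 vs. S4 (p = 0.832), -386 in S4 vs. -3 (p = 0.457), 268 in -3 vs. -2 (p = 0.365) and 230.3 in -2 vs. -1 (p = 0.449) by the same permutation tests, none of them past the threshold after adjustment. With all mapped samples the changes were, in the order of the stages, 25.8, 1874, -387, 1.1e+02, -0.7, -236 and -1706, and in batch A alone 138.7, 1952, 175, -374, 239, 355 and -894. Across all mapped samples only the S2 vs. S3 change passed the threshold (p = 1e-05), and -1 vs. P0 had p = 0.0798. In batch A, -1 vs. P0 had an exact permutation p of 0.021 (adjusted p = 0.0536) and -2 vs. -1 a permutation p of 0.043 (adjusted p = 0.0752). Batch B alone moved a change most, that of S4 vs. -3 to 850, with 2 and 2 libraries (exact permutation p = 0.667, the smallest possible being 0.333). Counting at least 1 read in place of TPM gave 689 for -2 vs. -1 (p = 0.0299, adjusted p = 0.0698) and -1075 for -1 vs. P0 (p = 0.0125, adjusted p = 0.0438), both by permutation. After all libraries were drawn down to the same number of reads, these were 493.4 (p = 0.134) and -1015 (exact permutation p = 0.00533, adjusted p = 0.0186). From this course of the counts, the paper proposes that regulation of transcription occurs mostly in the early stages, quiets toward the -3 and -2 oocytes and resumes in the -1 oocyte.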

Inspection of the number of genes expressed in each segment/cell type shows a clear pattern, i.e., the number of expressed genes increased from S1 to S3, before dropping slightly in S4 and exhibiting only minor changes before another increase in the -1 oocyte and finally a large decrease in the fertilized oocyte (Figure 2B). Therefore, it appears that gene transcriptional regulation mostly occurs in early stages of oogenesis, particularly between the S2 (pachytene) and S3 (diplotene) transition and becomes progressively quieter as the oocyte goes through the S4 stage and -3/-2 oocytes (Figure 2B). Gene transcription appears to reactivate in the -1 oocyte as a potential preparation for fertilization (Figure 2B). To further reveal gene expression transitions along the developmental axis of the gonad, we analyzed DEGs between each pair of neighboring stages with the earlier stage as the baseline reference in each comparison (Figure 2C; Supplementary Table S3). 

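Genes were tested between neighboring stages with edgeR's quasi-likelihood test, robust dispersions, TMM normalization, and batch and detection rate as covariates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. The tests are two-sided, and the log2 fold change takes the earlier stage as reference. Among called genes with an average log2 CPM of at least 5, the largest increase in S1 vs. S2 was that of cpg-3 (WBGene00011063, chromosome I, 7244937 to 7246295), at 4.83 (SE 0.48, adjusted p = 1.08e-08), and the largest decrease that of T05E11.9 (WBGene00014505, chromosome IV, 11106418 to 11107579), at -8.87 (SE 0.98, adjusted p = 1.11e-07). For S2 vs. S3 these were ttr-50 (WBGene00010234, chromosome IV, 11640047 to 11641015), at 7.98 (SE 0.64, adjusted p = 3.37e-11), and WBGene00004179 (chromosome IV, 6526962 to 6529802), at -2.90 (SE 0.84, adjusted p = 0.0114). S3 vs. S4 had its extremes at tag-276 (WBGene00013254, chromosome II, 12248125 to 12249142), at 3.50 (SE 0.56, adjusted p = 0.000652), and WBGene00018862 (chromosome I, 5368478 to 5372643), at -3.93 (SE 0.70, adjusted p = 0.00259). In S4 vs. -3 the largest increase was in C44B7.5 (WBGene00016627, chromosome II, 6871402 to 6872593), at 5.60 (SE 1.08, adjusted p = 0.00957), and the largest decrease in rpl-22 (WBGene00004434, chromosome II, 5055616 to 5056214), at -2.83 (SE 0.53, adjusted p = 0.009). No gene was called in -3 vs. -2, and in -2 vs. -1 the largest increase was in ZK813.7 (WBGene00045394, chromosome X, 3444814 to 3445197), at 8.43 (SE 1.64, adjusted p = 0.0379). The -1 vs. P0 comparison had fah-1 (WBGene00019620, chromosome X, 6446746 to 6448916), at 1.56 (SE 0.44, adjusted p = 0.0324), and F55B11.3 (WBGene00010085, chromosome IV, 14424696 to 14425569), at -12.80 (SE 3.63, adjusted p = 0.0444). The log2 fold changes were 1.61, -4.44, 3.38, -2.43, 3.90, -2.96, 5.19, -2.94, 5.40, 1.83 and -12.57 over all mapped samples, 5.06, 8.38, -3.06, 3.203, -4.07, 4.98, -2.36, 7.51, 0.78 and -10.98 in batch A alone and 5.25, -8.61, 7.71, -2.68, 3.33, -3.10, 5.01, -3.57 and 8.97 in the paired fit, each list in the same order. T05E11.9 had too few counts to be tested in batch A alone and is not in that list. cpg-3 (adjusted p = 0.171) and ZK813.7 (adjusted p = 0.198) did not pass both thresholds over all mapped samples. C44B7.5 (adjusted p = 0.0694), fah-1 (adjusted p = 0.314) and F55B11.3 (adjusted p = 0.139) did not pass both thresholds in batch A alone. In the paired fit, 7 of the 9 tested did not pass both thresholds, with adjusted p from 0.0699 to 0.499.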

Transition from S2 to S3 invokes the largest number of upregulated DEGs, and transition from -3 to -2 has the smallest number of DEGs, while fertilization triggers the largest number of downregulated DEGs in the zygotes (Figure 2C).

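The genes called, with their direction in the later stage, were 768 called, 364 of them higher, of 5253 tested in S1 vs. S2, 976 higher and 287 lower of 6218 tested in S2 vs. S3, 273 higher and 284 lower of 7071 tested in S3 vs. S4, 8 higher and 100 lower of 7135 tested in S4 vs. -3, 0 higher and 0 lower of 7206 tested in -3 vs. -2, 12 higher and 0 lower of 6958 tested in -2 vs. -1 and 440 called, 11 of them higher, of 7555 tested in -1 vs. P0. In -3 vs. -2, where none was called, 2.54% of the tested genes had an unadjusted p under 0.05. Taking all mapped samples the counts were 367 called, 36.0% of them higher, in S1 vs. S2, 430 higher and 186 lower in S2 vs. S3, 121 higher and 174 lower in S3 vs. S4, 4 higher and 95 lower in S4 vs. -3, 0 higher and 0 lower in -3 vs. -2, 3 higher and 0 lower in -2 vs. -1 and 193 higher and 327 lower in -1 vs. P0, with 1.91% of the tested genes under that p in -3 vs. -2. In batch A alone they were 886 called, 444 of them higher, in S1 vs. S2, 975 higher and 329 lower in S2 vs. S3, 363 higher and 364 lower in S3 vs. S4, 55 higher and 149 lower in S4 vs. -3, 0 higher and 0 lower in -3 vs. -2, 12 higher and 0 lower in -2 vs. -1 and 23 higher and 468 lower in -1 vs. P0, with 197 genes under that p in -3 vs. -2. Several stages often came from 1 worm. Within a batch, the residuals of 2 stages correlated with a mean of 0.20 in S1 vs. S2, 0.17 in S2 vs. S3, 0.21 in S3 vs. S4, 0.21 in S4 vs. -3, 0.36 in -3 vs. -2 and 0.20 in -2 vs. -1 when taken from 1 worm, against -0.024 to 0.000311 between different worms. A fit with worm as a block, called the paired fit from here on, used only worms with both stages: 11 in S1 vs. S2, 9 in S2 vs. S3, 4 in S3 vs. S4, 3 in S4 vs. -3, 3 in -3 vs. -2 and 8 in -2 vs. -1. It called 555 higher and 595 lower in S1 vs. S2, 24 higher and 10 lower in S2 vs. S3, 0 higher and 0 lower in S3 vs. S4, 0 higher and 0 lower in S4 vs. -3, 30 higher and 2 lower in -3 vs. -2 and 3 higher and 0 lower in -2 vs. -1. In the comparisons where the paired fit called none, 328 genes in S3 vs. S4 and 669 in S4 vs. -3 had an unadjusted p under 0.05. That fit kept the detection rate covariate, so with 3 or 4 worms few residual degrees of freedom were left. Neither its calls nor their absence decide much in S3 vs. S4, S4 vs. -3 or -3 vs. -2. No worm gave a used -1 oocyte and a used zygote, so the last comparison had no paired fit. Among the alternatives, testing without the low-count filter moved the counts of 4 comparisons most, to 1895 genes in S1 vs. S2, 3236 in S2 vs. S3, 1333 in S3 vs. S4 and 203 in -2 vs. -1. DESeq2 moved S4 vs. -3 most, to 285, the paired fit -3 vs. -2, and all 8 stages in one fit -1 vs. P0, to 1009. The scaling moved the balance in S3 vs. S4, from 273 higher and 284 lower to 477 called, 292 of them higher, with median-of-ratios factors. DESeq2, which differs in more than the scaling, gave 580 higher and 368 lower.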

**FIGURE 2:**
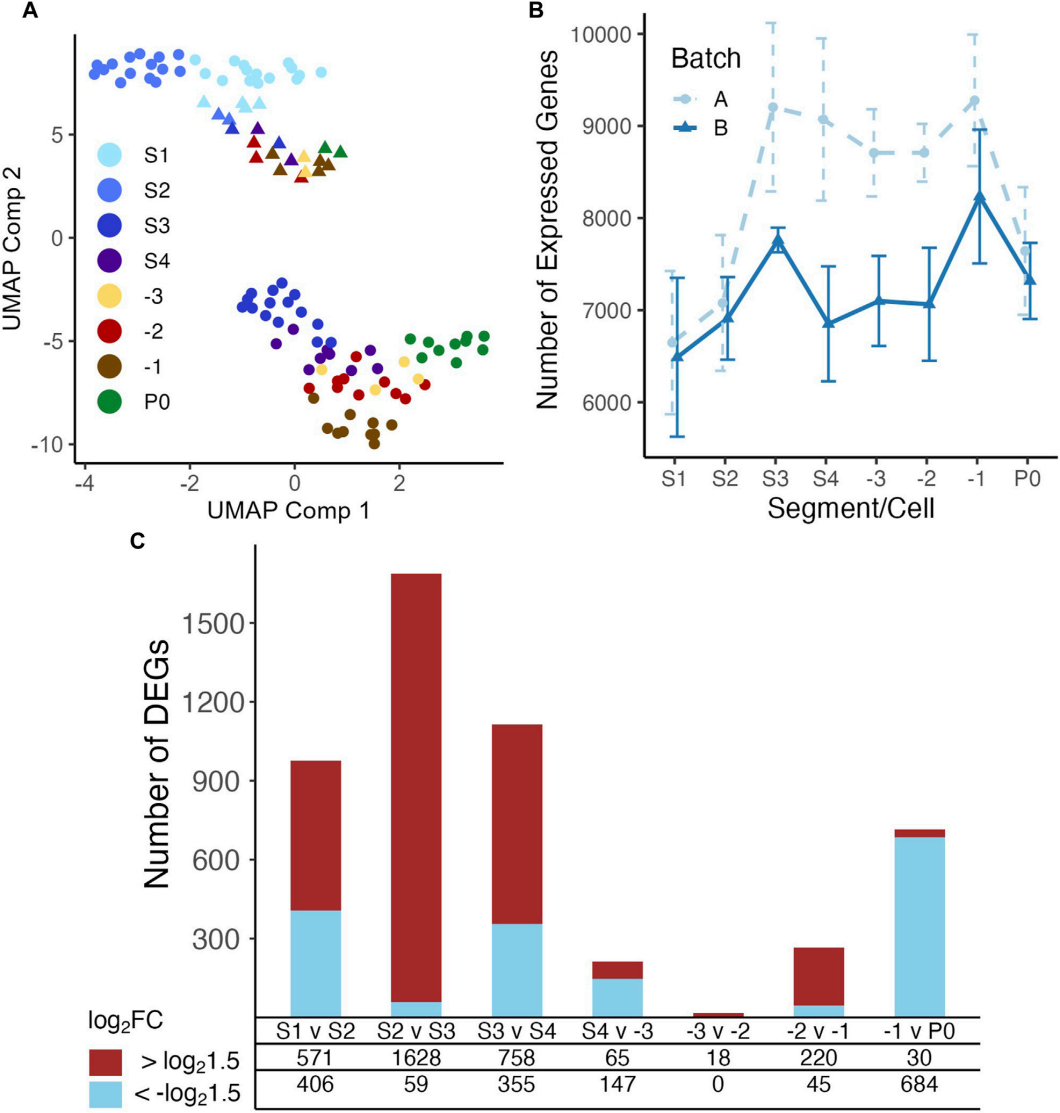
UMAP display of samples and differential expression analysis of genes between neighboring stages. **(A)** Both batches of samples are clustered according to their positions along the gonad developmental axis by UMAP based on their measured transcriptomes. Libraries of batch A were mainly prepared using a modified Tang protocol (Tang et al., 2010a; Tang et al., 2010b; Su et al., 2023), and libraries of batch B were mainly prepared using the Smart-seq2 protocol (Picelli et al., 2013). **(B)** Boxplot of numbers of genes detected in the samples in each developmental stage of the gonad and zygotes. **(C)** Number of upregulated and downregulated genes detected between each pair of neighboring stages, see Supplementary Table S3 for details.

### DEGs form distinct clusters that are significantly enriched for various functions related to oogenesis

To reveal functional modules underlying the maturation process and fertilization of oocytes, we clustered the union of DEGs identified in all neighboring stages comparisons, based on their expression levels in all analyzed samples. As shown in Figure 3, the DEGs form 20 distinct clusters that are significantly enriched for various functional modules. For instance, clusters 2, 4 and 6 are significantly enriched for ribosomal and translation related processes. All these three clusters of genes exhibited a downregulating trend of expression, albeit with their largest decrease at different stages. 

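Normalized counts of ssb-1 (WBGene00016653, chromosome I, 4634103 to 4635615) of cluster 6 were 1868 ± 786 (SD, n = 19) in S1 and 604 ± 259 (n = 17) in S2, a log2 fold change of -1.53 (SE 0.18, adjusted p = 1.64e-07). Counts of fib-1 (WBGene00001423, chromosome V, 15000651 to 15002223) were 10960.4 ± 7843 (SD, n = 19) in S1, 3930.2 ± 3779 (n = 17) in S2 and 1795 ± 1744 (n = 17) in S3, with log2 fold changes of -1.49 (SE 0.20, adjusted p = 2.42e-06) and -1.32 (SE 0.28, adjusted p = 0.000539). The S1 vs. S2 log2 fold change was -0.84 (SE 0.25, adjusted p = 0.0138) for hsp-6 (WBGene00002010, chromosome V, 4824124 to 4826760), -0.85 (SE 0.16, adjusted p = 0.000199) for mthf-1 (WBGene00015512, chromosome II, 7773904 to 7777823) and -1.37 (SE 0.25, adjusted p = 0.000135) for puf-12 (WBGene00014165, chromosome II, 10100310 to 10103061), and that of puf-12 in S2 vs. S3 was -1.16 (SE 0.34, adjusted p = 0.0113). In the other fits the log2 fold changes were -1.42, -1.38, -1.00, -0.82, -0.47, -1.23 and -0.78 over all mapped samples, -1.60, -1.64, -1.42, -0.79, -0.77, -1.42 and -1.15 in batch A alone and -1.64, -1.65, -2.00, -0.94, -0.77, -1.57 and -0.86 in the paired fit, each list in the same order. mthf-1 (adjusted p = 0.309) and puf-12 in S2 vs. S3 (adjusted p = 0.0606) did not pass both thresholds over all mapped samples. puf-12 in S2 vs. S3 (adjusted p = 0.19) did not pass both thresholds in the paired fit. Cluster 2 was called later. Counts of ubl-1 (WBGene00006725, chromosome III, 3068310 to 3069210) were 4371 ± 7667 (n = 17) in S3, 7718 ± 18497 (n = 11) in S4 and 1879 ± 2734 (n = 6) in -3 oocytes, with log2 fold changes of -1.43 (SE 0.32, adjusted p = 0.00804) in S3 vs. S4 and -2.50 (SE 0.43, adjusted p = 0.009) in S4 vs. -3. Refitted, they were -1.43 and -2.69 over all mapped samples, -1.70 and -2.14 in batch A alone and -1.45 and -2.72 in the paired fit, each list in the same order. ubl-1 in S3 vs. S4 (adjusted p = 0.285) and ubl-1 in S4 vs. -3 (adjusted p = 0.502) did not pass both thresholds in the paired fit. The S4 mean of ubl-1 lay above its S3 mean although the log2 fold change was negative. Its SD in S4 was larger than the mean, and the means, unlike the fits, are not adjusted for batch or detection rate.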

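Normalized counts of puf-3 (WBGene00004239, chromosome IV, 13510307 to 13512162) were 492.8 ± 416 (SD, n = 19) in S1, 1969.9 ± 906 (n = 17) in S2 and 3819 ± 842 (n = 17) in S3. Those of tdc-1 (WBGene00006562, chromosome II, 8270597 to 8273615) were 246 ± 179 (n = 19) in S1, 747 ± 430.3 (n = 17) in S2 and 1868 ± 457 (n = 17) in S3, and those of btbd-10 (WBGene00019888, chromosome II, 4905008 to 4911835) were 278 ± 128.9 (n = 19) in S1, 594 ± 100.2 (n = 17) in S2 and 616 ± 179 (n = 17) in S3. The S1 vs. S2 log2 fold changes of these genes of cluster 15 were 1.82 (SE 0.34, adjusted p = 0.000179), 1.604 (SE 0.38, adjusted p = 0.00236) and 1.01 (SE 0.24, adjusted p = 0.00222), and none of them was called in S2 vs. S3. Log2 fold changes of 1.48, 1.36 and 0.79 over all mapped samples, 1.82, 1.52 and 1.02 in batch A alone and of 2.32, 2.11 and 1.11 in the paired fit were obtained, each list in the same order. tdc-1 (adjusted p = 0.0569) and btbd-10 (adjusted p = 0.0542) did not pass both thresholds over all mapped samples.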

Cluster 14 and 15 are enriched for genes involved in programmed cell death, with expression levels elevated in the S3 stage corresponding to the diplotene loop. However, genes in cluster 14 were quickly downregulated after the S4 stage, while genes in cluster 15 retained similar transcription levels through the subsequent stages. 

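In S4 the 3 genes of cluster 15 had 3684 ± 1214 (n = 11) normalized counts for puf-3, 1962 ± 862 (n = 11) for tdc-1 and 622 ± 132.6 (n = 11) for btbd-10. In the -2 and -1 oocytes puf-3 had 2980.4 ± 981 (n = 13) and 2357 ± 1223 (n = 15), tdc-1 1356 ± 551.4 and 1151 ± 756, and btbd-10 649 ± 213 and 454.3 ± 128, each over the same samples. Over all mapped samples, whose size factors are on another scale, the -1 means were 1030.5 ± 567 (n = 19) for puf-3, 489 ± 332 for tdc-1 and 190.0 ± 101 for btbd-10. In batch A they were 2756 ± 1124 (n = 10), 1429 ± 686 and 477 ± 115. None of the 3 was called in any comparison after S2.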

Cluster 18 -20 are all enriched for processes related to oogenesis, e.g., eggshell formation and female gamete generation. 

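The genes named from cluster 18 were cpg-3, sqv-4 (WBGene00005022, chromosome V, 10659635 to 10661467) and C01G8.1 (WBGene00015312, chromosome I, 5272846 to 5274270). Those from cluster 19 were gst-7 (WBGene00001755, chromosome II, 4882062 to 4883358), rmd-1 (WBGene00011501, chromosome III, 9759094 to 9760389), T05F1.2 (WBGene00011489, chromosome I, 9622613 to 9624724), clec-88 (WBGene00019606, chromosome II, 6365722 to 6367002) and mrp-4 (WBGene00003410, chromosome X, 9884274 to 9889712). Those from cluster 20 were puf-5 (WBGene00004241, chromosome II, 8575541 to 8577787), pos-1 (WBGene00004078, chromosome V, 8414086 to 8415254), gln-6 (WBGene00001607, chromosome IV, 9739261 to 9740901) and gyg-2 (WBGene00012020, chromosome V, 16745109 to 16746258). Normalized counts of cpg-3 were 186.7 ± 131 (SD, n = 19) in S1, 5034 ± 3808 (n = 17) in S2, 17711 ± 7664 (n = 17) in S3 and 12737 ± 6227 (n = 15) in -1 oocytes, those of rmd-1 were 129.8 ± 182 (n = 19) in S1, 3317 ± 2478 (n = 17) in S2, 13731 ± 5794 (n = 17) in S3 and 11246 ± 5896 (n = 15) in -1 oocytes, and those of puf-5 were 473.1 ± 481 (n = 19) in S1, 3752 ± 1870.4 (n = 17) in S2, 13516 ± 9651 (n = 17) in S3 and 14108 ± 14748 (n = 15) in -1 oocytes. In S1 vs. S2 the log2 fold changes of sqv-4, C01G8.1, gst-7, rmd-1, T05F1.2, clec-88, puf-5, pos-1, gln-6 and gyg-2 were 2.44, 1.96, 4.88, 4.58, 2.11, 2.13, 3.13, 2.06, 1.79 and 2.48, with adjusted p from 7.29e-10 to 0.000903, and mrp-4 had too few counts to be tested. With other samples the log2 fold changes came to 1.71, 1.71, 0.75, 2.31, 1.66, 1.74, 1.95, 1.39, 1.47 and 1.59 over all mapped samples, 2.48, 1.97, 5.32, 4.78, 2.20, 2.39, 3.22, 2.12, 1.95 and 2.51 in batch A alone and 2.77, 2.33, 5.39, 2.26, 2.11, 3.58, 2.52, 2.03 and 2.86 in the paired fit, each list in the same order. gst-7 had too few counts to be tested in the paired fit and is not in that list. gst-7 (adjusted p = 0.741) and gyg-2 (adjusted p = 0.0532) did not pass both thresholds over all mapped samples.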

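Between S2 and S3 the log2 fold changes were 1.47 for cpg-3, 1.42 for sqv-4, 1.09 for C01G8.1, 3.78 for gst-7, 1.96 for rmd-1, 1.72 for T05F1.2, 1.59 for clec-88, 2.33 for mrp-4, 1.55 for puf-5, 1.12 for pos-1, 1.34 for gln-6 and 0.97 for gyg-2, with adjusted p from 8.19e-05 to 0.0319. These log2 fold changes became 1.42, 1.26, 1.01, 2.71, 1.73, 1.16, 1.75, 2.11, 1.33, 0.82, 1.36 and 0.89 over all mapped samples, 1.19, 1.32, 0.81, 3.56, 1.70, 1.37, 1.70, 2.14, 1.23, 1.06, 1.03 and 0.87 in batch A alone and 2.57, 1.88, 0.90, 5.15, 2.62, 2.51, 1.76, 2.51, 1.82, 0.33, 1.12 and 0.74 in the paired fit, each list in the same order. C01G8.1 (adjusted p = 0.0527), mrp-4 (adjusted p = 0.0661) and gyg-2 (adjusted p = 0.0549) did not pass both thresholds over all mapped samples. cpg-3 (adjusted p = 0.0785) and mrp-4 (adjusted p = 0.0622) did not pass both thresholds in batch A alone. In the paired fit, 10 of the 12 did not pass both thresholds, with adjusted p from 0.0844 to 0.778. None of the 12 genes was called between S4 and the -1 oocytes.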

Genes in these three clusters exhibited increasing trends of expression from S1 to -1 the most proximal oocyte (-1), with the largest increases happening in the early stages (S1-S3). However, genes in cluster 18 experienced reduced expression after fertilization in the zygotes (P0 cells), while genes in cluster 19 and 20 remained at similar expression levels. Furthermore, genes in cluster 18 are enriched for eggshell formation, suggesting that transcripts-related to eggshell formation begin degradation post-fertilization after their protein products are no longer needed. 

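From -1 oocytes to P0 the log2 fold change of cpg-3 was -2.35 (SE 0.95, adjusted p = 0.204) and that of sqv-4 -2.75 (SE 1.14, adjusted p = 0.233). In P0, normalized counts were 4839 ± 7335 (SD, n = 6) for cpg-3 and 461.95 ± 769.8 (n = 6) for sqv-4, against 1369 ± 951 (n = 15) for sqv-4 in -1 oocytes. The log2 fold changes were -1.01 and 1.90 over all mapped samples and -3.23 and -2.59 in batch A alone, each list in the same order. The P0 counts of cpg-3 had a median of 1426 and were lowest at 157.02 and highest, in the zygote of worm unknown5, at 19022. The zygotes of an earlier study that the paper added to its comparison were not used here. The paper proposes that transcripts of eggshell formation begin to be degraded after fertilization, once their proteins are no longer needed.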

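Normalized counts of sygl-1 (WBGene00012104, chromosome I, 12483809 to 12486235) of cluster 16 were 226 ± 156.8 (SD, n = 17) in S2, 1232 ± 734 (n = 17) in S3 and 874 ± 457.6 (n = 15) in -1 oocytes, and npp-12 (WBGene00003798, chromosome I, 6447304 to 6453954) had 778 ± 310.2 (n = 17) in S2, 1062 ± 428.9 (n = 17) in S3 and 1104 ± 841 (n = 15) in -1 oocytes. Of cluster 17, meg-3 (WBGene00001569, chromosome X, 1986469 to 1989607) had 18.8 ± 60.3 (n = 17) in S2, 631 ± 275 (n = 17) in S3 and 1184 ± 301.1 (n = 15) in -1 oocytes, epn-1 (WBGene00001329, chromosome X, 14815798 to 14818514) 10.1 ± 16.7 (n = 17) in S2, 422 ± 213 (n = 17) in S3 and 726 ± 299 (n = 15) in -1 oocytes, meg-1 (WBGene00010492, chromosome X, 13927036 to 13929634) 25.2 ± 56.1 (n = 17) in S2, 1093 ± 531 (n = 17) in S3 and 2242 ± 886 (n = 15) in -1 oocytes and F14H3.6 (WBGene00008825, chromosome V, 16057322 to 16058893) 134 ± 202 (n = 17) in S2, 1743 ± 867 (n = 17) in S3 and 5330.4 ± 5537 (n = 15) in -1 oocytes. The S2 vs. S3 log2 fold changes were 1.58 (SE 0.40, adjusted p = 0.00321) for sygl-1, 4.86 (SE 0.95, adjusted p = 0.000249) for meg-3, 5.01 (SE 0.58, adjusted p = 8.45e-08) for epn-1, 4.96 (SE 0.76, adjusted p = 1.04e-05) for meg-1 and 3.21 (SE 0.72, adjusted p = 0.00114) for F14H3.6. npp-12 was not called in this comparison. In the other fits the log2 fold changes were 1.76, 2.47, 2.56, 2.98 and 2.20 over all mapped samples, 1.68, 4.42, 4.91, 4.88 and 2.96 in batch A alone and 1.89, 7.26, 4.13, 4.68 and 2.23 in the paired fit, each list in the same order. meg-3 (adjusted p = 0.152) did not pass both thresholds over all mapped samples. In the paired fit, none of the 5 passed both thresholds, with adjusted p from 0.109 to 0.517. None of these genes was called in -1 vs. P0.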

Most DEGs belonging to the larger clusters 16 and 17 exhibited similar increases in expression from S2 to S3 and maintained steady levels of expression throughout the later stages even post fertilization. These genes are involved in phosphorylation, synaptic transmission and signaling, positive regulation of transcription, neuronal differentiation, cell fate specification and cell migration. Interestingly, cluster 17 is strongly enriched for genes involved in neuronal development, suggesting common functional modules might be used in the differentiation processes of both neurons and oocytes. Cluster 9 is enriched for genes involved in muscle structures and myofibril assembly. As mentioned above, proximal gonadal sheath cells serve the role of pushing oocytes into the spermathecae and require many components like those of muscle cells. Thus, it is highly likely that genes of this cluster originate from proximal sheath cells wrapped around the proximal oocytes. It is also worth noting that gene expression pattern of cluster 9 differ from those of clusters 16 and 17 in that expression of genes in cluster 9 almost completely disappears in fertilized zygotes, likely due to the absence of sheath cells surrounding the isolated zygotes. 

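Normalized counts of fasn-1 (WBGene00009342, chromosome I, 8975366 to 8986540) of cluster 9 were 1.24 ± 2.52 (SD, n = 19) in S1, 214 ± 170.4 (n = 17) in S3, 895 ± 1074 (n = 15) in -1 oocytes and 1.59 ± 3.55 (n = 6) in P0. Those of tbh-1 (WBGene00006541, chromosome X, 15500256 to 15504895) were 11.8 ± 16.0 (n = 19) in S1, 650.0 ± 403.4 (n = 17) in S3, 4294 ± 3334 (n = 15) in -1 oocytes and 26.6 ± 65.2 (n = 6) in P0. Those of C44B7.5, of the same cluster, were 16.6 ± 39.4 (n = 19) in S1, 125 ± 314 (n = 17) in S3, 58373 ± 77237 (n = 15) in -1 oocytes and 125 ± 284 (n = 6) in P0, and 30481 ± 61670.0 (n = 6) in -3 oocytes, where the oocyte of worm H alone had 155614 and the median was 4625. The -1 vs. P0 log2 fold changes were -8.81 (SE 1.196, adjusted p = 0.000161) for fasn-1, -7.75 (SE 1.38, adjusted p = 0.00193) for tbh-1 and -9.11 (SE 1.59, adjusted p = 0.0016) for C44B7.5. Refitted, they were -8.77, -7.73 and -9.94 over all mapped samples and -8.68, -7.20 and -8.61 in batch A alone, each list in the same order. In P0 the zygote of worm 2 had the highest count of each of these genes. From the loss of these transcripts in zygotes, together with the muscle-like functions of the cluster, the paper proposes that they come from sheath cells around the proximal oocytes, which isolated zygotes lack. It also draws on in situ hybridization images in which genes of this cluster stain around proximal oocytes.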

Cluster 1 exhibits no obvious pattern of change in expression and the expression levels are generally low. These genes are enriched for defense response related processes and might be required at low levels along the gonad temporospatial axis. Both clusters 5 and 11 are enriched for extracellular matrix organization. It has been shown that many genes (*mig-6*, *mig-39*, *lag-2*, *let-2*, *epi-1*, etc.) in the two clusters (Supplementary Table S4) were preferentially expressed in the distal mitotic regions of the gonad and played roles in extracellular matrix organization and distal tip cell migration (Henderson et al., 1994; Huang et al., 2003; Kawano et al., 2009; Kikuchi et al., 2015). 

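Normalized counts in S1 and S2 were 354 ± 588 (SD, n = 19) and 28.6 ± 44.3 (n = 17) for let-2 (WBGene00002280, chromosome X, 16380597 to 16389340), 42.9 ± 60.1 (n = 19) and 0 (n = 17) for lag-2 (WBGene00002246, chromosome V, 3188343 to 3190115), 65.4 ± 132.6 (n = 19) and 2.53 ± 5.21 (n = 17) for epi-1 (WBGene00001328, chromosome IV, 10666823 to 10679291), and 26.3 ± 47.5 (n = 19) and 2.09 ± 3.36 (n = 17) for mig-39 (WBGene00018369, chromosome III, 8467035 to 8478400). The median S1 counts of the 4 genes, 123, 13.9, 15.2 and 9.18, show how far single samples carried these means. The S1 vs. S2 log2 fold change was -3.94 (SE 0.79, adjusted p = 0.000463) for let-2, while lag-2, epi-1 and mig-39 had too few counts to be tested. cab-1 (WBGene00000277, chromosome X, 12199655 to 12212901), also of cluster 5, had 230.3 ± 316 (n = 19) in S1 and 1.65 ± 3.82 (n = 17) in S2, a log2 fold change of -6.91 (SE 0.93, adjusted p = 2.62e-06). Log2 fold changes of -3.46 and -6.46 over all mapped samples, -3.89 and -6.58 in batch A alone and of -3.59 and -7.79 in the paired fit were obtained, each list in the same order. With all mapped samples the S1 and S2 means were 19.6 ± 31.5 (n = 24) and 0.0482 ± 0.236 (n = 24) for lag-2, 29.3 ± 64.0 (n = 24) and 1.34 ± 2.84 (n = 24) for epi-1, and 11.7 ± 23.2 (n = 24) and 1.01 ± 1.84 (n = 24) for mig-39. In batch A they were 48.2 ± 64.0 (n = 15) and 0 (n = 15) for lag-2, 73.1 ± 147.96 (n = 15) and 2.16 ± 5.08 (n = 15) for epi-1, and 32.7 ± 51.9 (n = 15) and 2.22 ± 3.56 (n = 15) for mig-39.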

Consistently, expression levels of these genes were elevated in S1.

**FIGURE 3:**
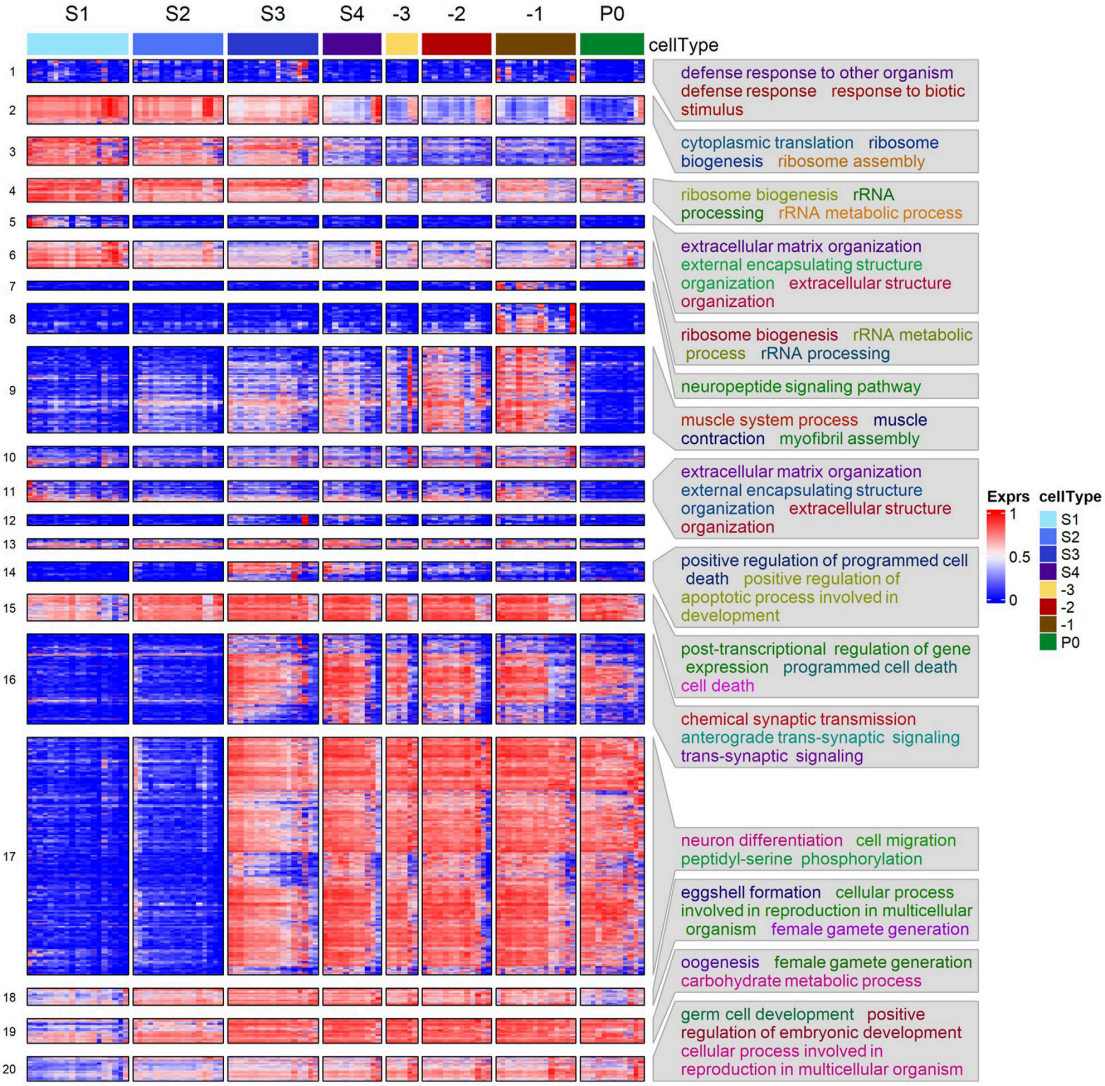
Heatmap of hierarchical clustering of DEGs using their transcription levels across the seven stages of oogenesis and zygotes. Enriched GO BP terms in some clusters are shown. See Supplementary Table S4 for details.

We also performed GSEA using shrunken log2FC values of all genes evaluated between each pair of neighboring stages and the results are summarized in Supplementary Table S4. 

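Gene sets were built from gene names in place of GO terms, and tested in -1 vs. P0 with camera of limma, two-sided, with adjustment over the 3 sets. The 64 mitochondrial ribosomal protein genes (mrpl and mrps names) had a median log2 fold change of 0.36, positive for 44 genes (p = 0.356, adjusted p = 0.522 in camera of limma). The 22 genes of ATP production had a median of 0.55, positive for 17 (p = 0.183, adjusted p = 0.522). The median of all tested genes was -0.007, and no gene of either set was called on its own. With fry, which tests each set alone, p was 0.306 and 0.107. Across all mapped samples the set medians were 0.65 and 1.18 beside a median of 0.44 for all genes (p = 0.557 and 0.158), the largest shift among the alternatives. In batch A they were 0.088 and 0.11 (p = 0.676 and 0.259). Sets for the cell cycle, mitosis, transcription and splicing were not analysed here.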

Although most of the GSEA results are in accordance with those observed in the gene clustering enrichments (Figure 3), surprisingly, GSEA finds upregulated genes enriched for cell cycle activity, mitosis, transcription, mRNA splicing, mitochondrial translation, and ATP production in the -1 oocytes vs. P0 comparison (Supplementary Table S5). This suggests that transcriptional activation of cell division and energy production is present in the zygote.

### Detected gene expression patterns mostly align with ISH images in the NEXTDB database

To validate our detected gene expression patterns along the developmental axis of the gonad, we resorted to ISH images in the NEXTDB database (Shin-i and Kohara, 1999). 

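The union of genes called in at least 1 of the 7 comparisons held 2635 genes over the used samples, 1596 over all mapped samples and 2953 in batch A alone. The paired fits of the 6 comparisons with shared worms gave 1195. Testing without the low-count filter moved the union most, to 5864 genes.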

Of our 3,520 DEGs, 2,223 have ISH images in NEXTDB. However, not all *in situ* images showed clear imaging of the L4 stage worm gonad. Furthermore, genes with low expression, very high expression or relatively low FC along the gonad segments will likely exhibit poor clarity of expression pattern. Thus, to validate our expression results, we attempted to select for genes that would likely exhibit clear expression patterns in NEXTDB for each of the gene clusters, except for cluster 1 and 8. We did not validate genes in cluster 1 due to the enrichment of defense to pathogen, suggesting genes of cluster 1 were likely due to stress in some segments/cells, and may not represent interesting patterns that underlie oogenesis, while validation of genes in cluster 8 is shown separately in subsequent sections.

In total, we selected 121 DEGs that were distributed in 17 of the 20 clusters (Supplementary Table S6), no DEGs in cluster 12 matched our selection criteria. Of these 121 DEGs, 80 genes (67%) distributed in 14 clusters have clear staining of the gonad in NEXTDB. Examples of images of 44 of these genes along with our detected expression pattern are shown in Supplementary Figures S13–S15. Our detected expression patterns of the genes along the gonad are in excellent agreement with the corresponding images. 

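Normalized counts of mig-6 (WBGene00003242, chromosome V, 7827217 to 7842390) were 183.8 ± 346 (SD, n = 19) in S1 and 0.604 ± 1.46 (n = 17) in S2, with an S1 median of 52.5 and a highest S1 sample of 1440.5. The log2 fold change was -8.09 (SE 1.04, adjusted p = 1.28e-06). Taking all mapped samples the means were 91.5 ± 168.9 (n = 24) and 1.52 ± 4.11 (n = 24), and in batch A 208 ± 382 (n = 15) and 0.685 ± 1.54 (n = 15). With those samples the gene had too few counts to be tested, and the paired fit gave -8.06. Y59C2A.1 (WBGene00021984, chromosome II, 2208112 to 2212806), of the same cluster, had 123 ± 171.4 (n = 19) in S1 and 0 (n = 17) in S2, and 57.4 ± 88.3 (n = 24) and 0.167 ± 0.691 (n = 24) over all mapped samples.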

For instance, in the case of the *mig-6* gene of cluster 5, ISH images show that its expression is only evident in distal tip cells, which is reflected in our diagram of gene expression pattern showing its decreased expression from S1 to S2. Other examples such as that of ribosomal protein subunit genes *rps-21*, *rps-22* and *rpl-11*.*1* show clear decreasing ISH staining in accordance with our expression results (Supplementary Figure S3). 

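Normalized counts of rps-21 (WBGene00004490, chromosome III, 7189178 to 7189631) were 4933 ± 3534 (SD, n = 19) in S1, 3613 ± 3434 (n = 17) in S2, 2246 ± 3443 (n = 17) in S3, 2649.9 ± 6604 (n = 11) in S4 and 469 ± 641 (n = 6) in -3 oocytes, those of rps-22 (WBGene00004491, chromosome III, 1950535 to 1951425) 10335 ± 10584 (n = 19) in S1, 8231 ± 11022 (n = 17) in S2, 2749 ± 2908 (n = 17) in S3, 4458 ± 11669.7 (n = 11) in S4 and 1138 ± 1749.5 (n = 6) in -3 oocytes, and those of rpl-11.1 (WBGene00004422, chromosome V, 3585312 to 3586064) 19029.5 ± 16689.9 (n = 19) in S1, 14012 ± 16926 (n = 17) in S2, 6748 ± 11630.1 (n = 17) in S3, 5629.6 ± 12196 (n = 11) in S4 and 1729 ± 2439 (n = 6) in -3 oocytes. The S2 vs. S3 log2 fold changes were -0.86 (SE 0.30, adjusted p = 0.0401) for rps-22 and -0.86 (SE 0.27, adjusted p = 0.0209) for rpl-11.1. In S3 vs. S4 they were -1.74 (SE 0.35, adjusted p = 0.00499) for rps-21, -1.64 (SE 0.35, adjusted p = 0.00648) for rps-22 and -1.64 (SE 0.32, adjusted p = 0.0045) for rpl-11.1, and in S4 vs. -3 they were -2.58 (SE 0.52, adjusted p = 0.0107) for rps-21, -2.63 (SE 0.48, adjusted p = 0.009) for rps-22 and -2.64 (SE 0.48, adjusted p = 0.009) for rpl-11.1. With other samples the log2 fold changes came to -0.97, -1.07, -1.65, -1.51, -1.52, -2.79, -2.88 and -2.91 over all mapped samples, -0.70, -0.96, -1.97, -1.98, -1.79, -2.01, -2.33 and -2.46 in batch A alone and -0.55, -0.68, -2.10, -1.76, -1.67, -3.32, -3.45 and -2.75 in the paired fit, each list in the same order. rps-22 in S2 vs. S3 (adjusted p = 0.155) did not pass both thresholds in batch A alone. In the paired fit, none of the 8 passed both thresholds, with adjusted p from 0.142 to 0.547. The S4 means of rps-21 and rps-22 lay above their S3 means although the log2 fold changes were negative, and their SDs in S4 were larger than the means.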

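Normalized counts of cpg-1 (WBGene00000465, chromosome III, 4489359 to 4491392) were 2331 ± 2554 (SD, n = 19) in S1, 8403 ± 6110.5 (n = 17) in S2 and 18066 ± 10167 (n = 17) in S3, those of cpg-2 (WBGene00015102, chromosome III, 7102092 to 7103990) 2696 ± 2910.2 (n = 19) in S1, 10653 ± 8031 (n = 17) in S2 and 23909 ± 21100.3 (n = 17) in S3, and those of egg-1 (WBGene00015083, chromosome III, 5728180 to 5730159) 325 ± 321 (n = 19) in S1, 1383 ± 788 (n = 17) in S2 and 4538 ± 2943 (n = 17) in S3. The S1 vs. S2 log2 fold changes were 1.92 (SE 0.37, adjusted p = 0.00034) for cpg-1, 2.03 (SE 0.35, adjusted p = 9.3e-05) for cpg-2 and 2.24 (SE 0.41, adjusted p = 0.000194) for egg-1. These log2 fold changes became 1.68, 1.70 and 1.90 over all mapped samples, 1.85, 1.93 and 2.09 in batch A alone and 2.44, 2.57 and 2.78 in the paired fit, each list in the same order.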

Genes increasing in expression during oogenesis such as that of *cpg-1/2* and *egg-1* also show accordance with their respective ISH Supplementary Figure S13). We further note that genes from cluster 9, which was enriched for muscle related genes, show staining around proximal oocytes, reinforcing our hypothesis that genes of cluster 9 may be mainly of sheath cell origin (Supplementary Figure S7). We thus conclude that our detected gene expression patterns along the gonad are generally accurate.

### *In silico* analysis of proximal oocytes and zygotes may uncover putative sheath cell expression

The hermaphrodite gonad is tightly wrapped by five pairs of sheath cells that provide germline maturation signals, move germ cells along the rachis and push proximal oocytes into the spermathecae (Hall et al., 1999; Killian and Hubbard, 2005). Due to the tight conjugation between the sheath cells and the germline, completely separating them without damage was difficult. Thus, we collected sheath cells along with the segments and oocytes (Materials and Methods). Nonetheless, this also presented us an opportunity to investigate the transcriptome of the sheath cells if we were able to decipher *in silico* whether the expression of a gene originated from the germline or from the surrounding somatic tissues. As zygotes were often released in the medium once a cut was made across the vulva, and were always collected without obvious objects wrapped around, thus we reason that the zygote sample was unlikely contaminated by surrounding somatic cells. Therefore, we postulate that genes that are detected in proximal oocytes (-1 to -3) but absent in zygote samples are likely from sheath cells, and find many genes meet this criterion, such as those in clusters 7–9 (Figure 3). For instance, the expression levels of *itr-1* and *let-23* were relatively stable between -2 and -1 oocytes prior to dropping significantly in the zygotes, while that of *lin*-3 remained high and relatively unchanged between proximal oocytes and zygotes (Figure 4A). 

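Normalized counts of itr-1 (WBGene00002173, chromosome IV, 7675174 to 7696930) were 67.8 ± 52.98 (SD, n = 13) in -2 oocytes, 288 ± 247 (n = 15) in -1 oocytes and 3.75 ± 4.11 (n = 6) in P0, and those of let-23 (WBGene00002299, chromosome II, 9197512 to 9207213) were 80.6 ± 76.2 (n = 13) in -2 oocytes, 151 ± 136 (n = 15) in -1 oocytes and 0.811 ± 1.30 (n = 6) in P0. lin-3 (WBGene00002992, chromosome IV, 11054308 to 11063768) had 459.7 ± 219 (n = 13) in -2 oocytes, 481 ± 287 (n = 15) in -1 oocytes and 416.6 ± 215 (n = 6) in P0. The -2 vs. -1 log2 fold changes were 1.88 (SE 0.83, adjusted p = 1) for itr-1 and 1.06 (SE 0.66, adjusted p = 1) for let-23, and those of -1 vs. P0 were -6.51 (SE 1.51, adjusted p = 0.0113) for itr-1, -7.52 (SE 1.03, adjusted p = 0.000106) for let-23 and 0.16 (SE 0.48, adjusted p = 0.94) for lin-3. The log2 fold changes were 1.62, 0.73, -6.02, -7.09 and 0.28 over all mapped samples, 2.22, 0.77, -5.59, -7.58 and -0.16 in batch A alone and 1.89 and 0.34 in the paired fit, each list in the same order. The sign for lin-3 thus depended on the samples, and its P0 level in batch A was 414.8 ± 273 (n = 4). Because zygotes were collected without wrapped cells, the paper reasons that genes detected in proximal oocytes and absent from zygotes are likely of sheath cell origin.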

The contractile activity of sheath cells begins with major sperm protein signals to the proximal oocytes, which in turn produces and releases the LIN-3 ligand that is received by the LET-23 receptor on proximal sheath cells (Miller et al., 2001). The LET-23 receptor then triggers signaling inside the sheath cells through PLC-3, which phosphorolyzes IP3 that binds to ITR-1 receptors on the ER, causing the release of calcium (Yin et al., 2004). Moreover, sheath cell specific innexin channel encoding genes *inx*-8 and *inx*-9 (Starich et al., 2014) maintained intermediate expression levels in S1∼S4 stages, and were highly upregulated in proximal oocytes, but had negligible expression levels in the zygotes (Figure 4B). Furthermore, expression levels of sheath cell contractile activity related genes were also progressively increased along the gonadal development axis, but almost vanished in zygote samples, such as genes *pat*-10, *mup*-2, *tni*-1 and *unc*-27 coding for the troponin complex (Ono and Ono, 2004; Obinata et al., 2010) (Supplementary Figure S16A), and genes *unc*-54 and *myo*-3 coding for the myosin heavy chain (MHC) (Shelton et al., 1999; Ono and Ono, 2016) (Supplementary Figure S16B).

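Normalized counts of inx-8 (WBGene00002130, chromosome IV, 11673843 to 11675635) were 83.5 ± 92.1 (SD, n = 19) in S1, 189 ± 138.5 (n = 17) in S2, 437.7 ± 271 (n = 17) in S3, 1142 ± 826 (n = 11) in S4, 3746 ± 2559 (n = 13) in -2 oocytes, 4008 ± 2450.5 (n = 15) in -1 oocytes and 26.7 ± 64.7 (n = 6) in P0. Those of inx-9 (WBGene00002131, chromosome IV, 11676354 to 11678497) were 73.6 ± 100.2 (n = 19) in S1, 44.97 ± 57.7 (n = 17) in S2, 58.0 ± 36.5 (n = 17) in S3, 134 ± 119.9 (n = 11) in S4, 606 ± 439.4 (n = 13) in -2 oocytes, 984 ± 851 (n = 15) in -1 oocytes and 4.25 ± 10.4 (n = 6) in P0. In S3 vs. S4 the log2 fold changes were 1.35 (SE 0.36, adjusted p = 0.0186) for inx-8 and 1.32 (SE 0.49, adjusted p = 0.0884) for inx-9. For -1 vs. P0 they were -7.66 (SE 1.29, adjusted p = 0.00129) for inx-8 and -7.84 (SE 1.21, adjusted p = 0.00061) for inx-9. In the other fits the log2 fold changes were 1.28, 1.22, -7.41 and -7.70 over all mapped samples, 1.44, 1.28, -6.96 and -7.48 in batch A alone and 1.51 and 2.25 in the paired fit, each list in the same order. inx-8 in S3 vs. S4 (adjusted p = 0.191) did not pass both thresholds in the paired fit. All P0 counts but that of worm 2 were close to 0, with a median of 0 for both genes.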

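Among the troponin genes, normalized counts of pat-10 (WBGene00003934, chromosome I, 5018783 to 5020358) were 74.4 ± 186 (SD, n = 19) in S1, 284 ± 589.7 (n = 11) in S4, 1461 ± 1858 (n = 15) in -1 oocytes and 42.1 ± 51.6 (n = 6) in P0, those of mup-2 (WBGene00003495, chromosome X, 6408471 to 6410227) 3.61 ± 7.36 (n = 19) in S1, 48.1 ± 23.2 (n = 11) in S4, 238 ± 226 (n = 15) in -1 oocytes and 9.84 ± 14.0 (n = 6) in P0, those of tni-1 (WBGene00006584, chromosome X, 11375887 to 11377470) 3.08 ± 7.26 (n = 19) in S1, 7.83 ± 7.35 (n = 11) in S4, 45.6 ± 42.3 (n = 15) in -1 oocytes and 0.49 ± 1.2 (n = 6) in P0, and those of unc-27 (WBGene00006764, chromosome X, 8789456 to 8790621) 6.61 ± 8.38 (n = 19) in S1, 22.3 ± 21.1 (n = 11) in S4, 32.6 ± 20.2 (n = 15) in -1 oocytes and 2.77 ± 4.78 (n = 6) in P0. Of the myosin heavy chain genes, unc-54 (WBGene00006789, chromosome I, 14855901 to 14863482) had 13.9 ± 16.9 (n = 19) in S1, 57.9 ± 68.2 (n = 11) in S4, 84.7 ± 74.7 (n = 15) in -1 oocytes and 4.39 ± 8.47 (n = 6) in P0, and myo-3 (WBGene00003515, chromosome V, 12226817 to 12234343) 4.18 ± 11.06 (n = 19) in S1, 11.4 ± 12.7 (n = 11) in S4, 29.3 ± 47.7 (n = 15) in -1 oocytes and 3.58 ± 8.78 (n = 6) in P0. In S3 vs. S4 the log2 fold change was 1.68 (SE 0.47, adjusted p = 0.0236) for mup-2 and 2.28 (SE 0.71, adjusted p = 0.0431) for unc-54. Refitted, they were 1.43 and 2.85 over all mapped samples, 1.45 and 2.22 in batch A alone and 2.24 and 3.26 in the paired fit, each list in the same order. mup-2 (adjusted p = 0.244) and unc-54 (adjusted p = 0.0576) did not pass both thresholds over all mapped samples. unc-54 (adjusted p = 0.0522) did not pass both thresholds in batch A alone. mup-2 (adjusted p = 0.967) and unc-54 (adjusted p = 0.245) did not pass both thresholds in the paired fit. Between -1 and P0 the log2 fold changes were -3.01 (SE 1.69, adjusted p = 0.486) for pat-10, -4.57 (SE 1.07, adjusted p = 0.0104) for mup-2, -6.17 (SE 1.25, adjusted p = 0.00319) for tni-1, -3.76 (SE 1.13, adjusted p = 0.0479) for unc-27, -3.92 (SE 1.29, adjusted p = 0.0831) for unc-54 and -4.41 (SE 1.59, adjusted p = 0.126) for myo-3. Log2 fold changes of -2.44, -3.84, -5.85, -2.73 and -4.002 over all mapped samples and of -5.83, -4.35, -6.17, -6.25, -6.07 and -9.18 in batch A alone were obtained, each list in the same order. myo-3 had too few counts to be tested over all mapped samples and is not in that list. unc-27 (adjusted p = 0.1) did not pass both thresholds over all mapped samples. unc-54 (adjusted p = 0.0353) passed both thresholds over all mapped samples. pat-10 (adjusted p = 0.0349), unc-54 (adjusted p = 0.00387) and myo-3 (adjusted p = 0.0188) passed both thresholds in batch A alone.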

**FIGURE 4:**
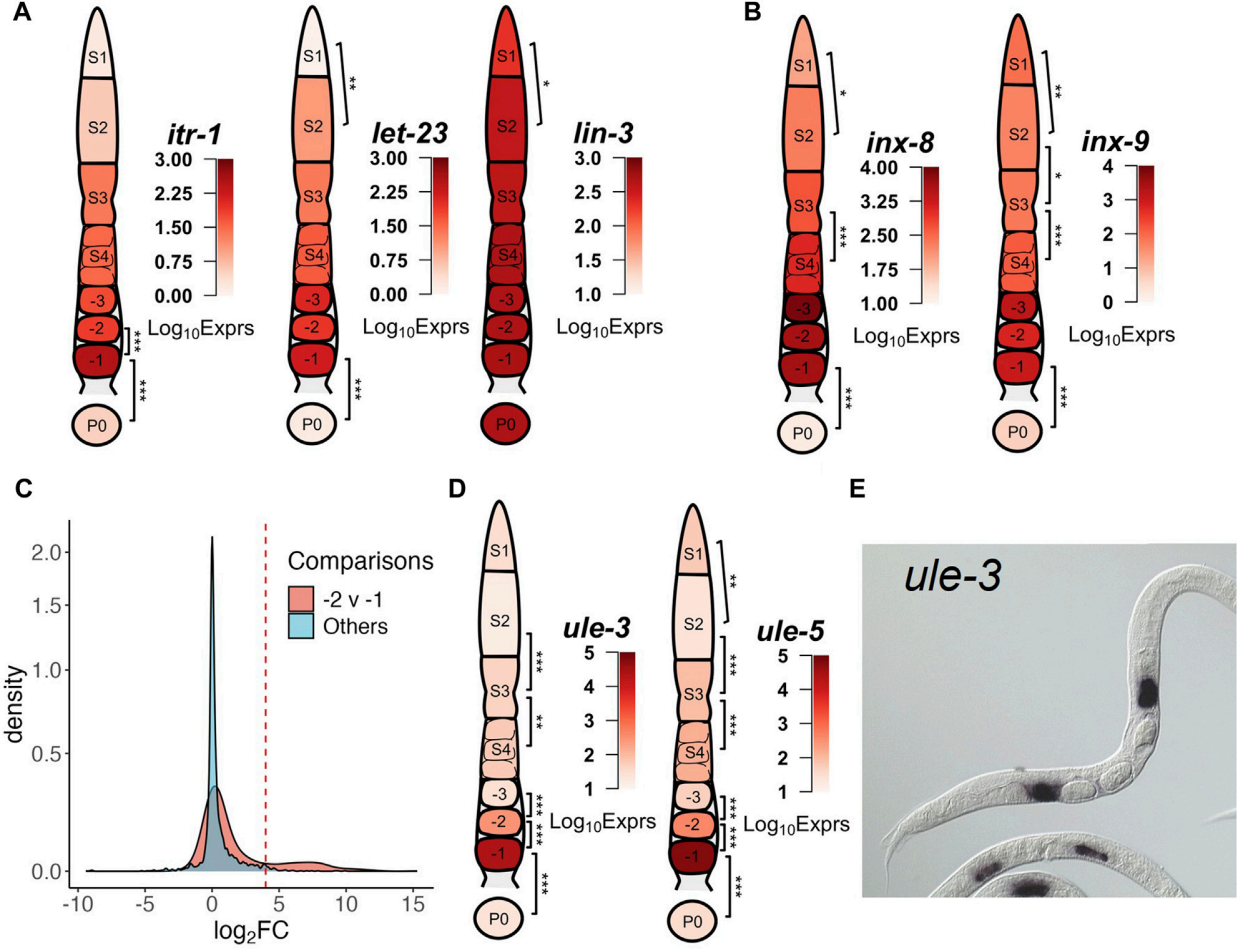
Examples of transcriptional dynamics of possible sheath cell genes along the gonad developmental axis. **(A)** Genes coding for hemichannels (*inx*-8 and *inx*-9) of the somatic gonad. **(B)** Genes coding for components signaling pathways between proximal sheath cells and oocytes. **(C)** Distribution of Log_2_FC values between neighboring stages of the DEGs that are significantly downregulated in the −1 vs. P0 comparison. A small portion of these DEGs is significantly upregulated in the −2 vs. −1 comparison as indicated by the right peak of the distribution compared to other comparisons, see Supplementary Table S7 for details. **(D)** Genes coding for ULE-3/5. **(E)** NEXTDB *in situ* imaging of ule-3 expression in spermathecae. In each gonad diagram, the average expression levels of the genes in each segment or the zygote are shown. BH p-adj: * <0.05; ** <0.01; *** <0.0001.

Similar reasoning can be made with other genes that have evidence of somatic or germline origins. Searching the CenGEN database (Hammarlund et al., 2018) revealed genes *perm-2/4*, which encode components of the eggshell (Gonzalez et al., 2018), had the highest expression levels in sheath cells. Expression of *perm-2/4* was absent in P0 but high in -1 oocytes (Supplementary Figure S16C), while genes *egg-1/2*, which encode other known components of the eggshell that are produced in the germline (Kadandale et al., 2005), did not exhibit such significant decrease of expression in P0 (Figure 5B) (Kadandale et al., 2005). 

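Normalized counts of perm-2 (WBGene00016636, chromosome IV, 1126790 to 1128865) were 46802 ± 43431 (SD, n = 15) in -1 oocytes and 175 ± 363 (n = 6) in P0, and those of perm-4 (WBGene00016638, chromosome IV, 1121494 to 1125107) 49147 ± 32189.6 (n = 15) in -1 oocytes and 152 ± 315 (n = 6) in P0. Those of egg-1 were 4519.9 ± 3453 (n = 15) in -1 oocytes and 3953 ± 8162 (n = 6) in P0, and those of egg-2 (WBGene00019811, chromosome III, 7058527 to 7060583) 2558 ± 1724 (n = 15) in -1 oocytes and 947 ± 1597 (n = 6) in P0. The -1 vs. P0 log2 fold changes were -7.88 (SE 1.24, adjusted p = 0.000585) for perm-2, -8.26 (SE 1.10, adjusted p = 0.000106) for perm-4, -2.40 (SE 1.38, adjusted p = 0.494) for egg-1 and -2.74 (SE 0.98, adjusted p = 0.127) for egg-2. With other samples the log2 fold changes came to -8.06, -7.57, 0.66 and -0.42 over all mapped samples and -7.79, -7.84, -2.44 and -2.65 in batch A alone, each list in the same order. The P0 mean of egg-1 rests on the zygote of worm unknown5, and the P0 median was 762, against 2881 in -1 oocytes. Reads shared between the closely related egg-1 and egg-2 were not told apart beyond the authors' counting.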

The expression of *mlc-1/3*, which are myosin light chains genes involved muscle activity (Moerman et al., 1997; Rushforth et al., 1998) through regulation of the ATPase activity of the MHCs were all high in -1 oocytes but absent in P0, while the expression of *mlc-4*, *a* non-muscle myosin light chain gene that is required for cytokinesis in zygotes, was present in P0 (Supplementary Figure S16D) (Shelton et al., 1999; Ono and Ono, 2016). 

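Normalized counts of mlc-1 (WBGene00003369, chromosome X, 17459210 to 17460778) were 50.8 ± 55.05 (SD, n = 15) in -1 oocytes and 5.57 ± 7.69 (n = 6) in P0, those of mlc-3 (WBGene00003371, chromosome III, 5565025 to 5567382) 236 ± 283 (n = 15) in -1 oocytes and 13.5 ± 16.6 (n = 6) in P0, and those of mlc-4 (WBGene00003372, chromosome III, 3392514 to 3393787) 1894 ± 2463 (n = 15) in -1 oocytes and 2081 ± 2199 (n = 6) in P0. The -1 vs. P0 log2 fold changes were -3.00 (SE 1.19, adjusted p = 0.19) for mlc-1, -3.74 (SE 1.23, adjusted p = 0.089) for mlc-3 and 0.076 (SE 0.36, adjusted p = 0.959) for mlc-4. These log2 fold changes became -4.20, -3.10 and 1.77 over all mapped samples and -4.15, -4.59 and 0.20 in batch A alone, each list in the same order. mlc-1 (adjusted p = 0.00428) passed both thresholds over all mapped samples. mlc-1 (adjusted p = 0.0157) and mlc-3 (adjusted p = 0.0424) passed both thresholds in batch A alone. With DESeq2 the log2 fold change of mlc-4 was -0.013.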

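Normalized counts of act-4 (WBGene00000066, chromosome X, 4960621 to 4964413) were 1109 ± 574 (SD, n = 13) in -2 oocytes, 3797 ± 2862 (n = 15) in -1 oocytes and 428.1 ± 329 (n = 6) in P0. The log2 fold change was 1.70 (SE 0.44, adjusted p = 0.116) in -2 vs. -1 and -2.99 (SE 0.56, adjusted p = 0.00193) in -1 vs. P0. The log2 fold changes were 1.50 and -2.85 over all mapped samples, 1.35 and -2.19 in batch A alone and 2.12 in the paired fit, each list in the same order. act-1 (WBGene00000063, chromosome V, 11081052 to 11082415) had 779 ± 374 (n = 13) in -2 oocytes, 1922 ± 2492 (n = 15) in -1 oocytes and 768 ± 177.3 (n = 6) in P0, act-2 (WBGene00000064, chromosome V, 11076777 to 11078154) 7509 ± 4829 (n = 13) in -2 oocytes, 13066 ± 14199 (n = 15) in -1 oocytes and 14106 ± 14655 (n = 6) in P0, and act-3 (WBGene00000065, chromosome V, 11071690 to 11074498) 1038 ± 348 (n = 13) in -2 oocytes, 1311 ± 833 (n = 15) in -1 oocytes and 1190.0 ± 304 (n = 6) in P0, and none of these 3 was called in either comparison. Over all mapped samples the -1 and P0 means were 888 ± 1478 (n = 19) and 659 ± 610.3 (n = 11) for act-1, 5863 ± 8335 (n = 19) and 9809 ± 11351 (n = 11) for act-2, and 571 ± 464.8 (n = 19) and 884 ± 1094 (n = 11) for act-3. In batch A they were 639.9 ± 241 (n = 10) and 696 ± 167 (n = 4) for act-1, 5190.3 ± 1196 (n = 10) and 6741 ± 2670.0 (n = 4) for act-2, and 1076 ± 290.1 (n = 10) and 1271 ± 254 (n = 4) for act-3. The actin genes are near-identical in sequence, so the division of reads between them is uncertain.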

Analysis of actin genes *act-1/2/3/4* (Ono and Pruyne, 2012; Ono, 2014) finds *act*-4 expression level increased in the -1 oocyte and subsequently significantly downregulated in zygotes (Supplementary Figure S16E). Considering the previous finding that *act-1/2/3* were expressed in both muscle and non-muscle cells, while *act-4* was expressed predominantly in body wall muscle (Stone and Shaw, 1993; Willis et al., 2006), our results suggest that the increased expression of *act*-4 seen in -1 oocyte samples may be primarily of sheath cell origin, and that changes in *act*-4 expression may reflect differences in sheath cells.

**FIGURE 5:**
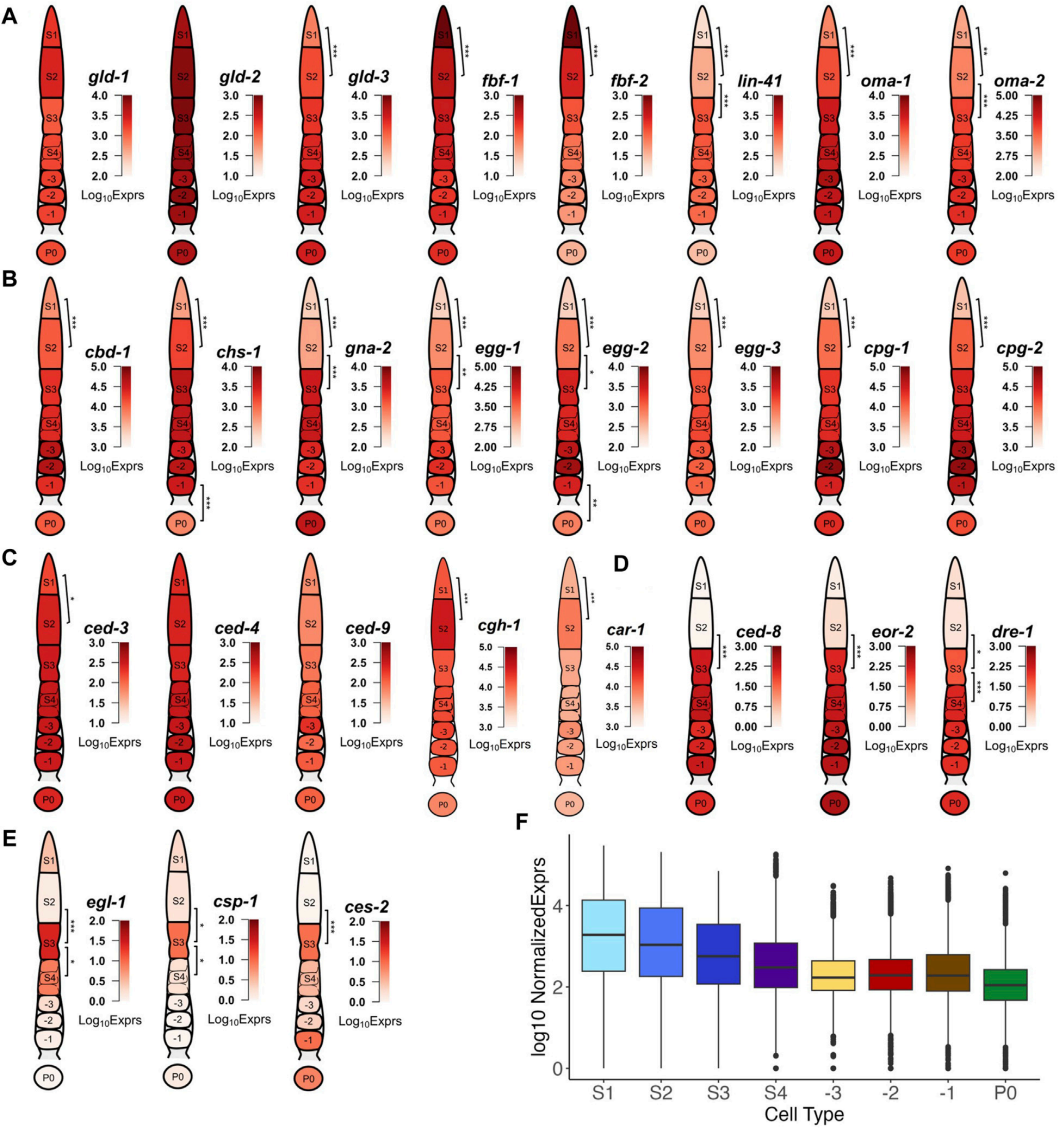
Examples of transcription of DEGs that are involved in key events of oogenesis and fertilization. **(A)** Genes encoding different elements of the eggshell. **(B)** Genes involved in mitosis-meiosis transition and meiotic maturation. **(C)** Genes involved in apoptosis with expression throughout the gonad. **(D)** Genes involved in apoptosis with elevated expression starting from the S3 stage. **(E)** Genes involved in apoptosis showing transient expression in the S3 stage. **(F)** Boxplot of transcription levels of genes coding for ribosomal subunit across each stage of gonad development and in zygotes. BH p-adj: * <0.05; ** <0.01; *** <0.0001.

### Proximal oocyte expression profiles reveal potential interactions between the germline and the spermathecae

We compared the distributions of log_2_FC values for all the DEGs that exhibit significantly lower expression levels in zygotes (P0) compared to -1 oocytes. 

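Of the genes called lower in P0 than in -1 oocytes, 343 were tested in -2 vs. -1. Their median log2 fold change there was 0.47, beside -0.005 for all other tested genes. The log2 fold change was above 1 for 111 of them and above 4 for 16, and 8 were called higher in the -1 oocyte. In the comparisons of earlier stages, 26 of 74 tested in S1 vs. S2, 40 of 147 in S2 vs. S3, 30 of 216 in S3 vs. S4, 125 of 261 in S4 vs. -3 and 86 of 320 in -3 vs. -2 were above 1, and 1, 0, 0, 1 and 0 of them, in the same order, above 4. Among the other tested genes, 6 in S1 vs. S2, 345 in S2 vs. S3, 4 in S3 vs. S4, 0 in S4 vs. -3, 5 in -3 vs. -2 and 16 in -2 vs. -1 were above 4. The largest median of the gene group fell in S4 vs. -3, at 0.96. The group was chosen by its fall from the same -1 libraries that enter -2 vs. -1, which by itself favors a rise there. How large a rise this choice alone would give was not computed. With all mapped samples the -2 vs. -1 comparison called 3 higher and 0 lower among all genes, and the -1 vs. P0 comparison 193 higher and 327 lower.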

As shown in Figure 4C, a considerable number of the genes show a significant increase in expression between the -2 vs -1 comparison, as indicated by an additional small peak with higher Log_2_FC values in the distribution compared to other comparisons. These genes are largely those in clusters 7 and 8 (Figure 3). This is interesting, as early studies indicate transcriptional inactivity or an overall presence of transcriptional silence as oocytes move to the proximal end (Starck, 1977; Walker et al., 2007). Though this was the case between the -3 and -2 oocytes, it was clear that there were significant differences in transcripts detected between the -2 and -1 oocytes (Figure 2B). This expression pattern appeared different from expression patterns of genes of gonadal sheath origin that we described earlier, where the expression levels stay relatively stable in the proximal oocytes. We took notice of two Uterine Lumen-Expressed (ule) genes *ule*-3 and *ule*-5 (Figure 4D), which exhibited sudden increases in transcription from 10-fold to 100-fold between the -2 and -1 oocyte transition. It has been reported that *ule*-3/5 might play a role in driving the ageing of the reproductive system, though the origin of their expression is not clearly discernible (Zimmerman et al., 2015). 

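Normalized counts of ule-3 (WBGene00008378, chromosome V, 10793798 to 10794924) were 292 ± 919 (SD, n = 13) in -2 oocytes, 21717 ± 26962 (n = 15) in -1 oocytes and 42.3 ± 81.5 (n = 6) in P0, and those of ule-5 (WBGene00013394, chromosome X, 11883127 to 11884042) 393 ± 1058 (n = 13) in -2 oocytes, 56127 ± 90287 (n = 15) in -1 oocytes and 63.4 ± 149.5 (n = 6) in P0. The -2 vs. -1 log2 fold changes were 6.84 (SE 1.75, adjusted p = 0.13) for ule-3 and 7.82 (SE 1.84, adjusted p = 0.0725) for ule-5, and those of -1 vs. P0 were -8.86 (SE 2.28, adjusted p = 0.0267) for ule-3 and -9.67 (SE 2.81, adjusted p = 0.0507) for ule-5. In the other fits the log2 fold changes were 5.32, 5.03, -9.94 and -9.92 over all mapped samples, 5.53, 6.47, -8.62 and -9.14 in batch A alone and 9.97 and 11.09 in the paired fit, each list in the same order. ule-5 in -1 vs. P0 (adjusted p = 0.000729) passed both thresholds over all mapped samples. ule-5 in -1 vs. P0 (adjusted p = 0.0486) passed both thresholds in batch A alone. The -1 oocytes spread widely, from 45.9 to 95385 for ule-3 with a median of 9603, and from 1.36 to 356421 for ule-5 with a median of 22603.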

A more recent study utilizing fluorescent *in situ* hybridization (FISH) to track the origins of these transcripts suggests a mechanism by which the transcripts are produced in spermathecae and carried over into the proximal oocytes (Trimmer et al., 2023). Using the expression of *ule-*3/5 as a reference, we discerned a set of 25 genes displaying the similar expression pattern (Supplementary Table S7) by invoking a stringent criterion: Log_2_FC < −7 in the -1 vs. P0 comparison; and Log_2_FC > 4 in the -2 vs -1 comparison; and average Median Normalized Expression in -1 oocytes >1,000. This criterion also allows us to potentially filter out genes with increased expression due to differences between proximal sheath cells, as those expression changes may not be as drastic. 

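The paper's 3 limits are a -1 vs. P0 log2 fold change under -7, a -2 vs. -1 log2 fold change above 4 and a mean normalized count above 1000 in -1 oocytes. The paper shrank its log2 fold changes, while the limits were applied here to unshrunken edgeR values and not tried on shrunken ones. With the unshrunken values 21 genes met the limits, and each of these belongs to the paper's 25. All 25 had a mean above 1000, and all 25 fell below the -1 vs. P0 limit. The 4 that did not qualify, clec-222, D1086.6, F53H4.2 and E02H9.7, had too few counts to be tested in -2 vs. -1. Each of the 21 tested genes had a -2 vs. -1 log2 fold change above 4. Of the 25, 8 passed both thresholds in -2 vs. -1 and 10 in -1 vs. P0. Across all mapped samples 20 genes met the limits, 18 of them among the 25, and in batch A 17, all among the 25. Log2 ratios of mean normalized counts gave 25, with 24 of the 25. The paper reads these genes beside the staining of many of them in the spermathecae and the silence of transcription in proximal oocytes. It also cites a study by fluorescent in situ hybridization that proposed carry-over of ule-3 and ule-5 transcripts from the spermathecae. From these, it proposes that transcripts of the surrounding spermathecae might pass into the -1 oocyte and be degraded in the zygote.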

Of these 25 genes, 17 have ISH images the NEXTDB database (Kohara, 2001), of which 13 (including ule-3) exhibited clear localization of transcripts in the spermathecae region (Figure 4E; Supplementary Figure S7). These results suggest possible interactions between transcriptionally silent oocytes and their somatic neighbors, where transcripts in the surrounding spermathecae might be transferred into the proximal oocytes and rapidly depredated in the zygotes.

### DEGs mark transcriptional timing of the key events of oogenesis and fertilization

One of the early key events in the oogenesis process is the control of mitosis and meiosis. Thus, it is interesting to look into the transcription patterns of GLD-1/2/3, which promote germline differentiation (Eckmann et al., 2004), and the RNA binding proteins (RBP) FBF-1/2, which maintain mitosis in the distal germline via inhibition of GLD activities (Crittenden et al., 2002). 

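Normalized counts of gld-1 (WBGene00001595, chromosome I, 7695681 to 7698222) were 1812 ± 1085 (SD, n = 19) in S1, 2328 ± 642 (n = 17) in S2, 1139.7 ± 479.2 (n = 17) in S3 and 1510.3 ± 489 (n = 15) in -1 oocytes, those of gld-2 (WBGene00001596, chromosome I, 6369748 to 6386194) 518.5 ± 363 (n = 19) in S1, 689.9 ± 181 (n = 17) in S2, 765 ± 467.4 (n = 17) in S3 and 583 ± 389.5 (n = 15) in -1 oocytes, and those of gld-3 (WBGene00001597, chromosome II, 7132643 to 7137522) 677 ± 331 (n = 19) in S1, 1379 ± 313 (n = 17) in S2, 1766 ± 565 (n = 17) in S3 and 2585 ± 774 (n = 15) in -1 oocytes. The log2 fold change of gld-1 in S2 vs. S3 was -1.20 (SE 0.28, adjusted p = 0.00154), and that of gld-3 in S1 vs. S2 was 1.06 (SE 0.23, adjusted p = 0.00092). Refitted, they were -1.14 and 0.79 over all mapped samples, -0.93 and 0.99 in batch A alone and -1.25 and 1.32 in the paired fit, each list in the same order. gld-3 (adjusted p = 0.0709) did not pass both thresholds over all mapped samples. gld-1 (adjusted p = 0.0871) did not pass both thresholds in the paired fit. gld-2 was called in none of the 7 comparisons, and over all mapped samples its mean was 285 ± 206 (n = 24) in S1 and 230.2 ± 155 (n = 19) in -1 oocytes, in batch A 598 ± 363 (n = 15) and 776 ± 318 (n = 10).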

We found that *gld*-1/2 maintained high expression along the entire gonad developmental axis, while *gld*-3 exhibited increased expression between S1 and S2, and the levels were maintained thereafter (Figure 5A). 

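fbf-1 (WBGene00001401, chromosome II, 6078263 to 6080843) and fbf-2 (WBGene00001402, chromosome II, 6088863 to 6091480) had S1 vs. S2 log2 fold changes of -1.22 (SE 0.27, adjusted p = 0.00153) and -1.75 (SE 0.33, adjusted p = 0.000212). Normalized counts of fbf-1 were 895 ± 678 (SD, n = 19) in S1, 372 ± 183.4 (n = 17) in S2, 300.6 ± 139.3 (n = 17) in S3 and 229 ± 148.4 (n = 15) in -1 oocytes, and those of fbf-2 were 872 ± 516.6 (n = 19) in S1, 243 ± 149 (n = 17) in S2, 121 ± 95.5 (n = 17) in S3 and 47.4 ± 45.9 (n = 15) in -1 oocytes. Log2 fold changes of -1.22 and -1.43 over all mapped samples, -1.09 and -1.73 in batch A alone and of -1.19 and -1.72 in the paired fit were obtained, each list in the same order. Neither gene was called in a later comparison. The pair is closely similar in sequence, so the division of reads between them is uncertain.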

Expression of *fbf-1/2* showed was high in the S1 stage, but subsequently decreased in the S2 and S3 stages and beyond (Figure 5A). In addition to maintaining mitosis in the distal gonad via repression of transcripts of meiosis promoting gene *gld-1 and gld-3* (Crittenden et al., 2002; Hansen et al., 2004), FBF-1/2 regulate one another and function antagonistically for the transition between mitosis to meiosis, with FBF-2 promoting meiotic entry (Wang et al., 2020; Albarqi and Ryder, 2023). These results suggest transcript level regulation of *fbf-1/2* may contribute to the translational de-repression of meiosis promoting factors. Furthermore, we observed transcriptional changes of key genes involved in the maintenance of germ cells in meiotic prophase I such as OMA-1/2 and LIN-41 (94). Specifically, the expression of *oma*-1/2 and lin-41 gradually increased throughout the early stages (S1 and S2) of oogenesis followed by high elevations in the S3 stage, which were maintained even after fertilization, apart from *lin*-41, whose expression dropped after fertilization (Figure 5A). It has been suggested that LIN-41 could prolong prophase I and inhibit meiotic maturation after fertilization by a translational level regulatory mechanism (Spike et al., 2014; Tsukamoto et al., 2017), thus diminishment of the *lin-41* transcripts in zygotes suggests that transcriptional degradation might also play a role in the exit of the oocyte from metaphase I upon fertilization.

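Normalized counts of oma-1 (WBGene00003864, chromosome IV, 8888976 to 8890999) were 607 ± 396 (SD, n = 19) in S1, 1289.8 ± 674 (n = 17) in S2, 2804 ± 1291 (n = 17) in S3 and 3340.3 ± 1621 (n = 15) in -1 oocytes, those of oma-2 (WBGene00003865, chromosome V, 8029439 to 8031214) 834 ± 476.3 (n = 19) in S1, 1672 ± 842 (n = 17) in S2, 6109.8 ± 5037 (n = 17) in S3 and 10077 ± 5435 (n = 15) in -1 oocytes, and those of lin-41 (WBGene00003026, chromosome I, 9334800 to 9342496) 176 ± 142 (n = 19) in S1, 362 ± 189 (n = 17) in S2, 1242 ± 649 (n = 17) in S3 and 929 ± 579 (n = 15) in -1 oocytes. In S1 vs. S2 the log2 fold changes were 1.02 (SE 0.23, adjusted p = 0.00185) for oma-1, 0.84 (SE 0.26, adjusted p = 0.0219) for oma-2 and 1.08 (SE 0.40, adjusted p = 0.0572) for lin-41, and in S2 vs. S3 they were 0.75 (SE 0.29, adjusted p = 0.0636) for oma-1, 1.36 (SE 0.36, adjusted p = 0.00532) for oma-2 and 1.76 (SE 0.33, adjusted p = 0.000139) for lin-41. From -1 oocytes to P0 that of lin-41 was -1.11 (SE 0.49, adjusted p = 0.276). With other samples the log2 fold changes came to 0.99, 0.69, 1.23, 0.61, 0.99, 1.63 and -1.16 over all mapped samples, 0.98, 0.80, 1.14, 0.88, 1.19, 1.78 and -1.61 in batch A alone and 1.41, 1.02, 1.25, -0.027, -0.37 and 2.16 in the paired fit, each list in the same order. oma-2 in S1 vs. S2 (adjusted p = 0.282) and oma-2 in S2 vs. S3 (adjusted p = 0.075) did not pass both thresholds over all mapped samples. oma-2 in S2 vs. S3 (adjusted p = 0.78) did not pass both thresholds in the paired fit. lin-41 in S1 vs. S2 (adjusted p = 0.0135), oma-1 in S2 vs. S3 (adjusted p = 0.0176) and lin-41 in -1 vs. P0 (adjusted p = 0.0332) passed both thresholds in batch A alone. lin-41 in S1 vs. S2 (adjusted p = 0.0154) passed both thresholds in the paired fit. From the loss of lin-41 transcripts in zygotes and the known translational control of LIN-41, the paper proposes that degradation of the transcript might also take part when the oocyte leaves metaphase I upon fertilization.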

We also found that many genes coding for eggshell components were upregulated in distal segments of the gonad, far before the complete formation of the eggshell that happened around the early-stage embryo (Stein, 2018). 

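The S1 vs. S2 log2 fold changes were 1.00 (SE 0.23, adjusted p = 0.00234) for cbd-1 (WBGene00010351, chromosome IV, 11372991 to 11377627), 1.57 (SE 0.31, adjusted p = 0.000431) for chs-1 (WBGene00000496, chromosome I, 7554855 to 7559916), 1.43 (SE 0.34, adjusted p = 0.00284) for gna-2 (WBGene00001647, chromosome I, 7699682 to 7700958), 1.78 (SE 0.29, adjusted p = 3.39e-05) for egg-2 and 1.21 (SE 0.24, adjusted p = 0.000391) for egg-3 (WBGene00009701, chromosome II, 10882408 to 10884441). In S2 vs. S3 they were 1.95 (SE 0.29, adjusted p = 3.53e-06) for gna-2, 1.28 (SE 0.27, adjusted p = 0.00047) for egg-1 and 1.17 (SE 0.29, adjusted p = 0.00249) for egg-2. chs-1 had -3.17 (SE 0.71, adjusted p = 0.00679) in -1 vs. P0. Normalized counts of cbd-1 were 5339 ± 2634 (SD, n = 19) in S1, 11206 ± 5139 (n = 17) in S2, 19157 ± 5715 (n = 17) in S3 and 21245 ± 12833 (n = 15) in -1 oocytes, and those of chs-1 418.7 ± 356 (n = 19) in S1, 1474 ± 834 (n = 17) in S2, 3566 ± 1114 (n = 17) in S3 and 2853 ± 1938 (n = 15) in -1 oocytes. These log2 fold changes became 0.97, 1.52, 1.52, 1.79, 1.31, 1.76, 0.99, 0.89 and -1.62 over all mapped samples, 0.83, 1.52, 1.64, 1.84, 1.14, 1.85, 1.05, 0.81 and -3.13 in batch A alone and 1.23, 1.75, 1.49, 2.04, 1.31, 2.29, 0.90 and 0.69 in the paired fit, each list in the same order. gna-2 in S1 vs. S2 (adjusted p = 0.0702), egg-2 in S2 vs. S3 (adjusted p = 0.167) and chs-1 in -1 vs. P0 (adjusted p = 0.172) did not pass both thresholds over all mapped samples. gna-2 in S2 vs. S3 (adjusted p = 0.0699), egg-1 (adjusted p = 0.382) and egg-2 in S2 vs. S3 (adjusted p = 0.475) did not pass both thresholds in the paired fit.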

Genes coding for components of the vitelline layer (*cbd*-1) (Gonzalez et al., 2018), the chitin layer (*chs*-1, *gna*-2, *egg*-1/2/3) (Kadandale et al., 2005; Zhang et al., 2005; Johnston et al., 2006; Maruyama et al., 2007; Johnston and Dennis, 2012) and the proteoglycan layer (*cpg*-1/2) (Olson et al., 2006) all exhibit increased expression in early stages of the germline until after fertilization (Figure 5B). ISH images of *egg-1 and cpg-1/2* transcripts in NEXTDB are in good agreement with our results (Supplementary Figure S13). These results suggest that transcription of these eggshell genes occur mostly during the mitosis to meiosis transition and the pachytene, while translation and degradation of these transcripts might occur as a response to fertilization signaling.

Moving along the germline, another key event of oogenesis happens in the diplotene loop (S3) where germ cells undergo apoptosis (Gartner et al., 2008). Interestingly, we find that genes regulating apoptosis form three distinct patterns of expression. The expression of genes encoding core apoptosis machinery such as apoptosis initiators CED-4/3 (103) and apoptosis inhibitor CED-9 (Hengartner et al., 1992) were relatively stable in the distal gonad (with only ced-3 exhibiting increase of expression between S1 and S2) in (Figure 5C). 

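ced-3 (WBGene00000417, chromosome IV, 13198261 to 13204137) had an S1 vs. S2 log2 fold change of 0.79 (SE 0.30, adjusted p = 0.0584). Normalized counts in S1, S2 and S3 were 139.3 ± 105.2 (SD, n = 19), 246 ± 126 (n = 17) and 270.4 ± 118 (n = 17) for ced-3, 220.3 ± 108.2 (n = 19), 233 ± 46.9 (n = 17) and 241 ± 74.4 (n = 17) for ced-4 (WBGene00000418, chromosome III, 4852325 to 4855171), and 55.1 ± 35.2 (n = 19), 59.1 ± 19.2 (n = 17) and 77.6 ± 43.1 (n = 17) for ced-9 (WBGene00000423, chromosome III, 10335172 to 10337522). None of the 3 was called in any comparison. The log2 fold change was 0.40 over all mapped samples, 0.69 in batch A alone and 0.80 in the paired fit. ced-3 (adjusted p = 0.0337) passed both thresholds in batch A alone. ced-3 (adjusted p = 0.0124) passed both thresholds in the paired fit. In S1 and S2 over all mapped samples, ced-4 had 127 ± 87.8 (n = 24) and 118 ± 61.0 (n = 24), and ced-9 34.1 ± 24.9 and 34.3 ± 17.0 over the same samples. In batch A they had 224 ± 68.9 (n = 15) and 241 ± 43.6 (n = 15), and 53.9 ± 34.2 and 58.8 ± 20.1.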

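In S4, -2 and -1, normalized counts were 303 ± 162 (SD, n = 11), 316 ± 192 (n = 13) and 290.3 ± 193 (n = 15) for ced-3, 320.2 ± 179.8 (n = 11), 374 ± 146 (n = 13) and 308 ± 160.1 (n = 15) for ced-4, and 102 ± 49.9 (n = 11), 88.7 ± 38.9 (n = 13) and 111 ± 74.0 (n = 15) for ced-9. Taking all mapped samples the -1 means were 117 ± 78.6 (n = 19), 131 ± 74.8 and 141 ± 390.3, and in batch A 411.5 ± 91.8 (n = 10), 389 ± 120.2 and 94.3 ± 16.8, in the same gene order.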

The high expression levels of ced-3/4/9were largely maintained thereafter (Figure 5C). 

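Normalized counts of cgh-1 (WBGene00000479, chromosome III, 7495320 to 7497832) were 13839.9 ± 7275 (SD, n = 19) in S1, 33504 ± 23001 (n = 17) in S2 and 13218 ± 7063 (n = 17) in S3, and those of car-1 (WBGene00012484, chromosome I, 12904470 to 12906040) 4957 ± 5127 (n = 19) in S1, 9724 ± 8754 (n = 17) in S2 and 4439 ± 3104 (n = 17) in S3. In S1 vs. S2 the log2 fold changes were 1.25 (SE 0.24, adjusted p = 0.00028) for cgh-1 and 1.28 (SE 0.23, adjusted p = 0.000108) for car-1, and in S2 vs. S3 -1.13 (SE 0.35, adjusted p = 0.0181) for cgh-1 and -0.55 (SE 0.27, adjusted p = 0.162) for car-1. In the other fits the log2 fold changes were 0.94, 0.89, -0.99 and -0.74 over all mapped samples, 1.08, 1.26, -0.86 and -0.41 in batch A alone and 1.36, 1.21, 0.050 and 0.39 in the paired fit, each list in the same order. cgh-1 in S2 vs. S3 (adjusted p = 0.968) did not pass both thresholds in the paired fit. car-1 in S2 vs. S3 (adjusted p = 0.0486) passed both thresholds over all mapped samples.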

Two other genes *cgh-1* and *car-1*, RNAi depletion of which have been found to contribute to increased physiological apoptosis in the germline (Navarro et al., 2001; Boag et al., 2005), show significant increased expression in S2 and slight decrease of expression in S3. Our results suggest that levels of *car-1* and *cgh-1* may be partially transcriptionally downregulated to induce apoptosis in a portion of the germ cells.

Expression of *ced*-8, which encodes a transmembrane protein likely involved in apoptosis dynamics and functions as a cell death effector downstream of the CED-3 Caspase (Stanfield and Horvitz, 2000; Chen et al., 2013), follows a different pattern with significant upregulation in the S3 stage, and maintaining high expression until fertilization (Figure 5D). 

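Normalized counts of ced-8 (WBGene00000422, chromosome X, 8414006 to 8416919) were 0 (n = 19) in S1, 0 (n = 17) in S2, 149 ± 151 (n = 17) in S3, 198 ± 138.98 (n = 11) in S4 and 164 ± 144.6 (n = 15) in -1 oocytes, as mean ± SD. ced-8 did not pass the low-count filter in S2 vs. S3 over the used samples. In batch A, where it was tested, the log2 fold change was 9.83 (SE 1.08, adjusted p = 2.59e-06) in edgeR, and without the low-count filter it was 9.74 (SE 1.16, adjusted p = 1.13e-05) over the used samples. Its S2 and S3 means were 10.6 ± 37.7 (n = 24) and 67.8 ± 71.2 (n = 20) over all mapped samples and 0 (n = 15) and 168.5 ± 149.6 (n = 15) in batch A. The paired fit gave 7.69 (adjusted p = 1).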

The sudden increase in *ced*-8 transcription in the S3 stage suggests that CED-8 might play an important role in promoting cell killing via phagocytosis during germline apoptosis (Chen et al., 2013). 

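Normalized counts of eor-2 (WBGene00001325, chromosome X, 14603017 to 14608660) were 0.33 ± 1.17 (n = 19) in S1, 1.52 ± 3.76 (n = 17) in S2, 114 ± 66.4 (n = 17) in S3, 176 ± 89.2 (n = 11) in S4 and 256 ± 116 (n = 15) in -1 oocytes, and those of dre-1 (WBGene00001089, chromosome V, 6533614 to 6546500) 1.32 ± 4.14 (n = 19) in S1, 0.897 ± 2.10 (n = 17) in S2, 40.8 ± 36.3 (n = 17) in S3, 110.0 ± 61.0 (n = 11) in S4 and 96.4 ± 64.5 (n = 15) in -1 oocytes, as mean ± SD. eor-2 had a log2 fold change of 5.10 (SE 0.66, adjusted p = 3.53e-07) in S2 vs. S3. Refitted, it was 3.06 over all mapped samples, 5.21 in batch A alone and 7.45 in the paired fit. eor-2 (adjusted p = 0.13) did not pass both thresholds over all mapped samples. eor-2 (adjusted p = 0.168) did not pass both thresholds in the paired fit. dre-1 had too few counts to be tested in S2 vs. S3, and without the low-count filter its log2 fold change there was 2.65 (SE 1.01, adjusted p = 0.056). Its S2 and S3 means were 3.12 ± 8.89 (n = 24) and 17.8 ± 18.2 (n = 20) over all mapped samples and 1.02 ± 2.22 (n = 15) and 44.5 ± 37.1 (n = 15) in batch A. In S3 vs. S4 dre-1 had 1.85 (SE 0.46, adjusted p = 0.0121).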

Other genes such as *eor*-2 and *dre*-1 showed expression patterns like that of *ced*-8, with elevated expression starting from the pachytene (S3) loop onwards through fertilization (Figure 5D). DRE-1 has been found to interact directly with CED-9 in regulating apoptosis (Chiorazzi et al., 2013). Early studies have found EOR-2, along with EOR-1 to induce apoptosis in neuronal cells (Hoeppner et al., 2004). However, we only observed upregulation of *eor-2* (Figure 5D) but not of *eor-1* in the germline, suggesting a possibly different mechanism of EOR-2 induced apoptosis in the germline than in neuronal cells.

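Normalized counts of eor-1 (WBGene00001324, chromosome IV, 4793194 to 4799178) were 337 ± 257 (n = 19) in S1, 290.5 ± 135.4 (n = 17) in S2, 346 ± 178 (n = 17) in S3, 357 ± 187.8 (n = 11) in S4 and 296 ± 215 (n = 15) in -1 oocytes, as mean ± SD, and the gene was called in none of the comparisons. Over all mapped samples the S2 and S3 means were 150.3 ± 98.1 (n = 24) and 163 ± 86.2 (n = 20), and in batch A 322 ± 107.97 (n = 15) and 384 ± 153 (n = 15).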

The third group of apoptosis related genes follow a different expression pattern that can be characterized by the expression profile of *egl-1*, which encodes a direct downstream target of CED-4 and an inhibitor of CED-9, thus playing a critical role in DNA damage induced germline apoptosis (Huang et al., 2013). 

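Normalized counts of egl-1 (WBGene00001170, chromosome V, 14431308 to 14432359) were 1.69 ± 4.09 (n = 19) in S1, 0.269 ± 0.909 (n = 17) in S2, 23.2 ± 21.4 (n = 17) in S3, 6.17 ± 10.5 (n = 11) in S4 and 0.178 ± 0.543 (n = 15) in -1 oocytes, as mean ± SD, and the medians of S3 and S4 were 20.1 and 2.39. The gene did not pass the low-count filter in S2 vs. S3. Without the low-count filter the log2 fold change there was 5.62 (SE 0.99, adjusted p = 3.61e-05). The S2 and S3 means were 1.605 ± 6.08 (n = 24) and 11.0 ± 9.39 (n = 20) over all mapped samples and 0.305 ± 0.965 (n = 15) and 26.0 ± 21.2 (n = 15) in batch A. In S3 vs. S4 the log2 fold change was -1.99 (SE 0.68, adjusted p = 0.0655). A log2 fold change of -2.04 over all mapped samples, -1.89 in batch A alone and of -3.08 in the paired fit was obtained. egl-1 (adjusted p = 0.0494) passed both thresholds over all mapped samples.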

*Egl-1* exhibited a transient increase in transcription in the pachytene loop (S3) that did not go beyond the S4 stage (Figure 5E). Other apoptosis related genes such as *csp*-1 and *ces*-2 displayed expression patterns like that of *egl*-1 (Figure 5E). 

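csp-1 (WBGene00000819, chromosome II, 13601204 to 13605057) and ces-2 (WBGene00000469, chromosome I, 14961497 to 14965361) had too few counts to be tested in S2 vs. S3. Their normalized counts were 0.898 ± 3.26 (n = 19) in S1, 0.507 ± 0.958 (n = 17) in S2, 7.62 ± 18.8 (n = 17) in S3, 0.669 ± 1.02 (n = 11) in S4 and 0 (n = 15) in -1 oocytes for csp-1, and 0 (n = 19) in S1, 0 (n = 17) in S2, 7.72 ± 11.15 (n = 17) in S3, 2.09 ± 5.50 (n = 11) in S4 and 7.59 ± 13.3 (n = 15) in -1 oocytes for ces-2, as mean ± SD. Without the low-count filter their S2 vs. S3 log2 fold changes were 4.41 (SE 1.30, adjusted p = 0.0113) and 6.22 (SE 1.21, adjusted p = 0.00031). The S2 and S3 means of csp-1 were 0.285 ± 0.573 (n = 24) and 3.21 ± 7.71 (n = 20) over all mapped samples and 0.575 ± 1.00 (n = 15) and 8.48 ± 20.0 (n = 15) in batch A. Those of ces-2 were 0.0274 ± 0.134 (n = 24) and 3.14 ± 4.74 (n = 20) over all mapped samples and 0 (n = 15) and 8.75 ± 11.5 (n = 15) in batch A.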

Consistently, an earlier study found that *csp-1* was expressed in late stage pachytene of the germline using FISH imaging (Denning et al., 2013). *Ces-2* has been implicated in the apoptosis of neuronal cells in *C. elegans*, though a previous study suggested that *ces*-2 was not essential for germline apoptosis (Metzstein et al., 1996). However, the sudden upregulation of *ces-2* transcription in S3 strongly suggests a role of *ces-2* in apoptosis of the germline. Furthermore, since all 3 genes belong to cluster 14 (Figure 3), it is likely cluster 14 contains other genes that are related to apoptosis as well.

As shown in Figure 5F, genes encoding ribosome subunits and other translation-related proteins generally exhibited downtrends in transcription as oocytes matured and prepared for fertilization, consistent with a previous observation (Diag et al., 2018). Though downregulation occurs early on in the pachytene, the most significant downregulation occurs between S4 and -3 and includes many ribosomal protein subunits, such as *rla-0/1*, *rpl-1/2/3/4/5/7/9/10/13/14/15/16/17* and *rps-0/1/2/3/4/5/7/8/9/10/11/12/13/14/15* (Supplementary Table S3) (Nakao et al., 2004). Moreover, the reduced expression of ribosomal protein genes from the S4 stage and beyond suggests that the transcription of translational machinery required for oocyte maturation might have been completed before the diakinesis stage.

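The level of the 79 ribosomal protein genes in a sample was taken as the mean of their log2 normalized counts. It was 13.1 ± 0.77 (SD, n = 19) in S1, 12.5 ± 0.96 (n = 17) in S2, 11.28 ± 0.90 (n = 17) in S3, 10.2 ± 2.02 (n = 11) in S4, 8.97 ± 2.24 (n = 6) in -3 oocytes, 8.96 ± 1.92 (n = 13) in -2 oocytes, 9.11 ± 2.14 (n = 15) in -1 oocytes and 8.20 ± 2.76 (n = 6) in P0. By permutation of stage within batch, two-sided, the change was -0.62 in S1 vs. S2 (p = 0.00878, adjusted p = 0.0232), -1.20 in S2 vs. S3 (p = 1e-05, adjusted p = 7e-05), -1.07 in S3 vs. S4 (p = 0.00994, adjusted p = 0.0232) and -1.23 in S4 vs. -3 (p = 0.163, adjusted p = 0.228), the last by exact permutation. The later changes were -0.012 in -3 vs. -2, 0.15 in -2 vs. -1 and -0.91 in -1 vs. P0, with exact or resampled permutation p of 0.989, 0.804 and 0.161. With all mapped samples the first 4 changes were -0.97, -0.80, -0.72 and -1.74 and in batch A -0.61, -1.17, -1.62 and -1.85, with S4 vs. -3 at an exact permutation p of 0.0128 and 0.0014. Batch B alone, with 2 and 2 libraries, moved S4 vs. -3 most, to -2.06 (exact permutation p = 0.333, the smallest possible). These permutations do not take the worm into account. In the 3 worms with used S4 and -3 libraries the level was 14.9 in S4 and 11.8 in the -3 oocyte of worm J, 9.44 in S4 and 7.35 in the -3 oocyte of worm 20 and 8.41 in S4 and 7.70 in the -3 oocyte of worm 28. The batch-adjusted difference was -1.90 (exact permutation p = 0.000233).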

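Gene by gene, the edgeR fits called 1 of 78 ribosomal protein genes lower in S1 vs. S2, 49 of 78 in S2 vs. S3, 71 of 78 in S3 vs. S4, 69 of 78 in S4 vs. -3, 0 of 77 in -3 vs. -2, 0 of 77 in -2 vs. -1 and 1 of 77 in -1 vs. P0. In S2 vs. S3, 2 ribosomal protein genes were called higher. The paired fit called no gene of any kind in S3 vs. S4 or S4 vs. -3, where it had 4 and 3 worms and thus decides little. The median log2 fold change of the ribosomal protein genes in the unpaired fits was -0.40 in S1 vs. S2, -0.83 in S2 vs. S3, -1.36 in S3 vs. S4, -2.35 in S4 vs. -3, 0.57 in -3 vs. -2, 0.001 in -2 vs. -1 and -0.71 in -1 vs. P0. Of the 30 genes that the paper lists, 28 were called lower in S4 vs. -3, 29 in S3 vs. S4 and 24 in S2 vs. S3. With p adjusted over the listed genes alone these numbers were 30, 30 and 29. From this fall the paper proposes that transcription of the translational machinery needed for oocyte maturation may be complete before diakinesis.

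**Figure D1:**
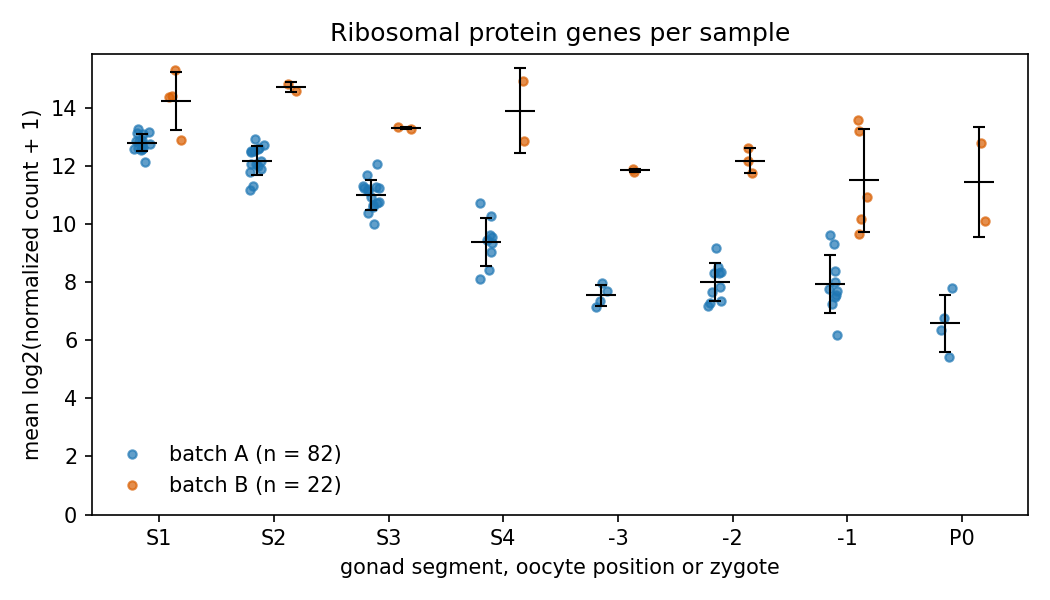
Mean log2 normalized count of the ribosomal protein genes of each used sample (vertical axis, log2) by stage (horizontal axis), separately for batch A and batch B. Stage means in batch A ran from 12.8 in S1 (n = 15) to 6.58 in P0 (n = 4), and in batch B from 14.2 (n = 4) to 11.4 (n = 2).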

### Differential alternative polyadenylation activity resumes post-fertilization

Though many studies focused on regulation of translation through the 3′UTRs of transcripts by RNA binding proteins (RBPs), few have elucidated changes of the 3′UTRs themselves (Merritt et al., 2008; Mangone et al., 2010; Diag et al., 2018; Steber et al., 2019). Thus, we analyzed differential alternative polyadenylation (DAP) usage through the DaPars2 software (Feng et al., 2018; Li et al., 2021), which estimates changes in proportion of distal (lengthened 3′UTR) and proximal (shortened 3′UTR) polyadenylation sites used under two different conditions. We found very few significant changes in distal versus proximal sites usage between neighboring stages, apart from the S4 vs. -3, -3 vs. -2 and -1 vs. P0 comparisons (Figure 6A). GO term enrichment analysis found that only the -1 vs. P0 comparison resulted in significant enrichment of genes with DAP for mitotic cell cycle related processes, mostly with shortened 3′UTRs (Figure 6B). For instance, we found that *cyb*-1/2.2 exhibited shortened 3′UTRs while *cdk*-1 exhibited lengthened 3′UTR (Figure 6C). CYB-1/2.2 along with CDK-1 regulate M phase entry of cell cycle in *C. elegans* (Rabilotta et al., 2015). Though most DAP genes between -1 oocytes and P0 exhibit shortened 3′UTR (Figure 6B), it is not straightforward how usage of distal vs. proximal sites regulates protein production. Furthermore, despite very few significant DAP genes in the early stages of oogenesis, we found the *par*-5 gene to exhibit DAP in both the S1 vs. S2 and -2 vs. -1 comparisons (Figure 6C). In fact, 3′UTR length of the *par*-5 transcript gradually decreased until the -3 stage before increasing again afterward (Figure 6C). Previous studies found that PAR-5 regulates asymmetric cell division and alternative 3′UTR isoforms of *par-*5 confers different levels of the PAR-5 protein (Mikl et al., 2014). Interestingly, most genes with DAP between S4 and -3 oocytes exhibited an increase in 3′UTR length, while most genes with DAP between -3 and 2 oocytes exhibited decreased in 3′UTR length (Figure 6A). However, it is unclear whether this is because -3 oocytes are fully cellularized and maintain a stable transcriptome or other factors.

**FIGURE 6:**
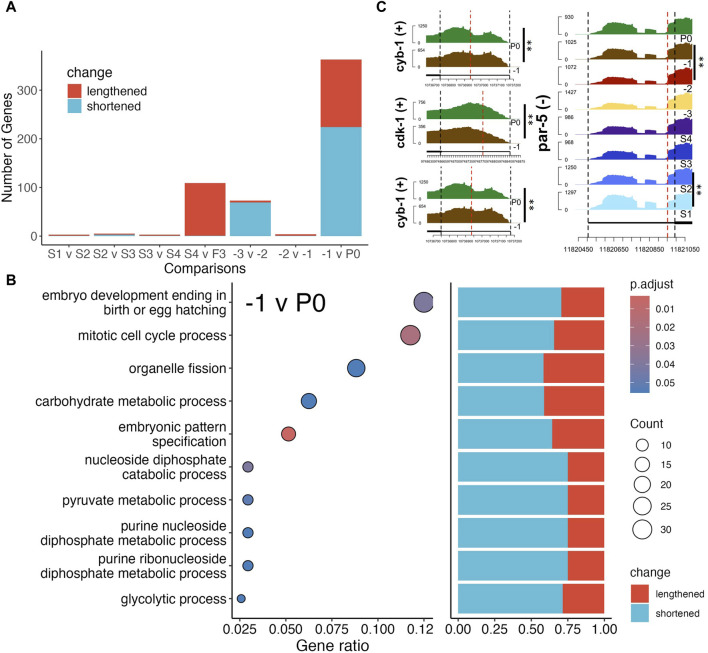
Differential alternative polyadenylation (DAP) analysis of genes between neighboring stages. **(A)** Number of DAP genes between each neighboring stage, colors indicate lengthening (purple) or shortening (yellow) of 3′UTR lengths. **(B)** GO term enrichment of significant DAP gene between F1 and P0 (left panel), and bar plot of percentage of significantly lengthened or shortened genes in each enriched gene set, GeneRatio is the proportion of differentially polyadenylated genes that belong to a known gene set. **(C)** Coverage by RNA-seq reads of 3′UTRs of genes *cyb-1/2*.*2*, *cdk-1* and *par-5*, red lines mark the estimated proximal polyadenylation site. BH p-adj: * <0.05; ** <0.01.

### Differential splicing play roles in germline development

We further performed differential splicing analysis using rMATs (Shen et al., 2014) to look for differential transcription of alternatively spliced isoforms of genes between neighboring stages along the oocyte developmental axis. Since rMATs could not account for batch effects, we performed the analysis with samples from Batch A (Figure 2A). We identified varying numbers of genes exhibiting significant splicing signals defined by rMATs, i.e., alternative 3′ splice site (A3SS), alternative 5′ splice site (A5SS), retained intron (RI), mixed exon usage (MXE), skipped exon usage (SE), between neighboring stages. Most notably, the S1 vs. S2 and the S4 vs. -3 oocyte comparisons yielded the most differential splicing usage with 58 genes and 54 genes exhibiting differential splicing, respectively (Figure 7A). Genes with differential splicing usage between the S1 vs. S2 comparison are enriched for GO terms related to mitosis (Figure 7B), which is expected, given the fact that S1 contains the TZ regions (Figure 1A). However, other neighboring stages comparisons yielded no significantly enriched GO BP terms. A few interesting examples are detailed as follows.

**FIGURE 7:**
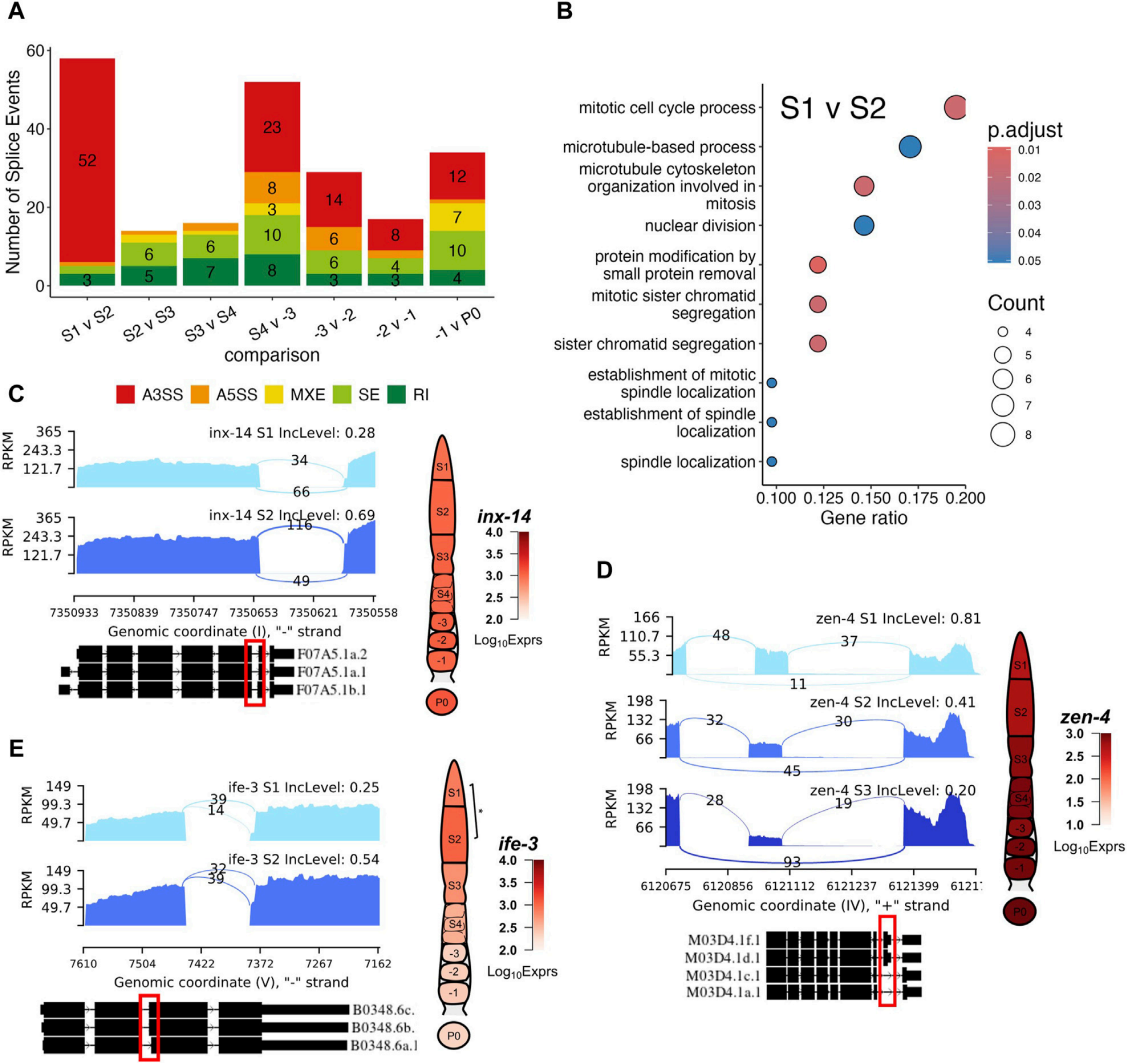
Examples of differential splicing usage of genes during germline development. **(A)** Box plot of numbers of five splicing types (A3SS, A5SS, MXE, SE and RI, see main text for definitions) detected between each pair of neighboring stages of germline development. **(B)** Enriched GO terms of genes with differential splicing events between the S1 and S2 stages, GeneRatio is the proportion of differentially spliced genes that belong to a known gene set. **(C)** Differential splicing events of gene *inx*-14 between the S1 and S2 stages. **(D)** Differential splicing events of gene *zen*-4 between the S1 and S2 as well as S2 and S3 stages. **(E)** Differential splicing event of gene *ife*-3 between the S1 and S2 stages. Exact positions of splicing events are shown in the red box. BH p-adj: * <0.05; ** <0.01; *** <0.0001.

Gene *inx-*14 was differentially spliced during the S1 to S2 transition (Figure 7C). Specifically, *inx-*14 was preferentially utilized for its longer sixth exon in the S2 stage compared to the S1 stage, resulting in increased proportions of its F07A5.1b isoform (Figure 7C). It has been documented that germline innexins INX-14/INX-21 and somatic innexins INX-8/9 forms gap channels that facilitate the communication between the somatic gonad and the distal germline to promote germline proliferation (Starich et al., 2014). UniProt designates the F07A5.1b isoform as the canonical isoform, differing from the alternative F07A5.1a isoform by 2 amino acids in the 406-407 positions. Our results suggest a possible mechanism by which INX-14 functions are regulated. (Starich et al., 2014).

Another notable event was a gradual increase in preference of *zen-4* skipping its eighth exon in the S1 to S3 transition (Figure 7D). Specifically, *zen*-4 is predominantly spliced in mutlple isoforms, including M03D4.1a.1, M03D4.1c.1, M03D4.1d.1 and M03D4.1f.1 (Figure 7D). This is due to the lack of read coverage for the regions that are spanned by the other isoforms (Figure 7D). The exon skipping event is indicative of decreased preference for the M03D4.1d.1 and M03D4.1f.1 isoforms, which contain the skipped exon in the other isoforms (Figure 7D). ZEN-4 along with CYK-4 forms the central spindlin complex, a conserved component of intercellular bridges that function in cellularization of oocytes during cytokinesis (White and Glotzer, 2012; Zhou et al., 2013; Lee et al., 2018). Though a recent study suggested that ZEN-4 was not essential in the germline for the closure of the intercellular bridge (Lee et al., 2018), our results suggest that as the oocyte moves along the rachis into late pachytene stage, alternative isoforms of *zen*-4 may play a role in the cellularization of maturing oocytes.

In addition, we found that *ife*-3 switched isoforms during the S1 to S2 transition (Figure 7E). The *ife*-3 gene encodes one of the *C. elegans* homologs for human translation initiation factors (eIFs) that play critical role in regulating mRNA content along with microRNA and RBPs binding proteins (Huggins et al., 2020). More specifically, *ife*-3 functions as a repressor of *fem*-3 expression to promote production of oocytes in the germline (Mangio et al., 2015; Huggins et al., 2020). Here, we showed a switch in *ife*-3 splicing preference for the B0348.6b and B0348.6c isoforms over the shorter B0348.6a isoform (Figure 7E). Along with a slight increase in *ife*-3 expression, these results hint at a possible mechanism of *ife*-3 regulation in the pachytene stage of oogenesis. 

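Normalized counts of ife-3 (WBGene00002061, chromosome V, 6584 to 7828) were 712 ± 237 (SD, n = 19) in S1 and 1029.9 ± 469.9 (n = 17) in S2, a log2 fold change of 0.60 (SE 0.20, adjusted p = 0.0322). With other samples the log2 fold change came to 0.51 over all mapped samples, 0.54 in batch A alone and 0.38 in the paired fit. ife-3 (adjusted p = 0.0876) did not pass both thresholds over all mapped samples. ife-3 (adjusted p = 0.0164) did not pass both thresholds in batch A alone. ife-3 (adjusted p = 0.0497) did not pass both thresholds in the paired fit.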

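In S3 and S4, normalized counts of ife-3 were 546.9 ± 201.2 (SD, n = 17) and 354 ± 59.7 (n = 11), a log2 fold change of -0.70 (SE 0.20, adjusted p = 0.0263) in edgeR. In -2 and -1 oocytes they were 222.3 ± 87.5 (n = 13) and 232 ± 73.7 (n = 15). This log2 fold change became -0.60 over all mapped samples, -0.84 in batch A alone and -0.85 in the paired fit. ife-3 (adjusted p = 0.8288) did not pass both thresholds in the paired fit.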

Interestingly, *ife*-3 expression reduced significantly in proximal oocytes, where transcription became increasingly silent, thus obviating the need for mRNA regulation (Figure 7E).

Other genes worth pointing out include *tos-1* coding for a reporter of differential splicing (Ma et al., 2011), and *lev*-11 coding for tropomyosin (Watabe et al., 2018). Transcripts of *tos*-1 exhibit loss of preference for the usage of its third exon from -1 to zygote transition (Supplementary Figure S18A), which is further corroborated by the decreased coverage of its longer isoform in S4 (Supplementary Figure S18A). 

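Normalized counts of lev-11 (WBGene00002978, chromosome I, 14621169 to 14631094) were 55.5 ± 67.7 (SD, n = 19) in S1, 131.6 ± 103 (n = 11) in S4, 202 ± 203 (n = 13) in -2 oocytes and 827 ± 1343 (n = 15) in -1 oocytes. In -1 vs. P0 the log2 fold change was -5.76 (SE 1.43, adjusted p = 0.0202) in edgeR. The log2 fold change was -4.56 over all mapped samples and -5.74 in batch A alone.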

As we described above, *lev-11* belongs to cluster 9 and its expression exhibits similar putative somatic characteristics. Thus, differential splicing of *lev*-11 transcripts (Supplementary Figure S18B) might be occurring in the sheath cells wrapped around the oocytes. It has been shown that different isoforms of *lev*-11 exhibit different characteristics in terms of muscle assembly and function (Watabe et al., 2018). Since -2 oocytes are roughly covered by Sh4 and -1 oocytes by Sh5, it is likely that an alternative isoform switch of *lev-*11 contributes to the different functions of these two sheath cell types.

## Discussion

With a spatial layout of cells that simultaneously mirrors the timeline of oogenesis, the *C. elegans* gonad can serve as a powerful model for uncovering mechanisms of oogenesis. However, the tiny size of the gonad also presents challenges for in-depth studies of the intricacies of this process. With the recent development of single cell methods, we utilize scRNA-seq techniques to decipher the transcriptomic landscape of different stages of oocyte formation as well as fertilization, though the data from the S1-S4 segments are not of single cell resolution as they contain multiple nuclei due to their syncytial structure. Our transcriptomic dataset of the *C. elegans* gonad presents a good resource for research into the transcriptional landscape of oogenesis of animals. Our results not only are able to recall most of the oogenic genes designated by earlier research that utilized micro-arrays and bulk-RNAseq (Reinke et al., 2004; Ortiz et al., 2014), but also are highly correlated with the earlier data, through careful alignment of samples, especially with those generated using single cell based techniques (Diag et al., 2018; Tzur et al., 2018).

Although care has been taken, the dissection of the tiny gonad presents a delicate problem, and it is difficult to fully avoid contamination by surrounding tissues, particularly, sperm and intestines. Based on known genes that are specifically transcribed in surrounding tissues, we were able to filter out these genes, and mitigating their impacts on our analyses. Though our dataset presents discernible batch effects, we either incorporated them into our analysis models or forfeited the smaller batch of samples when necessary. The number of biological repeats for each stage as well as the sequencing depth for each sample means the results are robust to the discarding of few samples. The expression profiles of the samples in both batches show a trajectory pattern in the UMAP display, which is consistent with the developmental axis of the gonad, indicative of our successful capture of the transcriptomes underlying the oogenesis program. Moreover, clustering analysis of DEGs identified between adjacent stages reveals 20 distinct patterns of dynamic changes in their expression along the gonad developmental axis. Expression patterns of the majority of randomly selected DEGs in the clusters are in excellent agreement with ISH images of the transcripts of corresponding genes in the NEXTDB database (Shin-i and Kohara, 1999), indicating that our results are of high accuracy.

We note that distal stages (S1–S3) inevitably contain transcripts originating from Sh1 and Sh2 sheath cells, due to the unenclosed and miniscule nature of the germline along the rachis. Thus, we focus on elucidating the transcriptomic changes of known germline associated genes to minimize false positive findings. On the other hand, the difficulty to remove to sheath cells wrapped around proximal stage oocytes prompted us to investigate patterns of expression that may arise from known sheath cell specific genes and investigate interactions between proximal oocytes and surround somatic tissues. We find that a great portion of genes that are drastically downregulated in zygotes relative to the -1 oocyte are of somatic origin, including many known markers of muscle cells and sheath cells. This allowed us to infer a large portion of genes as somatic in nature, especially those in the proximal oocytes. From their expression patterns throughout the gonad, these genes can be divided into roughly two groups. The first group consist of genes that have relatively stable transcription in the proximal oocytes before complete disappearance in zygotes, and the second group consist of genes that are drastically upregulated in only the -1 oocyte. The second group include genes whose transcripts have recently been found to be produced in the spermathecae but transported into -1 oocytes (Trimmer et al., 2023). We thus provide a list of genes that might undergo this process. Though the exact function and underlying mechanism for this phenomenon remain to be elucidated, a few genes exhibiting this pattern have been shown to affect the ageing of *C. elegans* (Zimmerman et al., 2015).

We confirm previous findings (Lee et al., 2012) at the transcriptomic level that the growth of oocytes presents as a process in which ribosomal biogenesis and cellular activity gradually decreases. Moreover, we observed at the transcriptional level known dynamics of core regulators of the mitosis to meiosis switch and meiosis maturation. In addition, we find that many genes involved in the eggshell formation initiate transcription as early as in the S1 stage, and their transcripts are accumulated until post fertilization. The *C. elegans* germline also presents a remarkable model for studying germ cell apoptosis (Gumienny et al., 1999). Our results not only capture distinct upregulation of apoptosis related genes in the pachytene loop (S2 stage), but also discover novel candidate genes for future studies of germ line apoptosis. Furthermore, our gene clustering and DEG results also reveal three distinct sets of apoptotic related genes, characterized by the expression pattern of the *ced*-3/4/9 (Figure 5C), *ced*-8 (Figure 5D) and *egl*-1 (Figure 5E) genes, respectively. These different modes of transcription suggest that cross-talks occur between different genes at the transcriptional and post-transcriptional levels to induce apoptosis.

The previous report that RBPs and the 3′UTRs are key players in a complex regulatory mechanism (Merritt et al., 2008; Mangone et al., 2010; Diag et al., 2018) in the *C. elegans* germline prompted us to investigate whether significant changes in polyadenylation site usage occurred during oogenesis and fertilization. Though we are not able to find significantly enriched pathways regulated via changes in polyadenylation during oogenesis, we do find enrichment for cell cycle processes due to changes in polyadenylation site usage during fertilization. Our results suggest that polyadenylation sites of transcripts remain relatively stable during oogenesis, and active regulation of alternative polyadenylation likely resumes in the zygote.

Finally, we find that alternative splicing events are present throughout the gonadal segments. We reveal significant changes in the usage of isoforms of hemi-channel gene *inx*-14. It is highly likely that products of different isoforms of *inx*-14 are associated with germline hemichannels INX-21/22 or somatic hemichannels INX-8/9 to facilitate communication between the somatic gonad and germline. We also find differential splicing usage of genes in the germline. For instance, we observe differential splicing of *zen-*4 throughout the pachytene region. Though previous studies preclude the involvement of ZEN-4 in oocyte cellularization in the germline syncytium (Lee et al., 2018), ZEN-4 isoforms may play roles in oocyte growth in late pachytene. Future studies are needed to elucidate the roles of isoform usages in *C. elegans* oogenesis and the underlying mechanisms.

Taken together, our results paint a complex transcriptional landscape of the germline development, oogenesis and fertilization processes in *C. elegans* in finer detail than previous studies. Though contaminations of sperm and somatic tissues present challenges, we were able to largely filter them out *in silico*, and meanwhile discern putative somatic elements. We not only confirm previous findings, but also reveal many novel transcriptional events along the temporospatial axis of the *C. elegans* germline and in the zygote. Our study presents a wealth of resources and gene candidates for future experimental investigation to reveal the underlying mechanisms of the oogenesis program, although much work remains to be done. Particularly, improving dissection techniques to sufficiently remove somatic contaminations may allow better delineation of the oogenesis program as well as provide transcriptomic profiles of the somatic gonad. Along the same line of thought, single nucleus transcriptomics may provide fine grain profiling of every oocyte along the gonad, albeit *in silico* separation and re-alignment of samples to a developmental trajectory may be required. Finally, application of a multi-omics approach on individual cell/stages of the gonad may paint a more comprehensive picture of the regulatory relationships that drive oogenesis.

## Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Zhengchang Su ().

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE261784.

# Supplementary material for: Transcriptomic analysis of the spatiotemporal axis of oogenesis and fertilization in C. elegans
**Source:** Front Cell Dev Biol. 2024 Aug 19;12:1436975. doi: 10.3389/fcell.2024.1436975
**Supplement:** Supplementary file 1

## **Supplementary Materials**

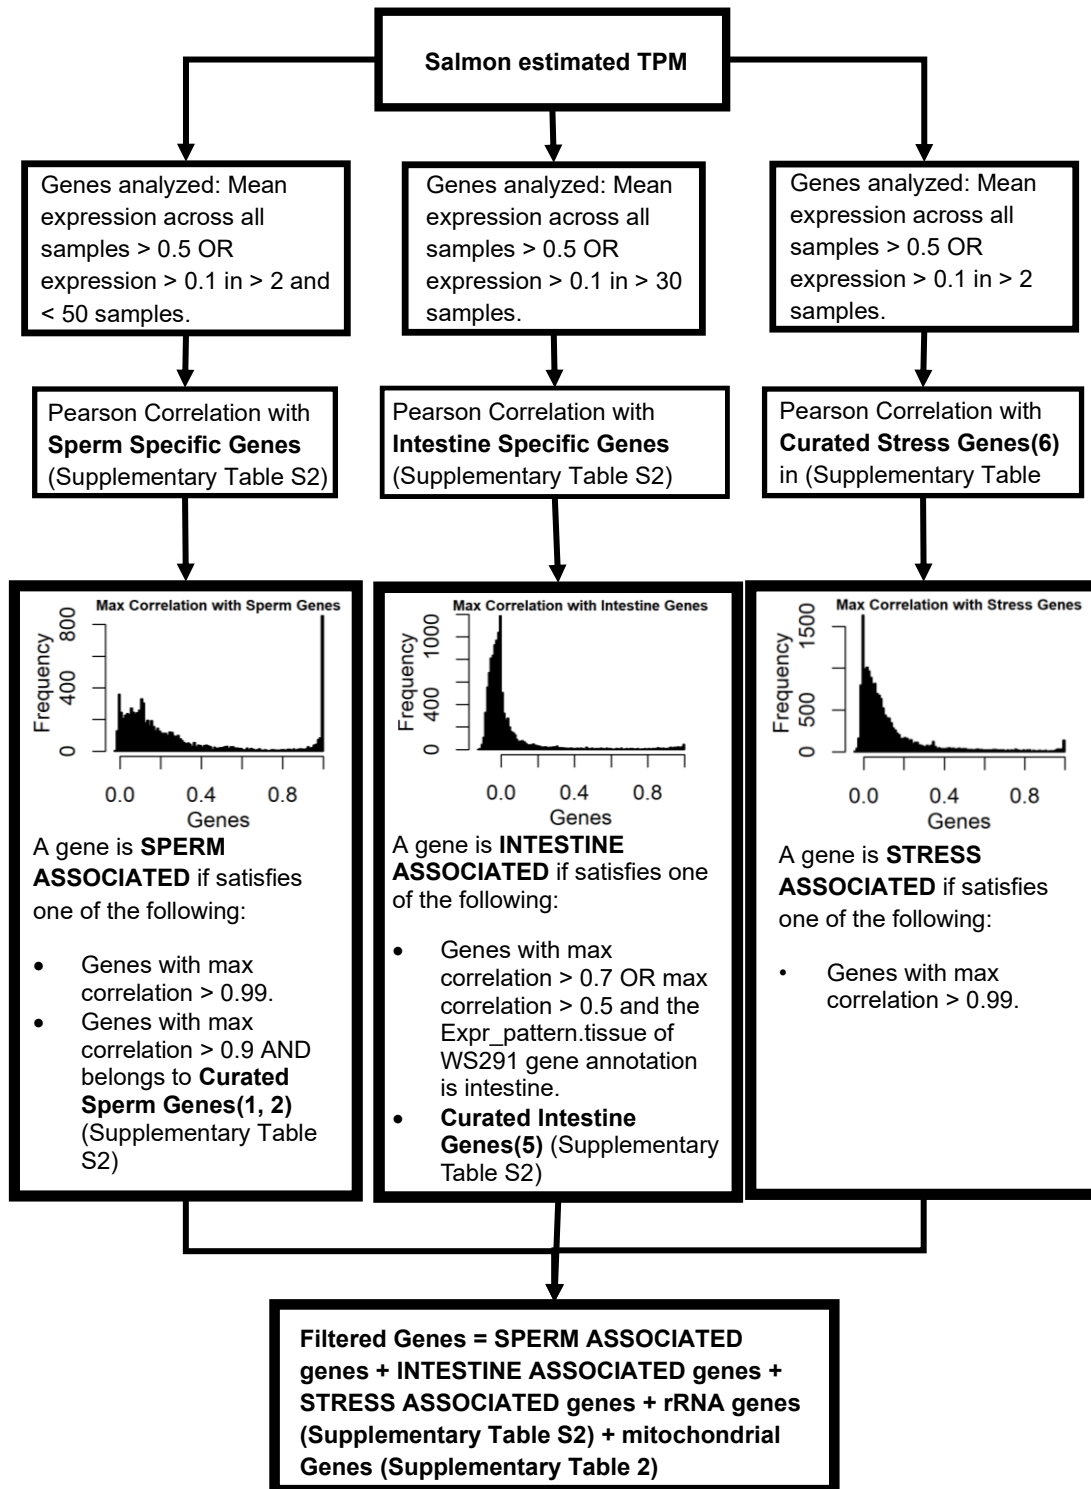

**Supplementary Figure S1** Gene filtering pipeline for mitochondrial, rRNA, intestine, sperm and stress associated genes. WS291 gene annotations are obtained via the Wormbase SimpleMine tool(3, 4).

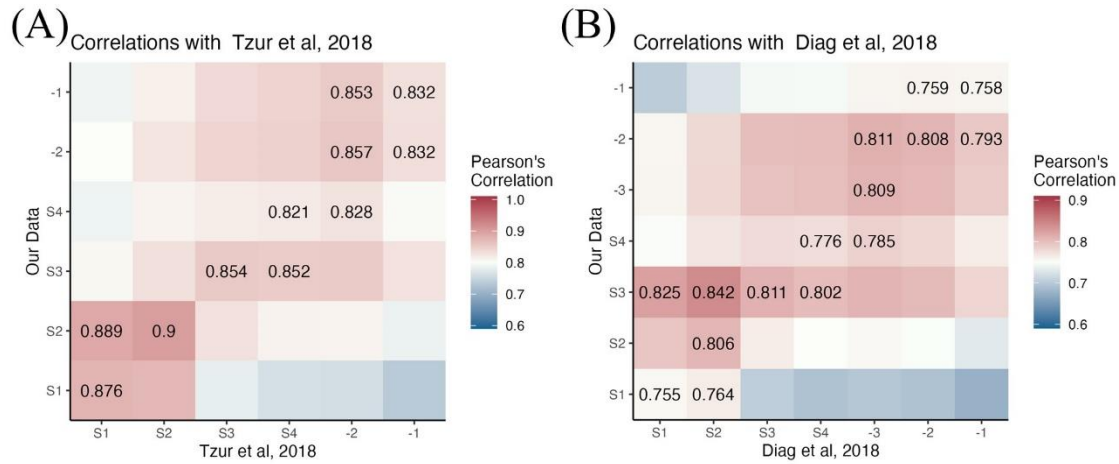

**Supplementary Figure S2 A, B.** Heatmap of Pearson correlation coefficient of our detected expressed genes in the segments with those of Tzur et al. (A) and of Diag et al. (B).

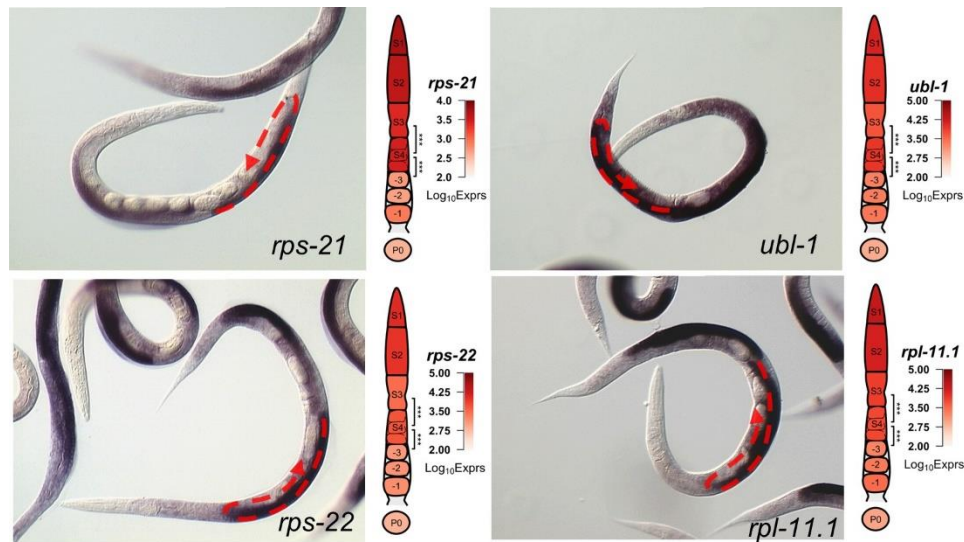

**Supplementary Figure S3.** ISH images taken from NEXTDB(7) for genes *rps-21*, *rps-22*, *rpl-11.1* and *ubl-1* in cluster 2, dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

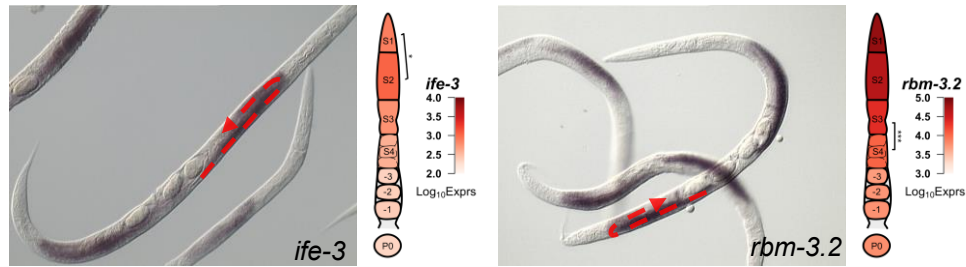

**Supplementary Figure S3.** ISH images taken from NEXTDB(7) for genes *ife-3* and *rbm-3.2* in cluster 3, dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

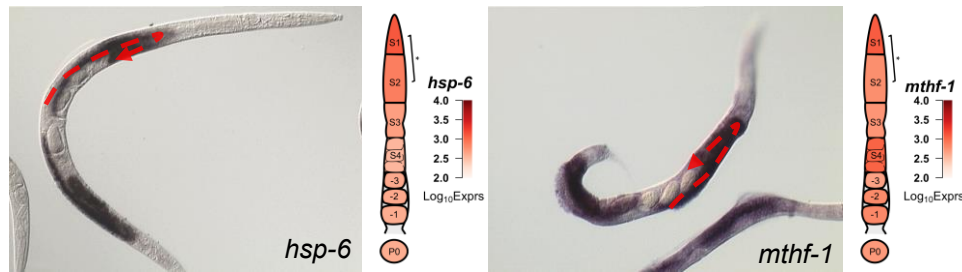

**Supplementary Figure S4.** ISH images taken from NEXTDB(7) for genes *hsp-6* and *mthf-1* in cluster 4, dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

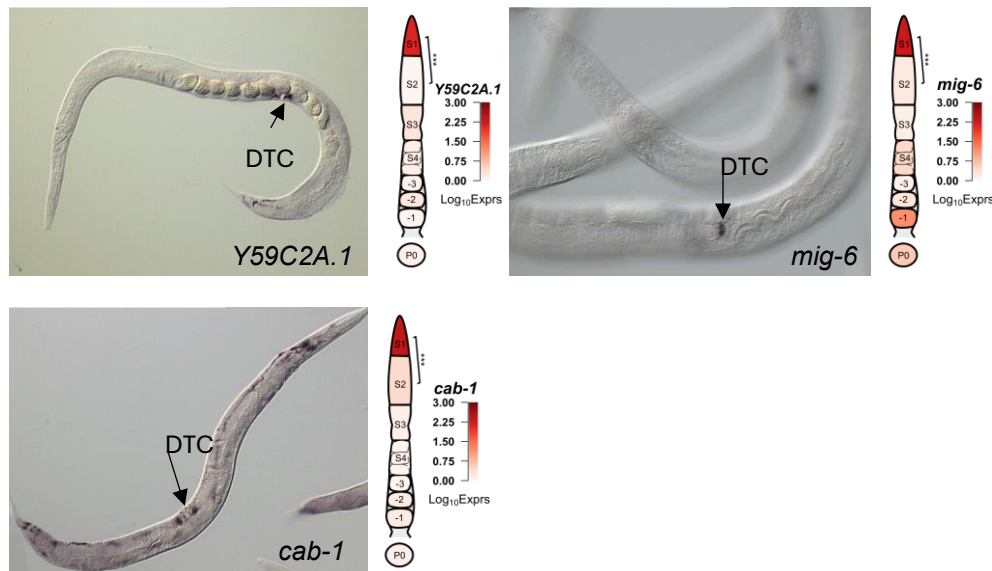

**Supplementary Figure S5.** ISH images taken from NEXTDB(7) for genes *Y59C2A.1*, *mig-6* and *cab-1* in cluster 5, arrow points to DTC location. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

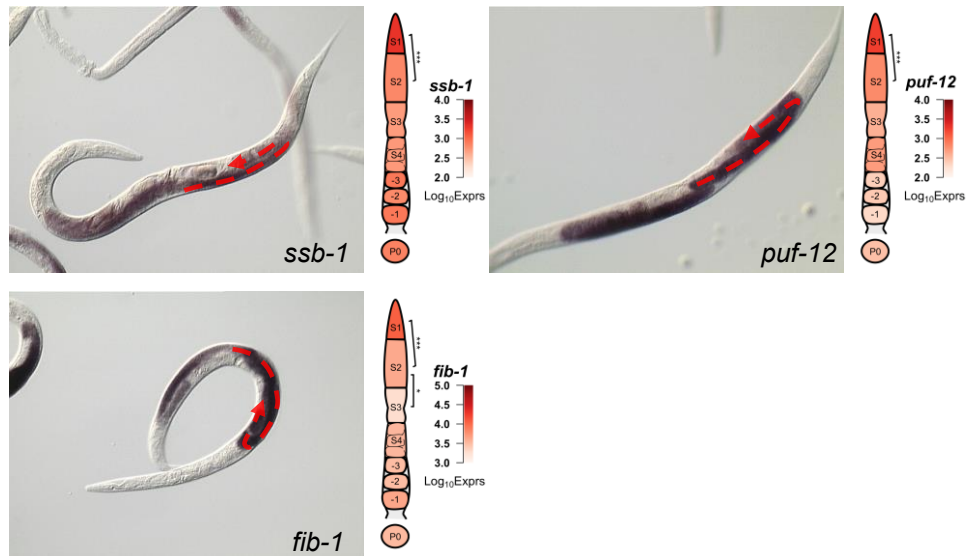

**Supplementary Figure S6.** ISH images taken from NEXTDB(7) for genes *ssb-1*, *puf-12* and *fib-1* in cluster 6, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

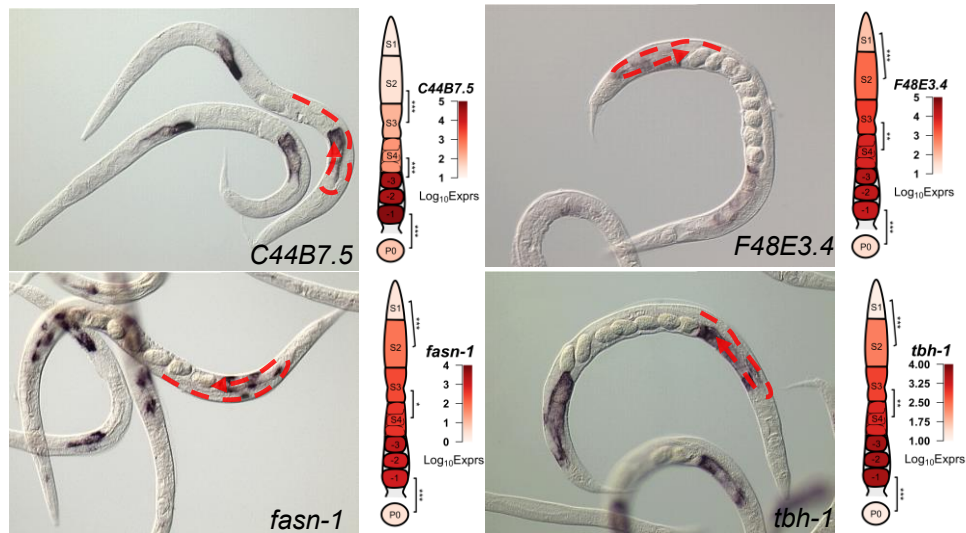

**Supplementary Figure S7.** ISH images taken from NEXTDB(7) for genes *C44B7.5*, *F48E3.4*, *fasn-1* and *tbh-1* in cluster 9, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

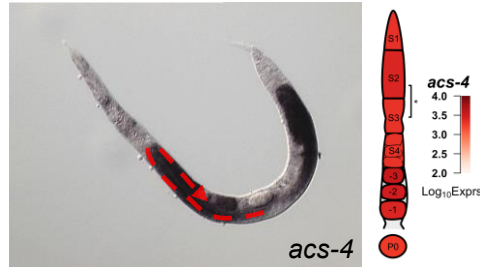

**Supplementary Figure S8.** ISH images taken from NEXTDB(7) for *acs-4* in cluster 10. Dashed red arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

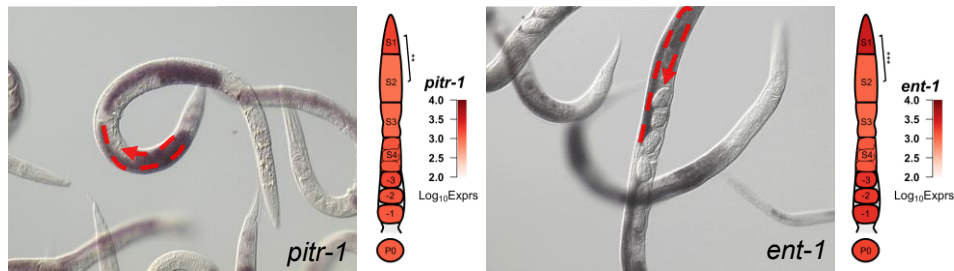

**Supplementary Figure S9.** ISH images taken from NEXTDB(7) for genes *pitr-1* and *ent-1* in cluster 11. Dashed red arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

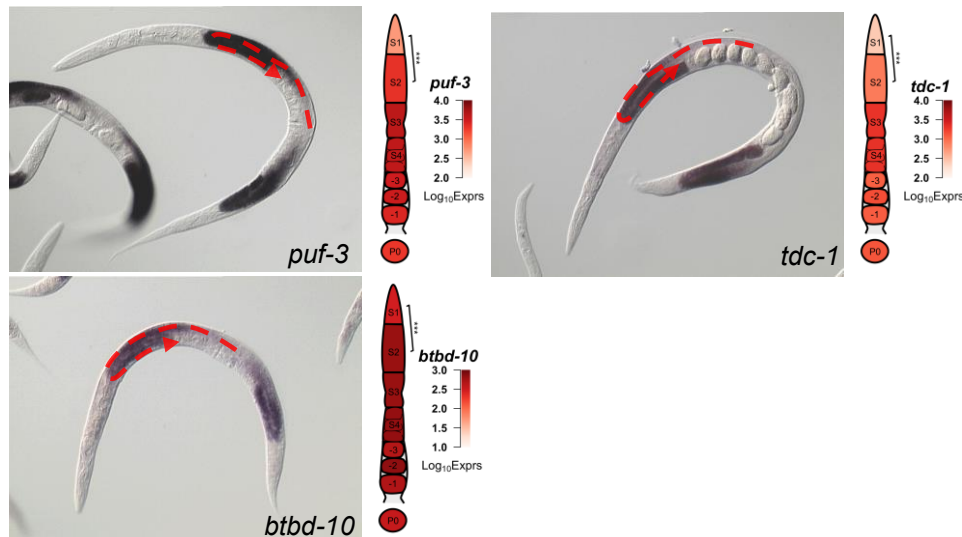

**Supplementary Figure S10.** ISH images taken from NEXTDB(7) for genes *puf-3*, *tdc-1* and *btbd-10* in cluster 15. Dashed red arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

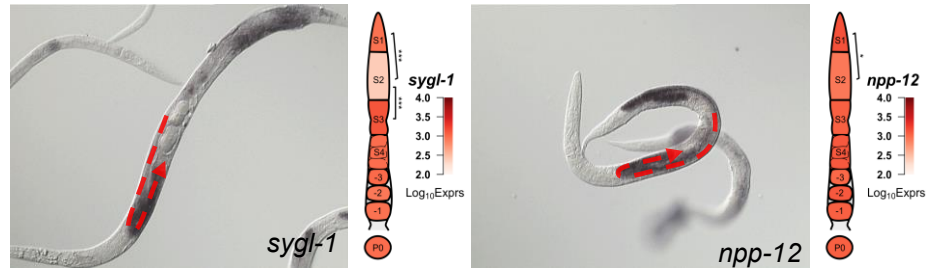

**Supplementary Figure S11.** ISH images taken from NEXTDB(7) for *sygl-1* and *npp-12* in cluster 16, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

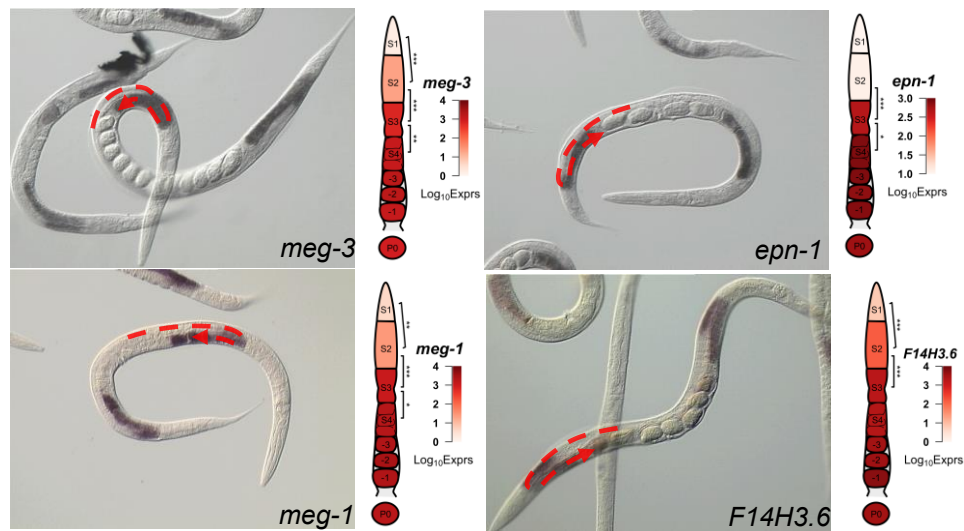

**Supplementary Figure S12.** ISH images taken from NEXTDB(7) for genes *meg-3*, *epn-1*, *meg-1* and *F14H3.6* in cluster 17, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

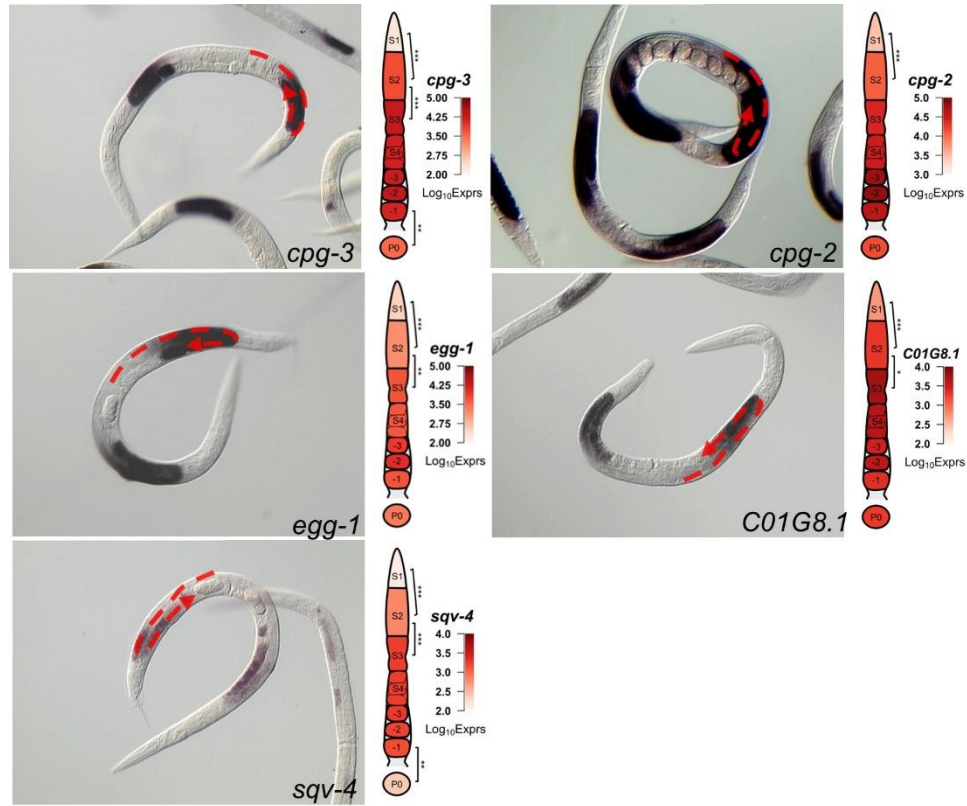

**Supplementary Figure S13.** ISH images taken from NEXTDB(7) for genes *cpq-3*, *cpq-2*, *egg-1*, *C01G8.1* and *sqv-4* in cluster 18, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

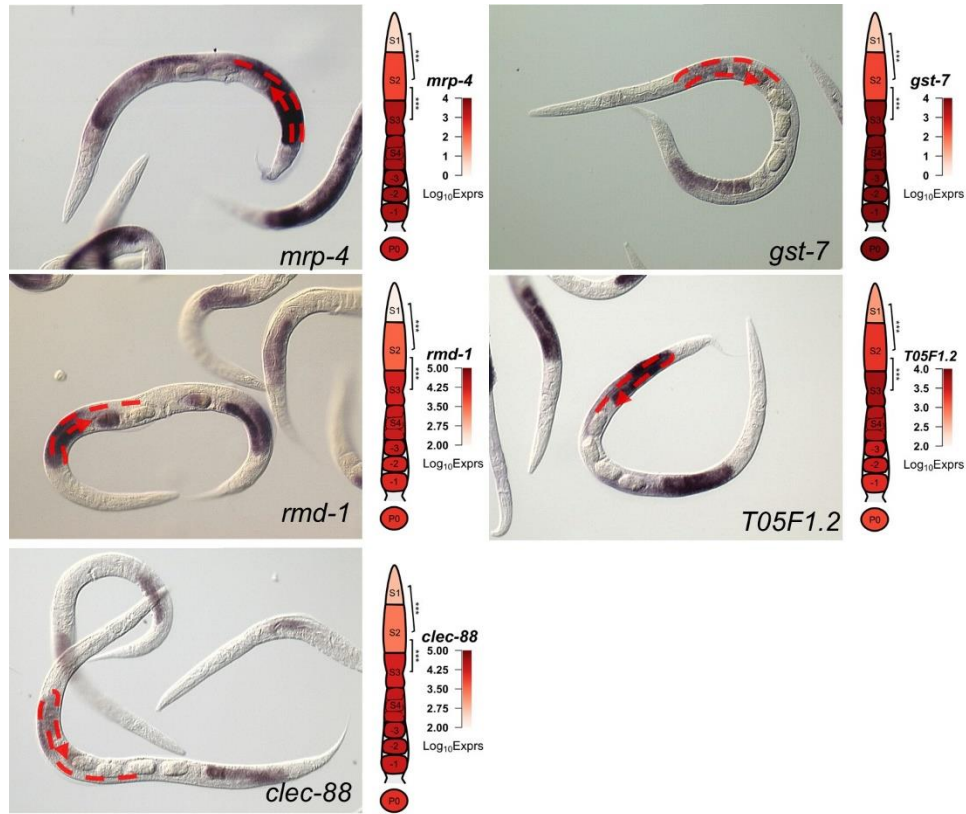

**Supplementary Figure S14.** ISH images taken from NEXTDB(7) for genes *mrp-4*, *gst-7*, *rmd-1*, *T05F1.2* and *clec-88* in cluster 19, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

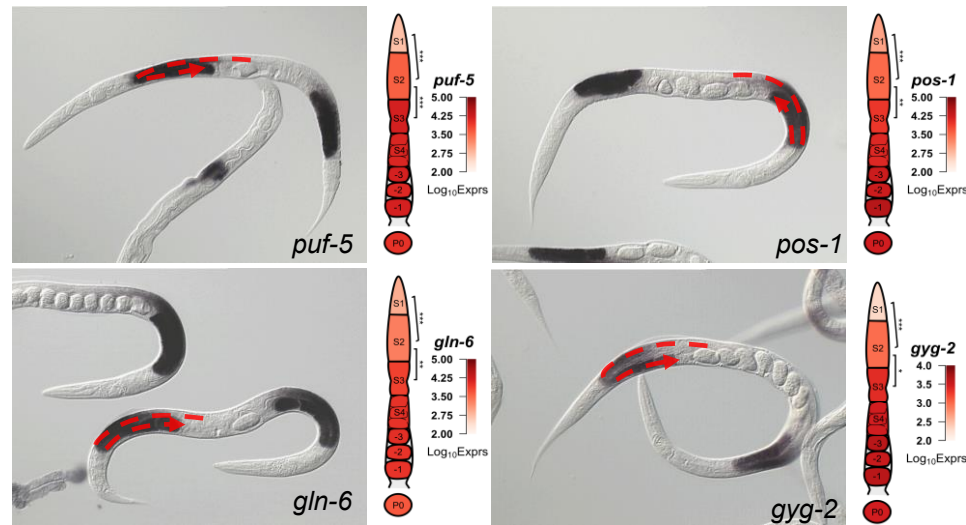

**Supplementary Figure S15.** ISH images taken from NEXTDB(7) for genes *puf-5*, *pos-1*, *gln-6* and *gyg-2* in cluster 20, red dashed arrow shows oogenesis path in the gonad. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

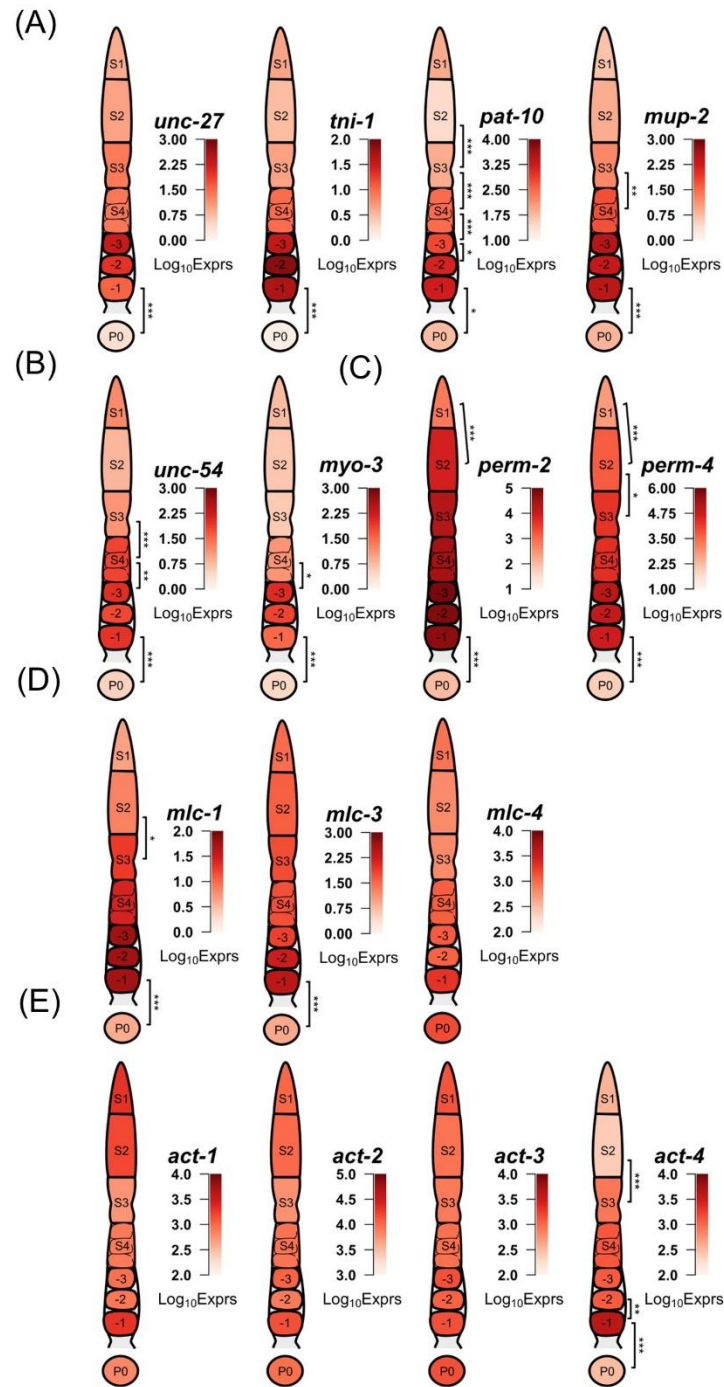

**Supplementary Figure S16.** A. genes encoding for components of the troponin complex. B. Genes coding for myosin heavy chain proteins (*unc-54* and *myo-3*). C. Genes coding eggshell components *perm-2/4*. D. Genes coding for four myosin light chains encoding genes. E. Genes coding for four actin encoding genes. BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

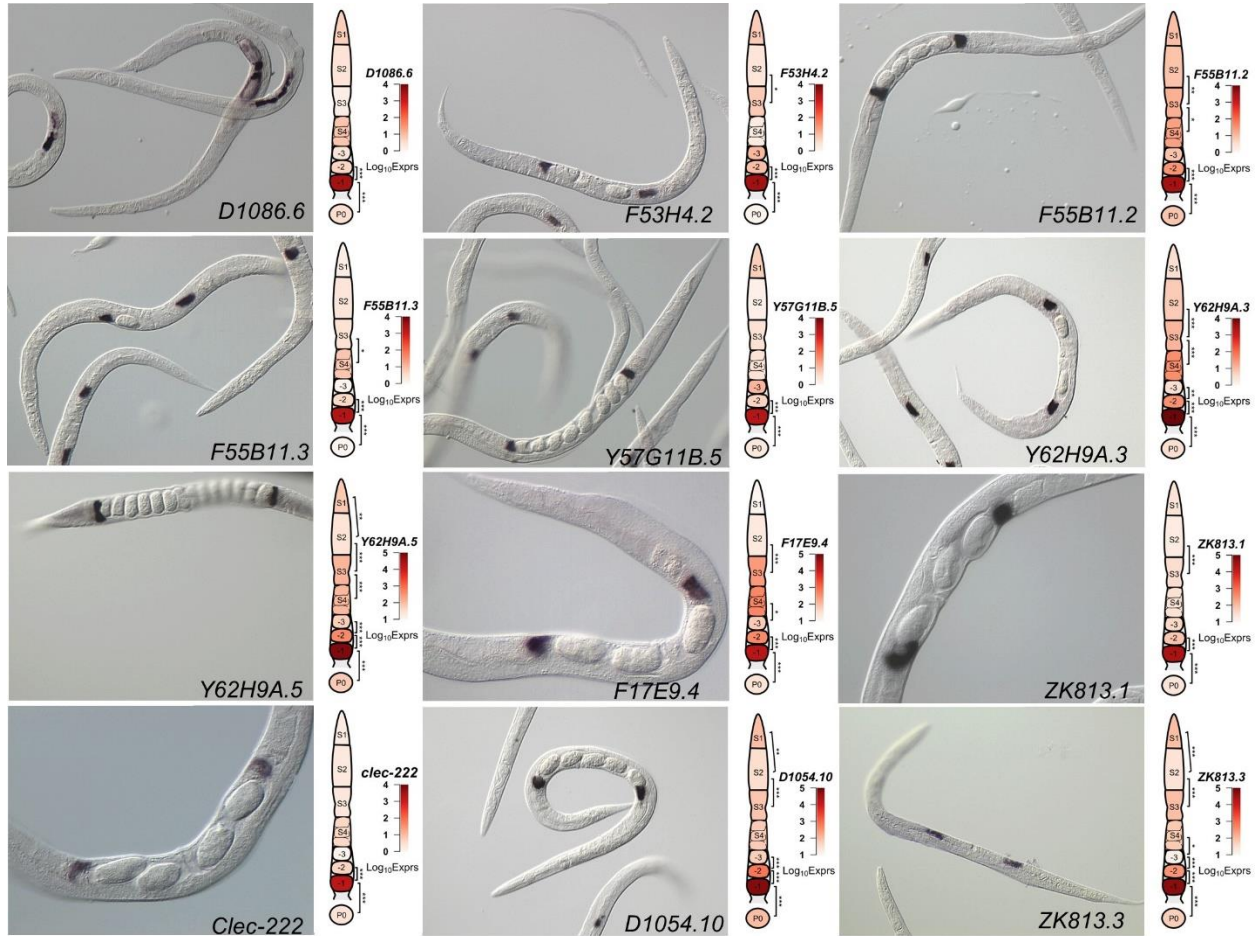

**Supplementary Figure S17.** NEXTDB(7) in situ imaging of 12 of the 25 putative genes that originate from the spermathecae, related to Figure 5C and Results . BH p-adj: \* < 0.05; \*\* < 0.01; \*\*\* < 0.0001

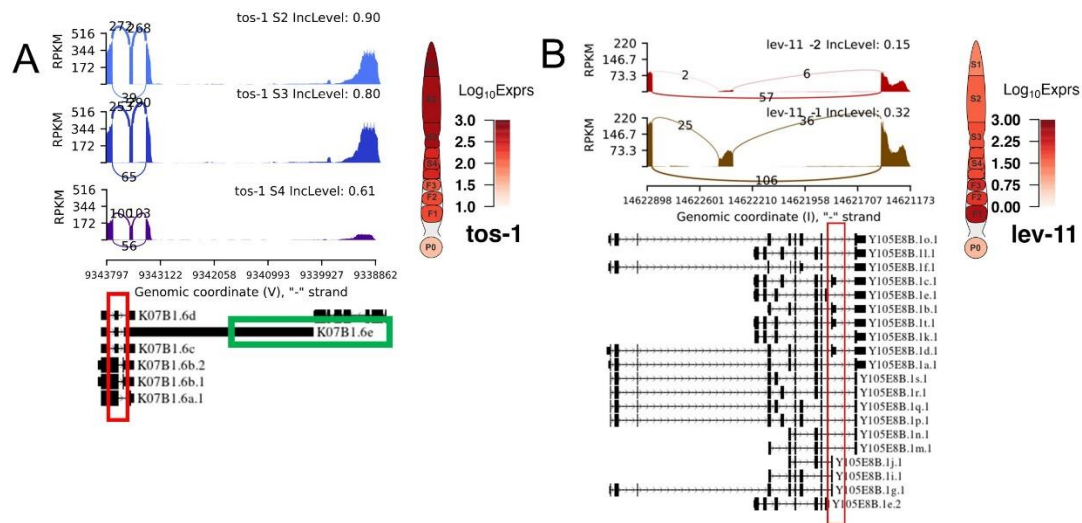

**Supplementary Figure S18.** A. Differential splicing events of *tos-1* between S2 and S3 as well as S3 and S4 stages. B. Differential splicing event of *lev-11* between F2 and F1 oocytes. Exact positions of splicing events are shown in the red box, long isoform of *tos-1* is shown in green box.

| Our segments | Tzur et al, 2018(8) | Diag et al, 2018(9) |
|--------------|---------------------|---------------------|
| <b>S1</b>    | Segments 1,2        | Segments 1,2        |
| <b>S2</b>    | Segments 3,4,5      | Segments 4, 5, 6, 7 |
| <b>S3</b>    | Segments 6,7        | Segment 8           |
| <b>S4</b>    | Segment 8           | Segments 10,11      |
| <b>F3</b>    | Segment 9           | Segment 12          |
| <b>F2</b>    | Segment 9           | Segment 13          |
| <b>F1</b>    | Segment 10          | Segments 14, 15     |
| <b>P0</b>    | NA                  | NA                  |

**Supplementary Table S1. Collection of mitochondrial, sperm, intestine, stress and rRNA genes used for filtering, related to Methods and Materials.** Curated Sperm Genes are obtained from (1, 2), Curated Intestine genes are obtained from (5), Curated stress genes are obtained from (6).

**Supplementary Table S2. Correspondence between or gonad stages and that of Diag et al, 2018(9) and Tzur et al, 2018(8), related to Methods and Materials.**

**Supplementary Table S3. Differential expression results for pairwise comparison between neighboring stages, related to Figure 3C.** Stages. Tested column indicates which 2 stages are compared.

**Supplementary Table S4. Gene cluster membership for all significant DEGs, related to Figure 4.**

**Supplementary Table S5. Significantly enriched gene sets from GSEA analysis on differential expression results of each comparison, related to Results.** Stages. Tested column indicates which 2 stages are compared.

**Supplementary Table S6. 121 selected genes for validation with NEXTDB.**

---

**Putative Genes from Spermathecae**

---

*clcc-222, D1054.10, ule-3, D1086.6, F53H4.2, F54F7.3, F55B11.2, F55B11.3, F57C2.4, K07A1.6, Y37D8A.19, Y57G11B.5, Y62H9A.3, Y62H9A.4, Y62H9A.5, ule-5, ZC373.2, E02H9.7, F17E9.4, ZK813.1, ZK813.3, D1086.11, H29C22.1, ZK813.7, F38A5.22*

---

**Supplementary Table S7. 25 putative genes that originate from the spermathecae, related to Figure 5C and Results.** Genes with high expression in F1 cells that are significantly upregulated between F2 and F1 and significantly downregulated between F1 and P0.

## References

1. Reinke V, Gil IS, Ward S, Kazmer K. Genome-wide germline-enriched and sex-biased expression profiles in *Caenorhabditis elegans*. *Development*. 2004;131(2):311-23.
2. Ortiz MA, Noble D, Sorokin EP, Kimble J. A new dataset of spermatogenic vs. oogenic transcriptomes in the nematode *Caenorhabditis elegans*. *G3 (Bethesda)*. 2014;4(9):1765-72.
3. Harris TW, Arnaboldi V, Cain S, Chan J, Chen WJ, Cho J, et al. WormBase: a modern Model Organism Information Resource. *Nucleic Acids Research*. 2019.
4. Davis P, Zarowiecki M, Arnaboldi V, Becerra A, Cain S, Chan J, et al. WormBase in 2022-data, processes, and tools for analyzing *Caenorhabditis elegans*. *Genetics*. 2022;220(4).
5. Mcghee J. The *C. elegans* intestine. *WormBook*. 2007.
6. Brunquell J, Morris S, Lu Y, Cheng F, Westerheide SD. The genome-wide role of HSF-1 in the regulation of gene expression in *Caenorhabditis elegans*. *BMC Genomics*. 2016;17(1).
7. Kohara Y. [Systematic analysis of gene expression of the *C. elegans* genome]. *Tanpakushitsu Kakusan Koso*. 2001;46(16 Suppl):2425-31.
8. Tzur YB, Winter E, Gao J, Hashimshony T, Yanai I, Colaiacovo MP. Spatiotemporal Gene Expression Analysis of the *Caenorhabditis elegans* Germline Uncovers a Syncytial Expression Switch. *Genetics*. 2018;210(2):587-605.
9. Diag A, Schilling M, Klironomos F, Ayoub S, Rajewsky N. Spatiotemporal m(i)RNA Architecture and 3' UTR Regulation in the *C. elegans* Germline. *Dev Cell*. 2018;47(6):785-800 e8.

How the deposited data were processed for this re-analysis (not part of the article)

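RNA-seq libraries of single gonad segments (S1 to S4), single -3, -2 and -1 oocytes and single zygotes (P0) were examined, together with 3 early embryos. The authors trimmed the reads with Trim Galore and aligned them to the WBcel235 genome with HISAT2, and the deposited counts are reads per gene from HTSeq on the WormBase WS291 annotation at its default settings, with no normalization. The authors made the TPM values with Salmon and summed them over the transcripts of each gene. The authors computed the fractions of the deposited quality table with custom scripts and QoRTs, as shares of reads mapped, of mapped reads on coding sequence or of TPM in each class of contaminating genes, and the table also gives each library's batch and whether it was used. The count table holds 46927 genes, 92 spike-in sequences and 146 libraries, and the TPM table holds 46271 genes. Symbols were known for 44113 genes.

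Stages were taken from the sample labels. The 104 stage libraries that the quality table marks as used were the main set, and all 135 libraries of the stages the other. The stages differ in depth, which can change the number of genes detected, so the number of detected genes, taken at a TPM of at least 1, was also counted after drawing 1257306 reads from each library. With the smallest stages at 6 libraries, many changes in the -3 oocytes and P0 may be missed. The paper's 6 zygotes from another study, its lists of intestine and stress genes, its analyses of polyadenylation and splicing and its image data were not used here. TPM is given by gene, so isoforms were not analysed here.

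Before testing, 756 genes of the mitochondrial genome, of rRNA or tracking the msp genes were left out. Counts of neighboring stages were compared with edgeR 4.0.16 (filterByExpr at a minimum count of 10, TMM normalization, robust quasi-likelihood F test) with batch and the share of genes detected as covariates, in R 4.3.3 with data.table 1.17.8. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change above 1.5. Standard errors are the absolute log2 fold change divided by the square root of F. DESeq2 1.42.0, with and without shrunken fold changes, was an alternative, as were median-of-ratios factors, no detection rate covariate, no low-count filter, no genes left out, all 8 stages in one fit, all mapped samples, batch A alone and worm as a block. The pairing by worm comes from the worm named in the sample labels, and the fit with worm as a block kept the detection rate covariate. Gene sets were tested with camera and fry of limma 3.58.1. Normalized counts are counts divided by median-of-ratios size factors. For all mapped samples these factors were computed anew, in a form that admits genes not counted in every library.

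Numbers of detected genes and mean log2 expression of ribosomal protein genes (normalized count plus a pseudocount of 1) were compared by permuting stage within batch, 100000 times or exactly where a group had fewer than 10 libraries. Principal components were taken of the 2000 most variable genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps. A batch by stage term was tested gene by gene with edgeR. Each count of called genes was set against 100 splits of the same libraries within batch, in which the stages were swapped within worms that gave both libraries and exchanged within batch among the others. The genes named in the text are genes whose expression the paper's text, figures or supplement report. The paper's 25 spermatheca genes and the ribosomal protein genes are mostly given as sets, and rbm-3.2, acs-4, pitr-1 and ent-1, which the supplement shows in staining images, are not reported here. For each comparison the text also names the gene with the largest change in each direction among called genes with an average log2 CPM of at least 5. For symbols the paper gives that match no gene of the annotation, no value is given.

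The tests were tried on simulated counts with 200 changed genes. At the library numbers of S1 vs. S2, edgeR recovered 160 of 195 tested changed genes with 6 false calls, DESeq2 173 with 19, and edgeR with worm as a block 116 of 191. At those of -3 vs. -2, edgeR recovered 52 of 188 and DESeq2 79 with 25 false calls. At those of -1 vs. P0, edgeR recovered 48 of 192 and DESeq2 79 with 31 false calls. The batch by stage term in -2 vs. -1 recovered 10 of 194. A gene set raised by 0.7 in log2 gave a median of 0.69 (camera p = 2.22e-06), and an unchanged set p = 0.228. The simulated genes were drawn independently. In the real sets camera estimated correlations between genes of 0.27 (mitochondrial translation) and 0.22 (ATP production). The simulation thus does not show that camera could find a shift in those sets.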

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

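The tests of the single zygotes and of the -3 oocyte described below were chosen after their values were seen, while the test of batch against stage was chosen before the data were examined and its depth check before its result was seen.

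The change between neighboring stages was compared between batch A and batch B by a batch by stage term for each gene in edgeR. At an adjusted p under 0.05, the number of genes with different changes in the batches was 3 in S1 vs. S2, 119 in S2 vs. S3, 1185 in S3 vs. S4, 580 in S4 vs. -3, 38 in -3 vs. -2, 195 in -2 vs. -1 and 334 in -1 vs. P0, of 5253, 6218, 7071, 7135, 7206, 6958 and 7555 tested, and 416, 1122, 2312, 2074, 1188, 1301 and 1623 had an unadjusted p under 0.05. Of these genes, 0, 14, 101, 3, 0, 0 and 3 were also called between the stages. Batch B entered with 2 to 5 libraries per stage, so single libraries weigh heavily in these terms. On simulated counts the term recovered 10 of 194 changed genes in -2 vs. -1, so many differences may be missed. Depth was tested by thinning each batch B library deeper than the batch A median of its stage to that median. In the median of 3 draws the number of genes was 66.7% of the first in S1 vs. S2, 75.6% of the first in S2 vs. S3, 89.3% of the first in S3 vs. S4, 78.1% of the first in S4 vs. -3, 44.7% of the first in -3 vs. -2, 92.3% of the first in -2 vs. -1 and 71.3% of the first in -1 vs. P0. The same genes were found again less often, 33.3%, 63.9%, 78.9%, 75.7%, 39.5%, 69.7% and 67.7% of them in that order, a measure added after the result was seen. A difference in depth may thus account for the genes of -3 vs. -2, where fewer than 50% were left by both measures in the median. The 3 draws there gave 17, 11 and 27 genes and found 15, 10 and 18 of the 38 again. The number of genes left thus varied widely between draws. In S1 vs. S2, with 3 genes, the measures differ and the test does not decide. In the other comparisons over 50% were left by both. In -2 vs. -1, 1 of 100 splits, in which the batches were reassigned to worms, gave as many genes, the real split, and the highest of the others gave 4. The same was not run for the other comparisons. The paper states that the batches were mainly made with different protocols, and protocol and batch cannot be told apart here. The design gives no condition that differs between the batches, so no biological explanation was tested. Libraries of both protocols from the same worms would tell a protocol difference from a difference between animals.

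In groups of 4 to 10 libraries, the highest or lowest normalized count was set against Dixon's critical value for its gap. Of 38 groups examined, 20 passed it, where chance gives about 1 in 20, or 1.9. All of these were among the 34 gene levels. On the log2 scale 7 passed, among them lin-3 in P0 (15.7 in the zygote of worm unknown5), which had not passed as a count. The others were fasn-1, tbh-1, inx-8, inx-9 and tni-1 in the zygote of worm 2 and myo-3 in that of worm unknownA. The gene levels of P0 and -3 are not independent, since genes from the same source rise together in a library.

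Among the P0 libraries, the zygote of worm 2 stood far above the other 5 in 10 levels: 703 for C44B7.5, 8.82 for fasn-1, 159.7 for tbh-1, 159 for inx-8, 25.5 for inx-9, 2.94 for tni-1, 915 for perm-2, 794 for perm-4, 204 for ule-3 and 368 for ule-5. With all genes reported here left out, of the genes called lower in P0 in edgeR, 43.4% had their highest P0 count in this zygote, against 8% of 7050 other genes, a ratio of 5.43. By library size this zygote ranked 5 of 6, so a greater depth is not what sets it apart. Its share of intestine genes was 0.0116 and that of stress genes 0.0168, against at most 0.00099 and 0.00165 in the other used zygotes. A candidate explanation, with which the intestine share goes, is that RNA of sheath or other somatic cells was carried along with this zygote. Staining of isolated zygotes for attached somatic cells would test it. The design gives no condition that sets this zygote apart, so no biological explanation was tested.

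As counts, but not past the critical value on the log2 scale, the zygote of worm unknown5 stood above the others with 19022 for cpg-3, 1998 for sqv-4, 20568 for egg-1 and 4155 for egg-2. By library size it ranked 1 of 6, and that rank alone does not test whether depth is the cause. It had 92741233 reads and a spike-in fraction of 0, where the other used zygotes of batch A had 0.00535, 0.0022 and 0.0082, so its preparation may have differed as well. A less degraded maternal pool or an earlier age of this zygote may be considered, and timed zygotes would test it. The zygote of worm unknownA was highest with 12.4 for unc-27, 21.5 for unc-54, 21.5 for myo-3 and 43005 for act-2, and that of worm unknownB with 20.0 for mlc-1. Both are of batch B. No cause was tested for these 2 zygotes.

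C44B7.5 had 155614 in the -3 oocyte of worm H, far above the other 5 as a count but not past the critical value on the log2 scale. Of the same genes lower in P0, 62.6% had their highest -3 count in this oocyte, against 25.6% of the other genes, a ratio of 2.44. By library size it ranked 1 of 6. The other -3 oocyte of its batch ranked 3 for this gene. A single library cannot decide on a difference between the batches, and the wider pattern was not tested against batch. Sheath cell RNA carried with the oocyte may explain the level, and cannot be told apart from library size or batch in this sample. No biological explanation was tested, as the design sets this oocyte apart in nothing else.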

How the results depend on the processing

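All alternatives were chosen before the data were examined, apart from the batch-adjusted difference, the wider names for ATP production and the fits that left out single embryo or zygote libraries, which were chosen after values were seen. The cause of a change was not tested. Over the used samples the comparisons called 768 in S1 vs. S2, 1263 in S2 vs. S3, 557 in S3 vs. S4, 8 higher and 100 lower in S4 vs. -3, 0 in -3 vs. -2, 12 in -2 vs. -1 and 440 in -1 vs. P0, and the union held 2635.

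With all mapped samples the called genes were 367 (36.0% higher) in S1 vs. S2, 616 (430 higher, 186 lower) in S2 vs. S3, 295 (121 higher, 174 lower) in S3 vs. S4 and 3 (3 higher, 0 lower) in -2 vs. -1, and the union 1596. For -1 vs. P0 there were 193 higher and 327 lower, beside 440, 11 of them higher. The median log2 fold change of all genes moved to 0.44 in -1 vs. P0 and -0.24 in -2 vs. -1, and gene changes there are to be read against that shift. The sign changed for -1 vs. P0 log2 fold changes: 1.90 for sqv-4 and 0.66 for egg-1. The change in detected genes reversed to 1.1e+02 in S4 vs. -3 (p = 0.815), -0.7 in -3 vs. -2 (p = 0.998) and -236 in -2 vs. -1 (p = 0.68), and in -1 vs. P0 it was -1706 (p = 0.0798, beside 0.0161 over the used samples, neither under 0.05 after adjustment). The ribosomal protein change in S4 vs. -3 was -1.74 (p = 0.0128, adjusted p = 0.0447), with p no longer under 0.05 at -0.80 in S2 vs. S3 (p = 0.0625) and -0.72 in S3 vs. S4 (p = 0.346), and reversed to 0.39 in -3 vs. -2 (p = 0.457) and -0.80 in -2 vs. -1 (p = 0.0934). The batch share of the second principal component was 0.000936 (p = 0.728).

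In batch A alone, S4 vs. -3 called 204 genes (55 higher, 149 lower), and lin-3 in -1 vs. P0 had -0.16 in place of 0.16. The change in detected genes reversed to 175 in S3 vs. S4 (p = 0.463) and was 239 in -3 vs. -2 (p = 0.023) and 355 in -2 vs. -1 (p = 0.043), with adjusted p of 0.0536 and 0.0752. The ribosomal protein change was -1.85 in S4 vs. -3 (p = 0.0014) and -1.34 in -1 vs. P0 (p = 0.043), with adjusted p of 0.00245 and 0.0601, and reversed to 0.46 in -3 vs. -2 (p = 0.219) and -0.074 in -2 vs. -1 (p = 0.846). In batch B alone, the changes in detected genes of 684 in S2 vs. S3 (p = 0.333) and -389.6 in -1 vs. P0 (p = 0.476) rest on few libraries. The smallest p possible was 0.333 in S2 vs. S3, the p that the change had, so p there cannot show a loss of the change. In -1 vs. P0 the smallest was 0.0476. Changes reversed to 850 in S4 vs. -3 (p = 0.667) and -324 in -3 vs. -2 (p = 0.7). The ribosomal protein change there was -1.39 in S2 vs. S3 (p = 0.333), with the same smallest p as the detected genes, and reversed to 0.47 in S1 vs. S2 (p = 0.6), 0.59 in S3 vs. S4 (p = 1), 0.34 in -3 vs. -2 (p = 0.4) and -0.68 in -2 vs. -1 (p = 0.518). With the batch-adjusted difference the detected genes gave 99.2 in S3 vs. S4 (p = 0.683) and 430.1 in -2 vs. -1 (p = 0.0273, adjusted p = 0.0638), and the ribosomal protein genes -1.90 in S4 vs. -3 (p = 0.000233), 0.42 in -3 vs. -2 (p = 0.122) and -0.24 in -2 vs. -1 (p = 0.547).

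The pairing by worm was tested with worm as a block, using the paired libraries alone. The paired fit called 34 (24 higher, 10 lower) in S2 vs. S3, 32 (30 higher, 2 lower) in -3 vs. -2 and 3 (3 higher, 0 lower) in -2 vs. -1, and none in S3 vs. S4 or S4 vs. -3 (0 and 0), where 328 and 669 genes had an unadjusted p under 0.05. The union over its 6 comparisons was 1195, and 43 of 98 tested results of named genes passed both thresholds, beside 106 of 130 in the unpaired fits. The S2 vs. S3 log2 fold changes that changed sign were -0.027 for oma-1, -0.37 for oma-2, 0.050 for cgh-1 and 0.39 for car-1. These fits use fewer libraries and keep the detection rate covariate, so lost calls need not mean smaller effects. With the 3 or 4 worms of S3 vs. S4, S4 vs. -3 and -3 vs. -2, few residual degrees of freedom were left. No paired fit gave a value for -1 vs. P0, as no worm gave used libraries of both stages.

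Without the low-count filter the called genes were 1895 (925 higher, 970 lower) in S1 vs. S2, 3236 (2485 higher, 751 lower) in S2 vs. S3, 1333 (691 higher, 642 lower) in S3 vs. S4 and 203 (55 lower) in -2 vs. -1, and the union 5864. All 8 stages in one fit gave 1701 (1046 higher, 655 lower) in S1 vs. S2, 2110 (1821 higher, 289 lower) in S2 vs. S3, 212 (81 higher, 131 lower) in S4 vs. -3, 2 (0 higher, 2 lower) in -3 vs. -2, 152 (131 higher, 21 lower) in -2 vs. -1 and 1009 (314 higher, 695 lower) in -1 vs. P0, a union of 4179, and in -1 vs. P0 0.063 for egg-1. Without the detection rate covariate there were 1978 (1293 higher, 685 lower) in S2 vs. S3, 344 (113 higher, 231 lower) in S3 vs. S4 and 29 (29 higher, 0 lower) in -2 vs. -1, and in -1 vs. P0 0.32 for egg-1, against -2.40.

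DESeq2 called 948 (580 higher, 368 lower) in S3 vs. S4, 285 (48 higher, 237 lower) in S4 vs. -3 and 45 (43 higher, 2 lower) in -2 vs. -1, and with shrunken fold changes 915 (563 higher, 352 lower) in S3 vs. S4 and 284 (47 higher, 237 lower) in S4 vs. -3, with 11 higher and 2 lower in -2 vs. -1. Median-of-ratios factors in edgeR moved the balance of S3 vs. S4 to 477 called, 292 of them higher, and the median log2 fold change of all genes in S2 vs. S3 to 0.13. The small change of mlc-4 in -1 vs. P0 changed sign with DESeq2 (-0.013), its shrunken fold changes (-0.025) and median-of-ratios factors (-0.013).

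Detected genes counted at 1 read or more rose by 689 in -2 vs. -1 (permutation p = 0.0299, adjusted p = 0.0698), and at 10 reads or more by 422 (p = 0.0426, adjusted p = 0.0994). On the deposited TPM the ribosomal protein change was 0.13 in -3 vs. -2 (p = 0.798) and -0.18 in -2 vs. -1 (p = 0.692), and the batch share of the first component 0.0636 (p = 0.0001). With all genes at a mean of 10 or more that share was 0.0219 (p = 0.0286). Early embryo vs. P0, with 0 called genes and 396 at an unadjusted p under 0.05, called 46 without the detection rate covariate, 313 with DESeq2, 196 with all used zygotes, and from 0 to 75 across the 6 fits that each left out one library. No stage had 5 or fewer used libraries, so no stage comparison was refitted without single libraries.

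Of 1264 refitted log2 fold changes of named genes, 1084 kept their sign and stayed on the same side of the 2 thresholds. Another 100 kept the sign and no longer passed, 68 kept the sign and newly passed, and 12 changed sign. The size of the changes was not compared. Of 1616 recomputed stage levels, 212 moved by over 1 SD, each of them with all mapped samples. Size factors were computed anew with the added libraries, which also rescales the levels of the used libraries, so these moves are not those of the added libraries alone. The 6 -3 libraries, the same in both sets, had a mean ribosomal protein level of 8.97 over the used and 8.07 over all mapped samples.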

Differences from the paper's values

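Figure 2C values were read by eye, and the alternatives named in this part were set before the data were examined. 364 genes were higher in the later stage of S1 vs. S2, against the paper's about 570 in Fig. 2C. It was within 1.5 times with batch A alone (444), no detection rate covariate (426), DESeq2, shrunken DESeq2 fold changes (393), median-of-ratios factors (381) and the paired fit (555), and not with all mapped samples, no low-count filter (925), no genes left out (365) and all 8 stages in one fit (1046). 976 genes were higher in the later stage of S2 vs. S3, against the paper's about 1600 in Fig. 2C. Counts were within 1.5 times with no detection rate covariate (1293), DESeq2 (1075), median-of-ratios factors (1084) and all 8 stages in one fit (1821), and not with all mapped samples (430), batch A alone (975), shrunken DESeq2 fold changes (1060), no low-count filter (2485), no genes left out (978) and the paired fit (24). 287 genes were lower in the later stage of S2 vs. S3, against the paper's about 59 in Fig. 2C. No alternative came within 1.5 times: all mapped samples gave 186, batch A alone 329, no detection rate covariate 685, DESeq2 321, shrunken DESeq2 fold changes 304, median-of-ratios factors 217, no low-count filter 751, no genes left out 287, all 8 stages in one fit 289 and the paired fit 10. 273 genes were higher in the later stage of S3 vs. S4, against the paper's about 760 in Fig. 2C. It was within 1.5 times with DESeq2 (580), shrunken DESeq2 fold changes (563) and no low-count filter (691), and not with all mapped samples (121), batch A alone (363), no detection rate covariate (113), median-of-ratios factors (292), no genes left out (260), all 8 stages in one fit (172) and the paired fit (0).

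8 genes were higher in the later stage of S4 vs. -3, against the paper's about 65 in Fig. 2C. Counts were within 1.5 times with batch A alone (55), DESeq2 (48), shrunken DESeq2 fold changes (47) and all 8 stages in one fit (81), and not with all mapped samples (4), no detection rate covariate (7), median-of-ratios factors (8), no low-count filter (22), no genes left out (6) and the paired fit (0). 0 genes were higher in the later stage of -3 vs. -2, against the paper's about 18 in Fig. 2C. No alternative came within 1.5 times: all mapped samples gave 0, batch A alone 0, no detection rate covariate 0, DESeq2 0, shrunken DESeq2 fold changes 0, median-of-ratios factors 0, no low-count filter 0, no genes left out 0, all 8 stages in one fit 0 and the paired fit 30. 12 genes were higher in the later stage of -2 vs. -1, against the paper's about 220 in Fig. 2C. It was within 1.5 times with no low-count filter, and not with all mapped samples (3), batch A alone (12), no detection rate covariate (29), DESeq2 (43), shrunken DESeq2 fold changes (11), median-of-ratios factors (12), no genes left out (11), all 8 stages in one fit (131) and the paired fit (3). 0 genes were lower in the later stage of -2 vs. -1, against the paper's about 45 in Fig. 2C. Counts were within 1.5 times with no low-count filter (55), and not with all mapped samples (0), batch A alone (0), no detection rate covariate (0), DESeq2 (2), shrunken DESeq2 fold changes (2), median-of-ratios factors (0), no genes left out (0), all 8 stages in one fit (21) and the paired fit (0). 11 genes were higher in the later stage of -1 vs. P0, against the paper's about 30 in Fig. 2C. The count came within 1.5 times with batch A alone (23), DESeq2 (42) and shrunken DESeq2 fold changes (42), and not with all mapped samples (193), no detection rate covariate (116), median-of-ratios factors (8), no low-count filter (74), no genes left out (13) and all 8 stages in one fit (314). 440 genes were called in -1 vs. P0, against the paper's about 710 in Fig. 2C, where the number is the sum of both bars, formed after the values were seen. It was within 1.5 times with all mapped samples (520), batch A alone (491), no detection rate covariate (650), DESeq2 (659), shrunken DESeq2 fold changes (659), no low-count filter and all 8 stages in one fit (1009), and not with median-of-ratios factors and no genes left out (449).

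The paper has the mRNA of cluster 18 fall after fertilization. Between -1 and P0, cpg-3 had -2.35 (adjusted p = 0.204) and was called with DESeq2 (-2.43, adjusted p = 0.00433) and shrunken DESeq2 fold changes (-1.52, adjusted p = 0.00433). sqv-4 had -2.75 (adjusted p = 0.233) and was called with DESeq2 (-2.84, adjusted p = 0.00178) and shrunken DESeq2 fold changes (-1.57, adjusted p = 0.00178). The paper has egg-1 and egg-2 without a significant fall in P0. DESeq2 called egg-2 there at -2.85 (adjusted p = 0.000396), and so did its shrunken fold changes.

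The paper has troponin and myosin heavy chain genes almost vanish in zygotes, and mlc-1 and mlc-3 absent there. In -1 vs. P0, pat-10 had -3.01 (adjusted p = 0.486) and was called with batch A alone (-5.83, adjusted p = 0.0349) and all 8 stages in one fit (-4.36, adjusted p = 0.0372). unc-54 had -3.92 (adjusted p = 0.0831) and was called with all mapped samples (-4.002, adjusted p = 0.0353), batch A alone (-6.07, adjusted p = 0.00387), no detection rate covariate (-4.29, adjusted p = 0.0409), DESeq2 (-4.04, adjusted p = 0.00486) and shrunken DESeq2 fold changes (-2.60, adjusted p = 0.00486). myo-3 had -4.41 (adjusted p = 0.126) and was called with batch A alone (-9.18, adjusted p = 0.0188), DESeq2 (-4.90, adjusted p = 0.013) and shrunken DESeq2 fold changes (-2.11, adjusted p = 0.013). mlc-1 had -3.00 (adjusted p = 0.19) and was called with all mapped samples (-4.20, adjusted p = 0.00428), batch A alone (-4.15, adjusted p = 0.0157), DESeq2 (-3.13, adjusted p = 0.0449) and shrunken DESeq2 fold changes (-2.14, adjusted p = 0.0449). mlc-3 had -3.74 (adjusted p = 0.089) and was called with batch A alone (-4.59, adjusted p = 0.0424), DESeq2 (-3.88, adjusted p = 0.0135), shrunken DESeq2 fold changes (-2.47, adjusted p = 0.0135) and all 8 stages in one fit (-3.79, adjusted p = 0.0231).

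The paper has act-4 increase in the -1 oocyte. In -2 vs. -1, act-4 had 1.70 (adjusted p = 0.116) and was called with no detection rate covariate (1.91, adjusted p = 0.0142), DESeq2 (1.74, adjusted p = 0.016), shrunken DESeq2 fold changes (0.89, adjusted p = 0.016) and all 8 stages in one fit (1.66, adjusted p = 0.0427). It has sudden increases of ule-3 and ule-5 there. ule-3 had 6.84 (adjusted p = 0.13) and was called with DESeq2 (6.92, adjusted p = 5.38e-05) and all 8 stages in one fit (6.59, adjusted p = 0.000848). ule-5 had 7.82 (adjusted p = 0.0725) and was called with no detection rate covariate (7.17, adjusted p = 0.0456), DESeq2 (7.89, adjusted p = 7.74e-07), no low-count filter (7.79, adjusted p = 0.0364) and all 8 stages in one fit (8.33, adjusted p = 0.000112). For -1 vs. P0, ule-5 had -9.67 (adjusted p = 0.0507) and was called with all mapped samples (-9.92, adjusted p = 0.000729), batch A alone (-9.14, adjusted p = 0.0486), no detection rate covariate (-9.67, adjusted p = 0.0321), DESeq2 (-9.78, adjusted p = 3.64e-06), shrunken DESeq2 fold changes (-1.85, adjusted p = 3.64e-06) and all 8 stages in one fit (-10.64, adjusted p = 0.00133).

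The paper has gld-1 maintained at high expression along the gonad. For S2 vs. S3 it had -1.20 (adjusted p = 0.00154), called lower, and it was also called with all mapped samples (-1.14, adjusted p = 0.00166), batch A alone (-0.93, adjusted p = 0.0199), no detection rate covariate (-1.18, adjusted p = 3.53e-07), DESeq2 (-1.11, adjusted p = 0.000638), shrunken DESeq2 fold changes (-1.08, adjusted p = 0.000638), median-of-ratios factors (-1.11, adjusted p = 0.00379), no low-count filter (-1.27, adjusted p = 0.000633), no genes left out (-1.19, adjusted p = 0.00147) and all 8 stages in one fit (-1.24, adjusted p = 0.000174). The paired fit did not call gld-1 there. The paper has a high elevation of oma-1 in S3. Between S2 and S3, oma-1 had 0.75 (adjusted p = 0.0636) and was called with batch A alone (0.88, adjusted p = 0.0176), no detection rate covariate (1.09, adjusted p = 3.78e-05), DESeq2 (0.85, adjusted p = 0.0433), shrunken DESeq2 fold changes (0.88, adjusted p = 0.0433), median-of-ratios factors (0.85, adjusted p = 0.0354) and all 8 stages in one fit (0.70, adjusted p = 0.0272). The paper has lin-41 increase gradually over S1 and S2 and drop after fertilization. In S1 vs. S2, lin-41 had 1.08 (adjusted p = 0.0572) and was called with batch A alone (1.14, adjusted p = 0.0135), DESeq2 (1.09, adjusted p = 0.0169), shrunken DESeq2 fold changes (0.74, adjusted p = 0.0169), all 8 stages in one fit (0.83, adjusted p = 0.0374) and the paired fit (1.25, adjusted p = 0.0154). Between -1 and P0, lin-41 had -1.11 (adjusted p = 0.276) and was called with batch A alone (-1.61, adjusted p = 0.0332), no detection rate covariate (-1.30, adjusted p = 0.0315) and all 8 stages in one fit (-1.37, adjusted p = 0.0401). The paper has ced-3 rise from S1 to S2, where ced-3 had 0.79 (adjusted p = 0.0584) and was called with batch A alone (0.69, adjusted p = 0.0337), no detection rate covariate (0.80, adjusted p = 0.0404), DESeq2 (0.80, adjusted p = 0.0311), shrunken DESeq2 fold changes (0.66, adjusted p = 0.0311), no low-count filter (0.82, adjusted p = 0.0428), all 8 stages in one fit (0.80, adjusted p = 0.0192) and the paired fit (0.80, adjusted p = 0.0124). It has a slight decrease of car-1 in S3. In S2 vs. S3, car-1 had -0.55 (adjusted p = 0.162) and was called with all mapped samples (-0.74, adjusted p = 0.0486) and no detection rate covariate (-1.12, adjusted p = 2.02e-06).

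The paper has ced-8, dre-1, egl-1, csp-1 and ces-2 upregulated in S3. For S2 vs. S3, ced-8 had too few counts to be tested and was called with batch A alone (9.83, adjusted p = 2.59e-06), no low-count filter (9.74, adjusted p = 1.13e-05) and all 8 stages in one fit (9.72, adjusted p = 3.47e-13). dre-1 had too few counts to be tested and was called with all 8 stages in one fit (3.08, adjusted p = 0.00185). egl-1 had too few counts to be tested and was called with no low-count filter (5.62, adjusted p = 3.61e-05) and all 8 stages in one fit (5.76, adjusted p = 3.94e-05). csp-1 had too few counts to be tested and was called with no low-count filter (4.41, adjusted p = 0.0113). ces-2 had too few counts to be tested and was called with no low-count filter (6.22, adjusted p = 0.00031) and all 8 stages in one fit (5.66, adjusted p = 0.00203). It has the rise of egl-1 end by S4. In S3 vs. S4, egl-1 had -1.99 (adjusted p = 0.0655) and was called with all mapped samples (-2.04, adjusted p = 0.0494), DESeq2 (-1.94, adjusted p = 0.0271) and shrunken DESeq2 fold changes (-0.92, adjusted p = 0.0271).

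The paper has inx-8 and inx-9 at intermediate levels up to S4 and high in proximal oocytes. inx-8 was called higher in S3 vs. S4, at 1.35 (adjusted p = 0.0186). The paper has genes of mitochondrial translation and ATP production upregulated in zygotes. No tested setting put these sets past the threshold, with camera p of 0.356 and 0.183 and a lowest p of 0.203 and 0.107 over the alternatives, the lower adjusted p being 0.306. The paper has the strongest fall of ribosomal protein genes in S4 vs. -3. The median over these genes was lowest there, at -2.35, while the change of their mean level had an exact permutation p of 0.163 and passed the threshold with all mapped samples (0.0128), in batch A (0.0014) and, chosen after seeing the values, with the batch-adjusted difference (0.000233).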

Other observations

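The tests of ribosomal protein levels between batches and of the splits of embryos and zygotes were chosen after the result was seen.

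Splits of the same libraries, swapped within worms that gave both and exchanged within batch among the others, were refitted for each comparison. Of 100 splits, the real one included, 1 in S1 vs. S2, 1 in S2 vs. S3, 1 in S3 vs. S4, 1 in S4 vs. -3, 1 in -2 vs. -1 and 1 in -1 vs. P0 called as many genes as the real split, which was that split. The highest number in any other split was 29 in S1 vs. S2, 172 in S2 vs. S3, 0 in S3 vs. S4, 1 in S4 vs. -3, 0 in -2 vs. -1 and 1 in -1 vs. P0. For the union over the comparisons 1 split called as many genes as the real one, with 172 the highest of the others. In -3 vs. -2, the real split called 0 (2.54% of the tested genes at an unadjusted p under 0.05), so that 100 of 100 splits had to call as many and the test decides nothing there. The paired fit, with only 3 worms and of which no splits were made, called 32 in that comparison. At the library numbers of -3 vs. -2, the unpaired fit called 27.7% of simulated changes. For the gene sets of -1 vs. P0, 35 splits for mitochondrial translation, 26 for ATP production and 63 for cytoplasmic ribosomal proteins gave a p as low.

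For the limits that define the ule-3 and ule-5 pattern, 1 of 100 splits of the -2 and -1 oocytes gave as many genes as the real 21, that split itself, while another gave 20. The limits take unshrunken fold changes and no p, and both fits were made anew in each split.

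The level of the 25 genes varied widely between -1 oocytes. Over 15 oocytes centred on their batch means it was compared with 4 marker genes of the spermatheca, 10 sheath genes and library size, a family of 3 relations. With the spermatheca markers, Pearson's r was 0.82 (permutation p = 0.00064, adjusted p = 0.00192 over the 3) and Spearman's rho 0.76 (p = 0.00473). Without the 2 oocytes farthest from the median of the markers, r was 0.73 (p = 0.00241) and rho 0.89 (p = 0.00061). In batch A (n = 10) r was 0.76 (p = 0.0031) and rho 0.77 (p = 0.0128). With the sheath genes r was 0.16 (p = 0.59), rho 0.21 (p = 0.52), and without the 2 farthest oocytes r 0.077 (p = 0.849) and rho 0.058 (p = 0.89). In batch A these were 0.19 (p = 0.592) and 0.22 (p = 0.537). With library size r was -0.56 (p = 0.0617), rho -0.43 (p = 0.173), and without the 2 farthest r -0.37 (p = 0.26) and rho -0.38 (p = 0.27). In batch A r was -0.25 (p = 0.408) and rho -0.39 (p = 0.264). A candidate explanation is that spermatheca cells, or their RNA, were attached to some of the isolated -1 oocytes. The paper proposes transfer of spermatheca transcripts into the oocyte. It also cites a study by fluorescent in situ hybridization that proposed this route for ule-3 and ule-5. Transfer would give the same relation if the marker transcripts are transferred too, and the data here cannot tell it from attached cells or their RNA. In situ staining of intact, washed -1 oocytes for the marker genes would.

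Ribosomal protein genes were higher in batch B than in batch A in each of the 8 stages. Over the 4 late stages, with stage means removed, batch B (12 libraries) lay 4.07 above batch A (28 libraries) in mean log2 normalized count (permutation p = 1e-05, the smallest 100000 permutations can give). In S1 the means were 12.8 in batch A and 14.2 in batch B (exact permutation p = 0.00155), and in S4 9.38 and 13.9 (p = 0.0182). A difference between the batches, such as the capture of short transcripts by their protocols, may be the source, and the size of the fall along the gonad read from pooled samples may depend on it. The design gives no biological condition that differs between the batches, so none was tested. Both protocols applied to the same lysates would test it.

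The paper does not report on the early embryos. Between 3 early embryos of batch A and 3 zygotes of unnamed worms, 2 of them of batch B, 0 genes were called in edgeR with 396 at an unadjusted p under 0.05. With none called, 10 of 10 splits of the 6 libraries had to give as many, and the splits decide nothing. DESeq2 called 313 genes, and edgeR with all used zygotes 196. On simulated counts of this size 0 of 180 changed genes were called. Stage and batch are partly mixed in these libraries, and the fit has no batch term.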
